# Developmental single-cell atlas of coronary vessel growth and cardiomyocyte interaction in zebrafish

**DOI:** 10.1242/dev.205065

**Published:** 2026-01-22

**Authors:** Muhammad Abdul Rouf, Gülsüm Kayman Kürekçi, Shaoqiu Zhang, Stéphanie Larrivée Vanier, Sarah M. Kamel, Ann Nee Lee, Ruey-Bing Yang, Shih-Lei Lai, Rubén Marín-Juez

**Keywords:** Coronary vasculature, Cardiomyocytes, Cardiovascular, Development, Vegfa, Zebrafish

## Abstract

Cardiac morphogenesis requires the intricate coordination of different cell types and molecular cues. Coronary vessel formation is essential for heart development, yet how coronary vessels grow and contribute to ventricular wall formation remains poorly understood. Here, we combine high-resolution imaging and new genetic tools to systematically analyze coronary vasculature development in zebrafish at each millimeter increment from 7 to 30 mm of body length and identify cellular and molecular milestones defining four distinct coronary network developmental stages. Our data show how coronary vessels expand, pattern, specify and act as vascular scaffolds to guide cardiomyocyte growth throughout development. Manipulating coronary network growth by Vegfa signaling perturbation through gain- and loss-of-function approaches disrupts coronary vessel–cardiomyocyte interactions and cardiomyocyte expansion. To gain further resolution into these processes, we build a single-cell RNA sequencing atlas by profiling 37,554 ventricular cells across the different developmental stages and identify new coronary markers, dynamic cellular interactions, and stage-specific endothelial–cardiomyocyte crosstalk. Overall, we present the first comprehensive roadmap of coronary vessel formation and coordinated cellular and molecular interactions with the developing cardiac muscle in zebrafish.

## INTRODUCTION

The formation of a functional coronary vascular network is essential to support cardiac muscle growth. As cardiac morphogenesis progresses, coronary circulation arises to meet the increasing metabolic demands of the thickening ventricular wall (D'Amato et al., 2022; Red-Horse et al., 2010; Tian et al., 2015; Tomanek, 2005). In mammals, coronary vessels develop during embryogenesis primarily from epicardium-derived cells (EPDCs), the endocardium and sinus venosus-derived endothelial cells (ECs) that invade the subepicardial and myocardial spaces, ultimately assembling into an intricate vascular network (D'Amato et al., 2022; Nakajima and Imanaka-Yoshida, 2013; Red-Horse et al., 2010; Riley, 2012; Wu et al., 2012). This process involves tightly coordinated interactions among coronary ECs, cardiomyocytes (CMs) and epicardial cells (Günthel et al., 2018; Gupta and Poss, 2012; Harrison et al., 2015; Marín-Juez et al., 2019; Pires-Gomes and Pérez-Pomares, 2013; Red-Horse et al., 2010; Wu et al., 2012).

Taking advantage of its strengths as a model organism and the rich repertoire of genetic tools available, recent studies have begun to investigate the mechanisms of coronary vessel formation in zebrafish (Bakis et al., 2023; Chiba et al., 2025; Duca et al., 2024; Gancz et al., 2019; Harrison et al., 2015; Karra et al., 2018; Lowe et al., 2019; Marín-Juez et al., 2019). At approximately 45 days post-fertilization (dpf), ECs from the atrioventricular canal (AVC) sprout and expand over the dorsal ventricular surface to form the coronary plexus (Chiba et al., 2025; Harrison et al., 2015). At the same stage, a subset of trabecular CMs breach the primordial CM layer to form the cortical myocardium (Gupta and Poss, 2012; Gupta et al., 2013). Cortical CMs follow the track of the developing coronary vasculature to populate the ventricular surface (Marín-Juez et al., 2019). A similar association between coronary ECs and CMs occurs during mouse heart development (DeBenedittis et al., 2022). Moreover, disruption of coronary development results in defective CM growth, mediated by impaired angiocrine signaling (Chiang et al., 2023; DeBenedittis et al., 2022; Rhee et al., 2018, 2021). These findings underscore the role of coronary vessels as active regulators of myocardial wall formation. However, the precise developmental dynamics of coronary vessel formation and interaction with CMs remain largely unknown.

Here, we combined high-resolution imaging, novel and established tissue-specific transgenic lines, functional manipulation of Vegfa signaling, and single-cell transcriptomics to construct a roadmap of coronary development. Spanning early emergence to maturation, we identify developmental milestones, define four distinct stages termed initiation, establishment, expansion and maturation, and show how the coronary network progressively populates the ventricular surface. These analyses reveal spatially coordinated proliferation between developing coronary ECs and adjacent CMs, supporting a vessel-guided model of myocardial expansion. Additionally, single-cell RNA sequencing (scRNA-seq) of 37,554 ventricular cells across developmental stages shows dynamic gene expression programs and cell type-specific interactions. Together, this integrative approach delineates the temporal and cellular architecture of coronary vascular development and identifies its instructive role in ventricular morphogenesis.

## RESULTS

### Coronary vasculature emergence and growth dynamics

To track coronary development, we used body length from the snout to the base of the tail as a proxy for developmental stage, as it more accurately reflects developmental progression than chronological age in zebrafish (Singleman and Holtzman, 2014). We used the *TgBAC(etv2:EGFP)* transgenic line to label coronary ECs and track coronary vessel emergence. When the body length was <8 mm, we observed no vessel-like structures on the heart (Fig. 1A,E). At this stage, *etv2*:EGFP expression was strong in the AVC, reported to be one of the origins of the coronary vasculature in zebrafish (Harrison et al., 2015) (Fig. 1A). As *etv2* is a transcription factor expressed in endothelial progenitors (Sumanas and Lin, 2006; van Bueren and Black, 2012), it is possible that this upregulation reflects the activation of vasculogenesis. At 8 mm of body length, the first coronary vessel was observed on the bulbus arteriosus (BA) (Fig. 1B,E), consistent with the extension of the hypobranchial artery onto the BA (Mizukami et al., 2023). At 9 mm, a second vessel appeared from the AVC (Fig. 1C,E), consistent with previous findings (Harrison et al., 2015). By 11 mm, both BA and AVC vessels continued to grow around the BA-ventricular base junction and the AVC, respectively (Fig. 1D,E). Therefore, between 8 and 11 mm of body length the first two coronary vessels emerge and expand over the BA and AVC regions. We refer to this period of coronary development as the initiation stage (Fig. S1A).

**Fig. 1.**
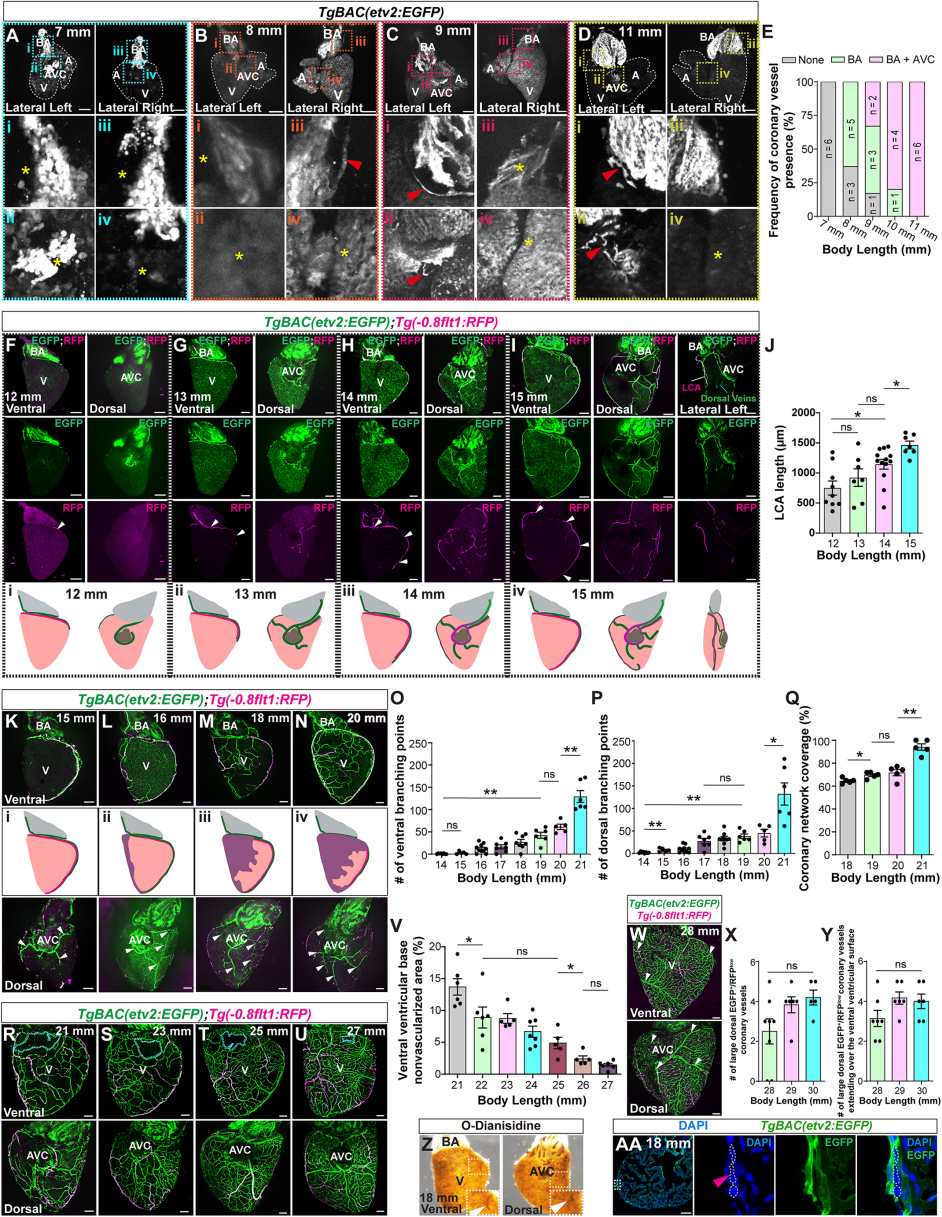
**Characterization of coronary development.** (A-D) Whole-mount *TgBAC(etv2:EGFP)* hearts from 7-mm (A), 8-mm (B), 9-mm (C) and 11-mm (D) -long zebrafish. High-magnification images of BA (i and iii) and AVC (ii and iv) regions are shown. Yellow asterisks indicate the absence of coronary vessels. Red arrowheads point to coronary vessels at the BA and AVC regions. (E) Frequency of coronary vessel presence in the BA and AVC regions in 7- to 11-mm-long zebrafish. (F-I) Whole-mount *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles from 12-mm (F), 13-mm (G), 14-mm (H) and 15-mm (I) -long zebrafish. Schematic representations of coronary vessel development at each of the stages are shown below (i-iv). White arrowheads point to the LCA expanding across the left ventricular curvature from base to apex. (J) LCA length in 12- to 15-mm-long zebrafish. (K-N) Whole-mount *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles from 15-mm (K), 16-mm (L), 18-mm (M) and 20-mm (N) -long zebrafish. Schematic representations of coronary network expansion (purple shadowed areas) are shown (i-iv). White arrowheads point to putative main dorsal veins. (O,P) Number of coronary branching points at the ventral (O) and dorsal (P) ventricular surfaces in 14- to 21-mm-long zebrafish. (Q) Percentage of coronary network coverage area at the ventral ventricular surface in 18- to 21-mm-long zebrafish. (R-U) Whole-mount *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles from 21-mm (R), 23-mm (S), 25-mm (T) and 27-mm (U) -long zebrafish. Cyan dotted lines outline the nonvascularized area at the ventral ventricular base. (V) Nonvascularized area percentage at the ventral ventricular base in 21- to 27-mm-long zebrafish. (W) Whole-mount *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* ventricle from a 28-mm-long zebrafish. White arrowheads point to EGFP^+^/RFP^low^ vessels. (X,Y) Number of large EGFP^+^/RFP^low^ coronary vessels on the dorsal ventricular surface (X) and extending over the ventral ventricular surface (Y). (Z) Erythrocytes in a whole-mount ventricle from an 18-mm-long zebrafish stained with O-dianisidine. Insets show magnifications of the boxed areas. White arrowheads point to vessel-like structures. (AA) *TgBAC(etv2:EGFP)* ventricular section from an 18-mm-long zebrafish stained for EGFP (coronary ECs, green) and DNA (DAPI, blue). Boxed area in left-hand image is shown at higher magnification on the right. Magenta arrowhead points to DAPI^+^ cells in the lumen of an *etv2*:EGFP^+^ coronary vessel. Dashed lines outline DAPI^+^ cells in the lumen of an *etv2*:EGFP^+^ coronary vessel. Data in graphs expressed as mean±s.e.m. ns, no significant difference. *P<0.05, **P<0.01 (two-tailed, Mann–Whitney *U* test). A, atrium; AVC, atrioventricular canal; BA, bulbus arteriosus; V, ventricle. Scale bars: 100 μm.

To assess vessel identity, we analyzed ventricles from *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* fish. The combination of these transgenes identifies coronary ECs (EGFP^+^/RFP^+^) and coronary arteries (EGFP^+^/RFP^high^) (Harrison et al., 2015; Marín-Juez et al., 2016, 2019). Between 12 and 15 mm of body length, both the BA and the AVC vasculature continued to expand. At 12 mm, the BA sprout reached the ventricular base and upregulates *−0.8flt1*:RFP, indicating arterial identity (Fig. 1F). This vessel continued to expand over the left ventricular curvature to reach the apex (Fig. 1G-J). Based on its localization along the left ventricular curvature and arterial identity, we termed this vessel as the left coronary artery (LCA). The AVC-derived vasculature expanded over the dorsal ventricular surface and formed additional branches that extended dorsally and ventrally along the left curvature toward the apex, with some dorsal vessels becoming EGFP^+^/RFP^high^ (Fig. 1F-J). We also observed a distinct dorsal EGFP^+^/RFP^low^ vessel, potentially of AVC origin, which was located dorsal to and close to the LCA (Fig. 1I). This vessel and the LCA extended together along the left ventricular curvature toward the apex (Fig. 1I). Therefore, between 12 and 15 mm of body length, the dorsal vascular plexus is established, and the LCA grows to reach the apex. We refer to this period as the establishment stage (Fig. S1A).

As development progressed from 15 to 20 mm of body length, coronary vessels continued to grow and branch across both the dorsal and ventral ventricular surfaces (Fig. 1K-P, Fig. S2A-D). The coronary plexus continued to populate the dorsal surface and extended ventrally, consistent with observations in other organisms (Kattan et al., 1999; Red-Horse et al., 2010). From 16 mm onward, the coronary network expanded across the right ventricular curvature and sprouted toward the LCA, establishing a right-to-left expansion pattern over the ventral surface (Fig. 1L-N,Q), similar to observations in mice (Chen et al., 2014). When zebrafish reached 20 mm of body length, the expanding plexus contacted the LCA (Fig. 1N). To measure this ventral expansion, we quantified the number of branching points and the extent of coronary network coverage (Fig. 1O-Q). Our data show that both parameters increased significantly between 15 and 19 mm and remained unchanged between 19 and 20 mm. At 21 mm, after the expanding front contacted the LCA, both branching points and coverage increased significantly again compared with previous stages. These data show that the coronary plexus undergoes consistent growth from 15 to 20 mm of body length and then enters a second expansion phase at 21 mm.

From 21 to 27 mm, the expanding ventral coronary network became increasingly dense and complex (Fig. 1R-U, Figs S2E-H and S3A-D). In contrast to previous stages, an increasing number of EGFP^+^/RFP^high^ vessels were observed, suggesting progressive arterialization (Fig. S2E-H). At this stage, part of the ventral ventricular base surface remained consistently nonvascularized until fish reached 27 mm of body length (Fig. 1R-V). We define the developmental window spanning from 15 to 27 mm of body length as the expansion stage (Fig. S1A) and subdivide it into ‘expansion I’ (15-20 mm, first wave of coronary branching and coverage increase) and ‘expansion II’ (21-27 mm, second expansion wave and presence of the ventral ventricular base nonvascularized area).

From 28 to 30 mm, the ventral ventricular base nonvascularized area disappeared as the coronary network fully covered the ventricular surface (Fig. S2I-K) and no further increase in network coverage was observed (Fig. S3E-H). The ventricle presents a well-defined dorsal network of two to five large EGFP^+^/RFP^low^ vessels, potentially main coronary veins, that in most instances expanded to reach the ventral surface (Fig. 1W-Y). Coronary arteries were well established with branches clearly visible on both ventricular surfaces (Fig. S2I-K). We define this stage as the maturation stage (Fig. S1A).

To determine the onset of coronary circulation, we performed O-dianisidine staining at different stages. Vessel-like structures were not clearly detectable until animals reached 18 mm of body length (Fig. 1Z, Fig. S4A,B). To further support this observation, we analyzed *TgBAC(etv2:EGFP)* ventricular sections and found that coronary vessels at this stage were indeed lumenized and contained DAPI^+^ cells (Fig. 1AA). Next, we performed 5-ethynyl-2-deoxyuridine (EdU) incorporation assays on *TgBAC(etv2:EGFP)* ventricles before (16 mm) and after (19 mm) the onset of coronary perfusion. We found that the number of EdU^+^ coronary ECs was increased at 19 mm compared with 16 mm (Fig. S4D-F), indicating that the onset of blood flow coincides with an increase in coronary EC proliferation.

### *TgBAC(sele:EGFP)* labels coronary veins

Several transgenic lines have been developed to study arterio-venous development in zebrafish. However, while arterial reporters remain active in the adult heart, venous marker expression becomes restricted to cardiac lymphatics, preventing visualization of coronary veins (Harrison et al., 2015; Marín-Juez et al., 2016, 2019). To circumvent this limitation, we generated a *TgBAC(sele:EGFP)* zebrafish line. *sele* encodes E-selectin, a cell adhesion molecule expressed on the EC surface (Collins et al., 1991). In zebrafish embryos, *sele* is highly expressed in the posterior cardinal vein (PCV) (Sun et al., 2015).

To determine whether this transgene is specifically expressed in venous ECs, we examined its expression throughout development in combination with *Tg(−0.8flt1:RFP)* and *Tg(dll4:TagRFP)*, both well-established arterial markers (Bussmann et al., 2010, 2011; Chong et al., 2011; Marín-Juez et al., 2016). We found strong *sele*:EGFP expression in venous vessels in adult fin rays (Fig. S5A) as well as in the PCV and venous intersegmental vessels (vISVs) at 5 dpf (Fig. S5B,C). We also analyzed *TgBAC(sele:EGFP)* in combination with *Tg(lyve1b:dsRed)* to visualize lymphatic vessels and found minimal EGFP expression in the thoracic duct (TD) at 5 dpf (Fig. S5D). Next, we analyzed coronary vein and artery development from initiation to maturation stages in *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles. No vessel-like structures were found at 7 mm (Fig. 2A). At 8-11 mm (initiation stage), the first BA and AVC *sele*:EGFP^+^ vessels were observed (Fig. 2B-C′), suggesting venous identity of these emerging vessels. At 13 mm of body length (establishment stage), two adjacent vessels, one EGFP^+^/RFP^−^ and another one EGFP^−^/RFP^high^ (the developing LCA), developed across the ventricular base and expanded toward the left ventricular curvature (Fig. 2D,D′). At this stage, the dorsal coronary plexus was composed of EGFP^+^/RFP^−^ and EGFP^−^/RFP^high^ vessels. At 18 mm (expansion I stage), the venous plexus further developed dorsally and expanded ventrally following the previously observed right-to-left pattern (Fig. 2E). At this stage, some vessels near the expanding vascular front co-expressed both *sele*:EGFP and −*0.8flt1*:RFP, suggesting venous-to-capillary or arterial conversion (Hen et al., 2015; Red-Horse and Siekmann, 2019; Red-Horse et al., 2010; Xu et al., 2014) (Fig. 2E). At 24-28 mm (expansion II to maturation stages), the main coronary veins and arteries were distinguishable by marker expression, with *sele*:EGFP expression being restricted to coronary veins (Fig. 2F-G′). At this stage, the coronary veins primarily populated the dorsal ventricular half, with most extending ventrally, consistent with our data (Fig. 1W, Fig. S2I-K) and previous reports (Harrison et al., 2015; Marín-Juez et al., 2016).

**Fig. 2.**
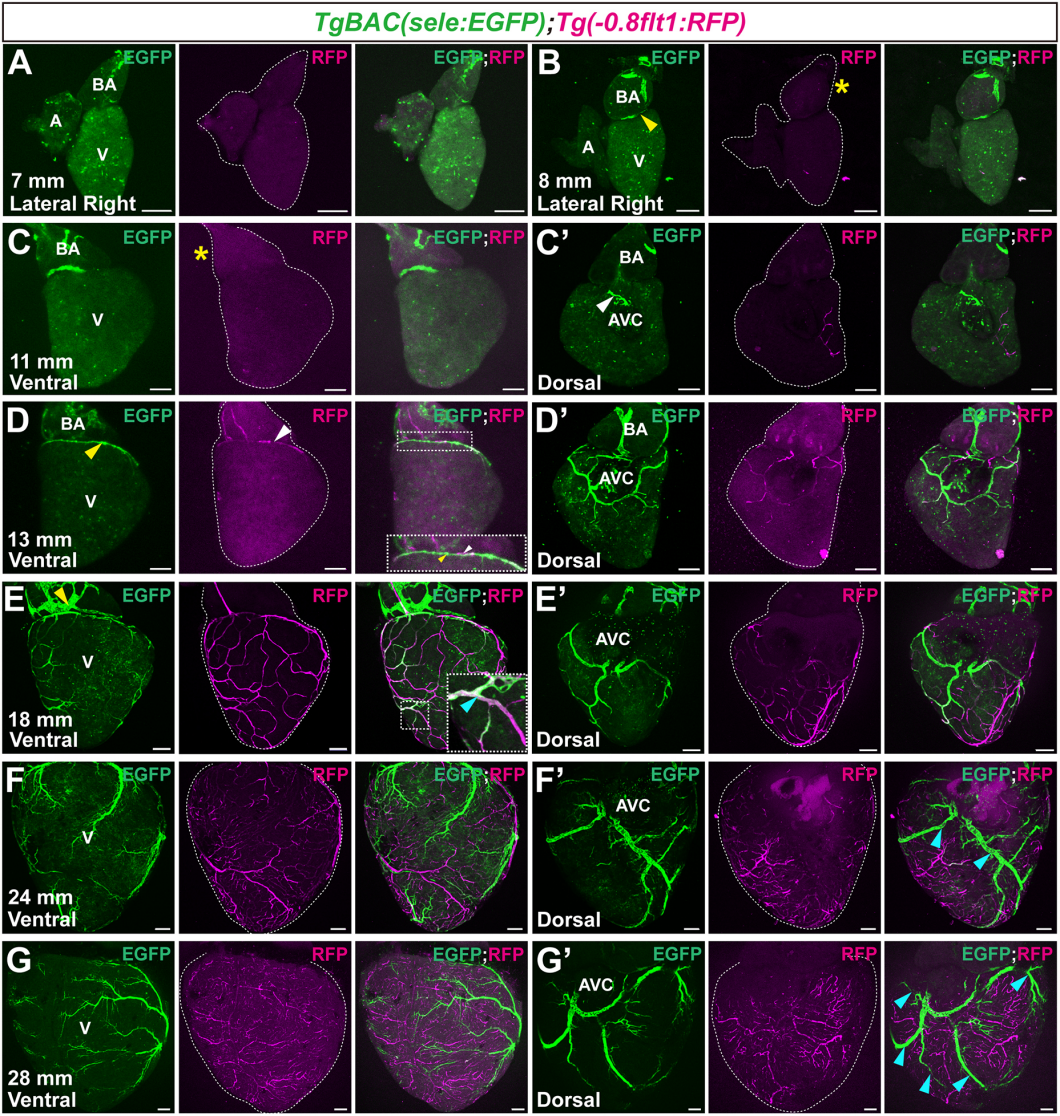
***TgBAC(sele:EGFP)* labels coronary veins during development.** (A) Whole-mount *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* heart from a 7-mm-long zebrafish. (B-C′) Whole-mount *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* hearts from 8-mm (B) and 11-mm (C,C′) -long zebrafish. Yellow arrowhead points to a *sele*:EGFP^+^ vessel in the BA-ventricular base junction. Yellow asterisks indicate absence of *−0.8flt1*:RFP expression. White arrowhead points to a *sele*:EGFP^+^ vessel around the AVC. (D-E′) Whole-mount *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles from 13-mm (D,D′) and 18-mm (E,E′) -long zebrafish. (D) Yellow arrowhead points to an EGFP^+^/RFP^−^ (vein) vessel. White arrowhead points to an EGFP^−^/RFP^high^ (LCA, artery) vessel. (E) Yellow arrowhead points to BA EGFP^+^ lymphatics. Cyan arrowhead points to an EGFP^+^/RFP^+^ vessel. (F-G′) Whole-mount *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles from 24-mm (F,F′) and 28-mm (G,G′) -long zebrafish. Cyan arrowheads point to main dorsal coronary veins. Insets show magnifications of the boxed areas. A, atrium; AVC, atrioventricular canal; BA, bulbus arteriosus; V, ventricle. Scale bars: 100 μm.

Although no vessel-like structures were observed on the ventricle at 7 mm (Fig. 2A), we observed *sele*:EGFP^+^/*−0.8flt1*:RFP^−^ cells on the BA. Previous studies have reported a population of BA lymphatic ECs at early developmental stages, before lymphatics populate the ventricle (Gancz et al., 2019; Harrison et al., 2019). Moreover, *sele*:EGFP was also lowly expressed in some TD *lyve1b*:dsRed^+^ lymphatics (Fig. S5D). We analyzed *TgBAC(sele:EGFP)*; *Tg(lyve1b:dsRed)* ventricles and found that these cells co-express both reporters, indicating lymphatic identity (Fig. S5E,F). These data show that two distinct vascular populations co-exist on the BA at the initiation stage. Our analyses suggest that this population of BA lymphatics continue to expand at later stages (Fig. S5E-H), potentially reaching the ventricular surface during late expansion and maturation stages (Fig. S5I,J). Ventricular lymphatics only retained *lyve1b*:dsRed expression and closely followed coronary veins (Fig. S5J,K).

Collectively, these results show that *TgBAC(sele:EGFP)* is expressed by coronary venous ECs in zebrafish. This new marker enables dissection of venous identity, emergence and spatial distribution during coronary network development.

### Single-cell profiling identifies dynamic cellular transitions and markers defining distinct coronary subtypes

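Single-cell libraries were made from pooled zebrafish ventricles at 4 stages of coronary development. The pools held 25 ventricles of fish of 10 mm (initiation, 1.5 months of age), 18 of 14 mm (establishment, 2 months), 12 of 18 mm (expansion, 2.5 months) and 5 of 28 mm (maturation, 8 months). The paper states that 14000 cells of each sample were used. Each stage is 1 library without replicates, so no test between stages could be made, and every interval given with these data is a 95% interval that covers counting error only. The deposited values are raw counts of unique molecular identifiers (UMIs) for all genes and barcodes, before the selection of cells. They total 115624753 UMIs at initiation, 123557700 at establishment, 128056006 at expansion and 161798583 at maturation.

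Barcodes with cells were selected by their number of UMIs, followed by a test of further barcodes with at least 500 UMIs against the ambient RNA of the same library, at a false discovery rate of 0.01. This gave 8773 cells at initiation, 13116 at establishment, 19949 at expansion and 14992 at maturation, with medians of 11432, 4292, 3970 and 3716 UMIs per cell. These cells held 85.6%, 81.3%, 73.6% and 43.9% of the UMIs of their libraries. The filters of the study's methods were then applied. Cells with fewer than 200 genes or more than 40% mitochondrial UMIs were removed, then blood cells, and then cells of clusters named as other than cardiomyocytes (CMs) with more than 12% mitochondrial UMIs. The final sets held 3511 cells at initiation, 7368 at establishment, 16963 at expansion and 11600 at maturation, with medians of 2139, 1409, 1349 and 911 genes per cell.

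Cells were clustered in Seurat after anchor integration of the libraries, with 2000 variable genes from which the 27 genes reported as results were left out. A share is the percentage of the cells of a library, with its exact binomial (Clopper-Pearson) interval. Expression is the number of UMIs of a gene per 1000000 UMIs (CPM), summed over the cells of a type in a library, with the exact Poisson interval of the count. Among the shares of cell types, that of CMs at maturation moved by the most percentage points with the processing. With all mitochondrial names counted toward the limits, an alternative chosen after the data had been seen, it came to 64.7%, of 1201 cells left.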

To better understand the cellular composition and interactions during heart development, we performed scRNA-seq on zebrafish ventricles at the initiation (10 mm), establishment (14 mm), expansion (18 mm) and maturation (28 mm) stages (Fig. S6A).

We identified and annotated all major cardiac cell types present at each developmental stage based on the expression of established marker genes (Fig. 3A,B, Fig. S6D). 

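Clustering of the deposited counts gave 25 clusters. A cluster was named after a cell type where the markers of that type were raised in it by a mean log2 fold of at least 0.25 with at least 3 of the markers detected. Of these clusters, 5 were named as CMs and 4 as endothelial cells (ECs, by endocardium markers or markers of all endothelium). Mesenchymal cells, macrophages and red blood cells each made up 2 clusters. Coronary ECs, epicardium-derived cells (EPDCs), mural cells 1 and mural cells 2 each made up 1 cluster. The minimum of 0.25 was set after the clusters had been seen, and 6 clusters stayed without a name. Together these held 18.4% of the cells at initiation, 18.9% at establishment, 12.9% at expansion and 27.6% at maturation. The largest, with 3819 cells, was led by mitochondrial and CM genes and had a median of 1873 UMIs per cell. The next, with 2055 cells and a median of 371 genes, was led by mitochondrial genes. A cluster of 535 cells was led by leukocyte genes such as ccr9a, mmp9 and ptprc. Only the highest list of a cluster could name it. That was the neutrophil list here, with a mean log2 fold of 4.41, but 2 of its markers were detected. The list of T, natural killer and B cells (T/NK/B) came next with 2.22 and was not tried, so such cells in this cluster are not excluded.

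Another cluster of 432 cells was led by myh6 and stayed unnamed because a name as blood cells also needed a blood marker among the 10 leading genes, a rule added after the clusters had been seen. It held 8.94% of the cells at initiation, 0.624% at establishment, 0.295% at expansion and 0.190% at maturation. The smallest unnamed clusters, of 321 and 260 cells, were led by scn4ab and by mmp9. The former also had myh6 among its 10 leading genes.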

Our analysis revealed stage-specific changes in cellular composition across the four stages (Fig. 3C, Fig. S6B-F). 

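ECs made up 34.0% of the cells at initiation (interval 32.4% to 35.6%), 28.3% (27.2% to 29.3%) at establishment, 39.4% (38.6% to 40.1%) at expansion and 27.4% (26.6% to 28.2%) at maturation. Red blood cells removed after the first clustering were 4358 of 8051 cells at initiation (54.1%), 26.1% at establishment, 1.81% at expansion and 0.394% at maturation. A further 133 were found in the second clustering at initiation, 1143 at establishment, 397 at expansion and 11 at maturation, and were removed as well.

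**Figure D1:**
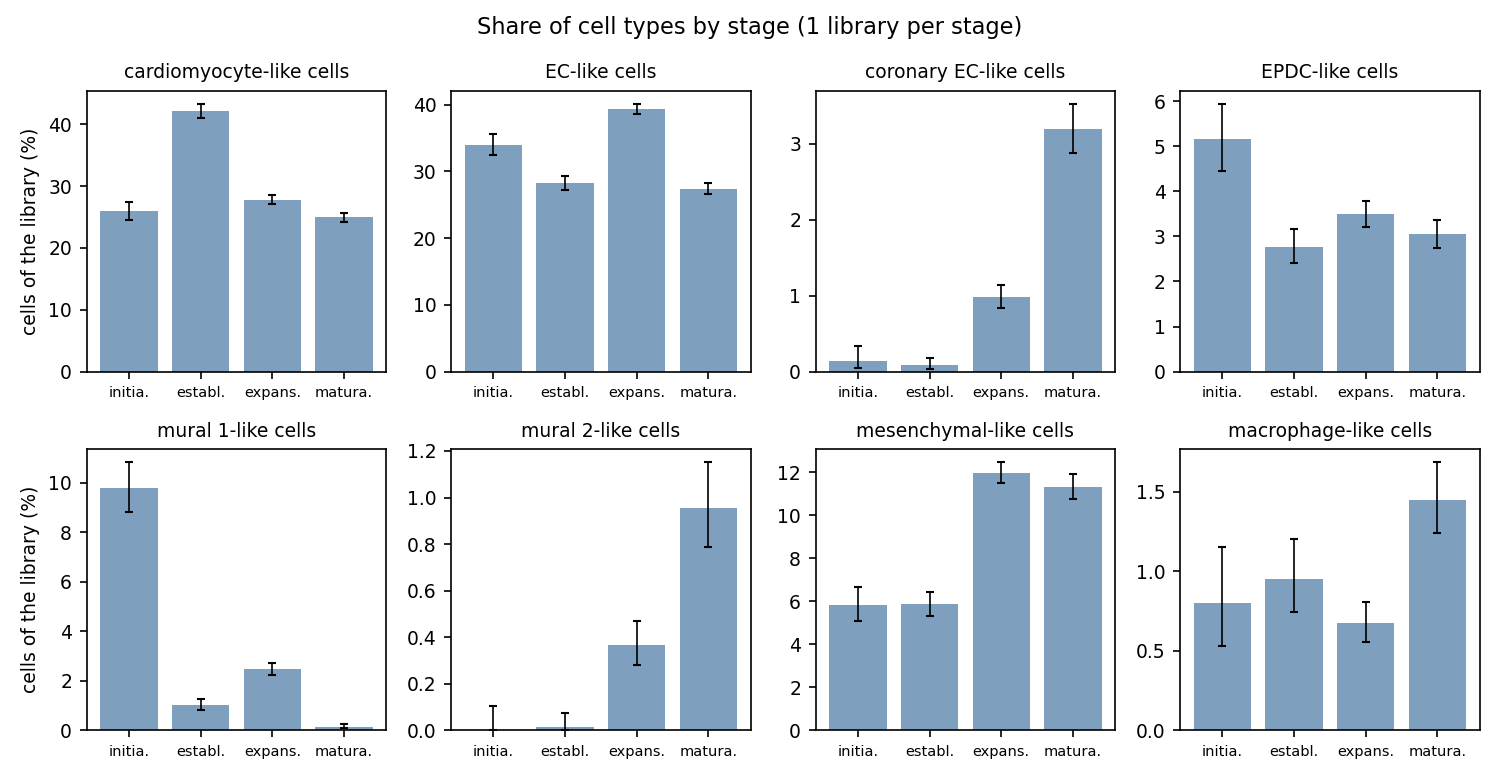
Share of the cells of each library (y axis, percent; the scale differs between panels) that belonged to 8 cell types at initiation, establishment, expansion and maturation (x axis). Bars give the share in the 1 library of a stage and error bars its exact binomial 95% interval; coronary ECs and mural cells 2 rise at expansion and maturation, to 3.19% and 0.957%.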

Notably, coronary EC populations were lower at the initiation and establishment stages but showed a significant increase during the expansion and maturation stages. Similarly, macrophage and CM populations also increased progressively (Fig. 3C, Fig. S6E,F). 

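Coronary ECs were 5 of 3511 cells at initiation, 0.142% (0.0463% to 0.332%), and 6 of 7368 at establishment, 0.0814% (0.0299% to 0.177%). At expansion they were 167 of 16963, 0.984% (0.841% to 1.14%), and at maturation 370 of 11600, 3.19% (2.88% to 3.53%). The intervals of the first pair of stages do not reach those of the later pair. Because the yield of CMs can differ between pools, the share was also taken among ECs and coronary ECs together. It was 0.417% at initiation, 0.287% at establishment, 2.44% at expansion and 10.4% at maturation. Of the coronary ECs, 61.7% at expansion and 31.1% at maturation were marked as possible doublets, which are droplets with more than 1 cell, against 11.9% and 11.0% of the ECs. Without the marked cells, the share at expansion was 0.452% and at maturation 2.48%. At initiation it was then 0.151%, from 5 cells, so expansion and initiation lie closer together and are not clearly apart.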

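Macrophages were 28 cells at initiation, a share of 0.798% (0.531% to 1.15%), 70 at establishment, 0.95% (0.741% to 1.20%), 114 at expansion, 0.672% (0.555% to 0.807%), and 168 at maturation, 1.45% (1.24% to 1.68%). The intervals of initiation, establishment and expansion overlap, and that of maturation lies above them. All 114 macrophages at expansion were marked as possible doublets, as were 50.0% at initiation, 62.9% at establishment and 60.1% at maturation. Without the marked cells the share of macrophages was 0.423% at initiation, 0.392% at establishment and 0.651% at maturation. CMs were 910 cells at initiation, 3105 at establishment, 4717 at expansion and 2891 at maturation. As shares these were 25.9% (24.5% to 27.4%), 42.1% (41.0% to 43.3%), 27.8% (27.1% to 28.5%) and 24.9% (24.1% to 25.7%). Cells in clusters without a name bear on the CM share, since the largest of them was led in part by CM genes. With unnamed clusters counted as CMs if a gene of the CM list was among their 10 leading genes, which leaves out the cluster led by myh6, an alternative chosen after the data had been seen, CMs made up 29.5%, 52.5%, 33.5% and 44.1% of the cells from initiation to maturation. At a clustering resolution of 0.4 in place of 0.8 they made up 29.5%, 50.7%, 32.7% and 44.2%.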

We also observed changes in other cell populations, including EPDCs and mesenchymal cells (Fig. 3C, Fig. S6E,F). 

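EPDCs made up 5.16% (4.45% to 5.94%) of the cells at initiation, 2.77% (2.41% to 3.17%) at establishment, 3.49% (3.22% to 3.78%) at expansion and 3.04% (2.74% to 3.37%) at maturation. Mesenchymal cells made up 5.84% (5.09% to 6.67%), 5.85% (5.32% to 6.41%), 12.0% (11.5% to 12.4%) and 11.3% (10.7% to 11.9%). The border between these types rests on a near tie. One cluster of 2572 cells, led by dpt, hapln1a and fgl2b, was named mesenchymal with a mean log2 fold of 1.47 in the mesenchymal markers, against 1.40 in the EPDC markers. It held 117 cells at initiation, 204 at establishment, 1315 at expansion and 936 at maturation. At the lower resolution, EPDCs were 11.0% and mesenchymal cells 4.77% at expansion, and 10.7% and 3.52% at maturation. Of the EPDCs, 25.0% at expansion and 23.2% at maturation were marked as possible doublets.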

Interestingly, we identified two distinct populations of mural cells designated as ‘mural cells 1’ and ‘mural cells 2’. 

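Mural cells 1 formed a cluster of 853 cells named by smooth muscle markers such as acta2, tagln and myh11a. Mural cells 2 formed a cluster of 174 cells named by pericyte markers such as pdgfrb, notch3, kcne4, abcc9 and cspg4. The markers elna of the former list and foxs1 of the latter are not among the gene names of the files. Mural cells 1 had a median of 7800 UMIs and 2123 genes per cell, and mural cells 2 a median of 4072 UMIs and 1277 genes.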

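The cluster with smooth muscle markers held 344 cells at initiation, 9.80% of the library (8.83% to 10.8%), 75 at establishment, 1.02% (0.802% to 1.27%), 417 at expansion, 2.46% (2.23% to 2.70%), and 17 at maturation, 0.147% (0.0854% to 0.234%). Its share thus fell, rose and fell again, each time by more than the intervals. Of its cells, 66.7% at establishment and 48.4% at expansion were marked as possible doublets. Without marked cells its share was 9.16% at initiation, 0.377% at establishment, 1.52% at expansion and 0.136% at maturation. The cluster with pericyte markers held 0 of 3511 cells at initiation, which allows a share of up to 0.0854%. It held 1 cell at establishment, 62 at expansion, 0.366% (0.280% to 0.468%), and 111 at maturation, 0.957% (0.788% to 1.15%). At expansion 80.6% of the pericyte-like cells were marked as possible doublets and without them the share was 0.0848%, while the share at maturation was 0.709% without the marked cells.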

The mural cells 1 number fluctuated throughout development, whereas mural cells 2 displayed a pattern similar to that of coronary ECs (Fig. 3C, Fig. S6E,F). To further resolve heterogeneity among cell populations potentially involved in coronary development, we performed secondary subclustering analyses of ECs, EPDCs and mural cells 2. 

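The 13137 ECs were clustered again by themselves on the integrated values. This gave 14 subclusters at the resolution of 0.8 and 10 at 0.4, so their number depends on this setting. More cells lay in the library of expansion than in that of initiation in 11 of the 14, but the library of expansion also had more ECs. As a share of the ECs of a stage, 7 subclusters were higher at expansion and 5 were lower, counting those whose intervals did not overlap. The largest subclusters were led by genes that include cyp1a, egln2 and pcdh1b (2552 cells), by heat shock genes such as hspb1 and hsph1 (1856 cells) and by genes that include ssbp3a and insra (1789 cells). A subcluster of 816 cells was led by CM genes such as pln, actc1a and tnnt2a, and 79.2% of its cells were marked as possible doublets.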

EC subclustering identified five distinct subpopulations increasing from initiation to expansion stages, possibly reflecting progressive coronary vessel growth and remodeling (Fig. S7A,B). We also subclustered EPDCs and mural cells 2 and identified six EPDC subtypes and two mural cell 2 subtypes (Fig. S7C-F).

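The 1330 EPDCs formed 10 subclusters at the resolution of 0.8 and 6 at 0.4, and the 174 mural cells 2 formed 4 and 3. One EPDC subcluster of 132 cells had most of its cells marked as possible doublets, with 73.5%, and was led by endocardium genes such as spock3, aqp8a.1 and epas1b. The largest EPDC subcluster, with 276 cells, held 23.0% of the EPDCs of expansion and 14.7% of those of maturation. The next, with 244 cells, held 13.7% and 37.4%. Of the mural cells 2 at expansion, 50 lay in a subcluster with 79.2% of its cells marked and 12 in a subcluster with 88.9% marked. The other 2 subclusters held 66 and 27 of the cells of maturation and none of expansion, with 22.4% and 29.6% of their cells marked.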

**Fig. 3.**
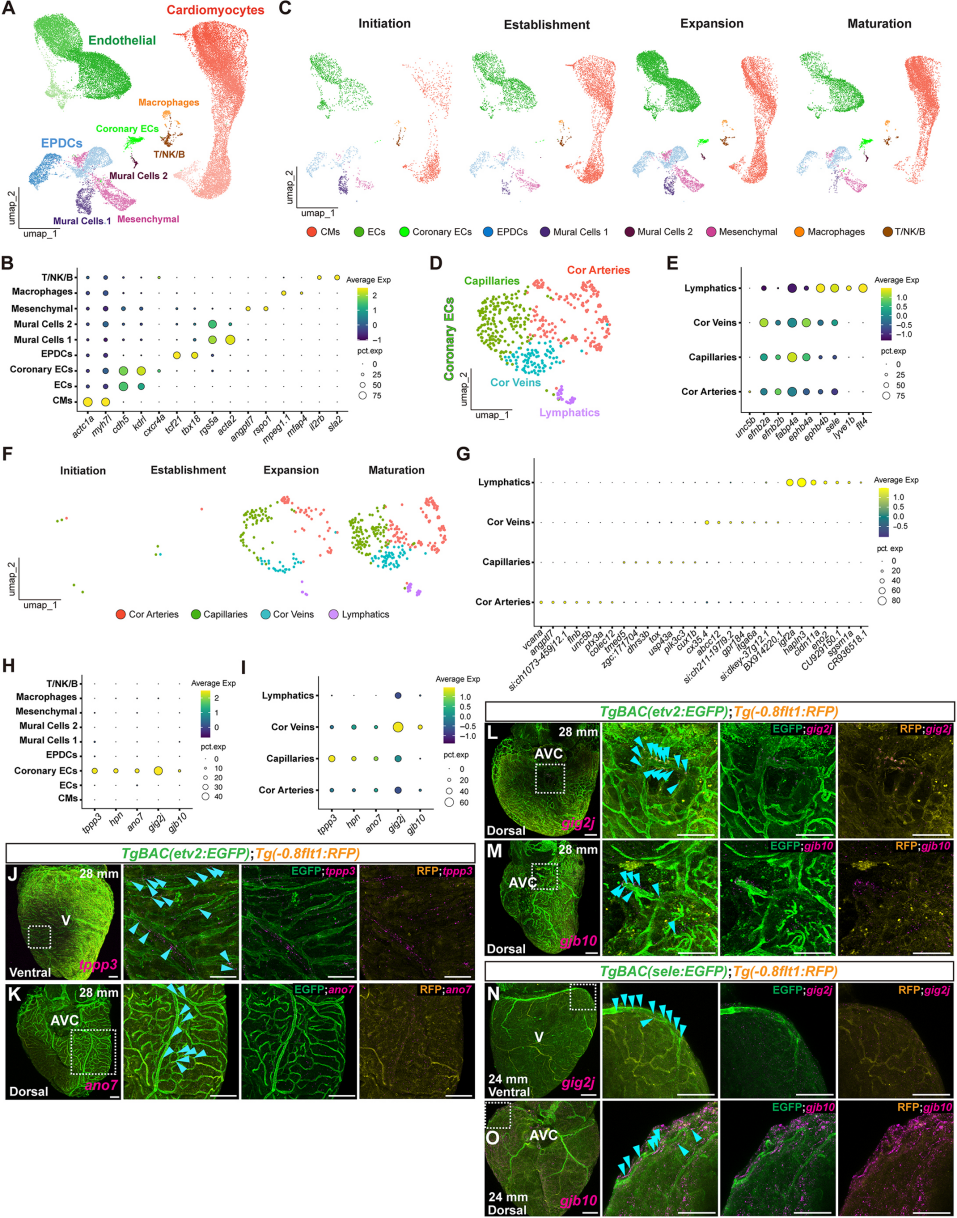
**Single-cell transcriptome atlas during coronary development.** (A-C) Combined uniform manifold approximation and projection (UMAP) plot (A) and split UMAP plots (C) visualizing nine cell types identified across cardiac development and dot plot showing average marker gene expression and abundance corresponding to each cell type (B). (D-F) Combined UMAP plot (D) and split UMAP plots (F) of coronary ECs visualizing four subtypes identified across cardiac development and dot plot showing average expression and abundance of selected marker genes corresponding to each subtype (E). (G) Dot plot showing average expression and abundance of top seven marker genes in coronary ECs. (H,I) Dot plots showing average expression and abundance of selected highly expressed marker genes of coronary ECs in all cell types (H) and in coronary EC subtypes (I). (J-M) *In situ* HCR for *tppp3* (J), *ano7* (K), *gig2j* (L), *gjb10* (M) coupled with immunostaining for EGFP (green) and RFP (yellow) on whole-mount *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles*.* Cyan arrowheads point to EGFP^+^/RFP^low^ or EGFP^+^/RFP^−^ showing HCR signal. AVC, atrioventricular canal; V, ventricle. (N,O) *In situ* HCR for *gig2j* (N), *gjb10* (O) coupled with immunostaining for EGFP (green) and RFP (yellow) on whole-mount *TgBAC(sele:EGFP)*; *Tg(−0.8flt1:RFP)* ventricles*.* Cyan arrowheads point to EGFP^+^/RFP^low^ or EGFP^+^/RFP^−^ showing HCR signal. Dotted boxes indicate the regions shown at higher magnification to the right. T/NK/B, T cells/natural killer cells/B cells. Scale bars: 100 μm.

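The 548 coronary ECs were clustered again by themselves and formed 7 subclusters. Only 1 of them met the rule for a name: a lymphatic-like subcluster, numbered 4, of 29 cells, in which lyve1b had 165 CPM (117 to 226) over all stages and prox1a 262 CPM (201 to 336). No subcluster met the rule for arterial, capillary or venous cells, so these are compared by number. Subcluster 0 came nearest. Its arterial list had a mean log2 fold of 0.33 with 5 markers detected, and its venous list 0.17. It stayed unnamed because none of its 10 leading genes was an arterial marker, a rule added after the clusters had been seen. At a resolution of 0.4 the largest subcluster, of 207 cells, had 0.26 for venous and 0.22 for arterial. The gene fabp4a, listed in the files under its synonym fabp11a, was highest in subcluster 1 with 5213 CPM (5049 to 5380) and had 2765 CPM in subcluster 0, 1332 in subcluster 3 and 1206 in the lymphatic-like cells. It is also on the list of endocardium markers. The capillary list as a whole was not raised in subcluster 1, with a mean log2 fold of -0.32 over the other coronary ECs. The gene sele had 882 CPM (841 to 925) in subcluster 0, 521 in subcluster 1 and 211 in subcluster 3, but 2720 CPM (2514 to 2939) in the lymphatic-like cells. The gene efnb2a had 670.3 CPM in subcluster 0, 248 in subcluster 1 and 56.9 in subcluster 3, while efnb2b was highest in subcluster 2 with 238 CPM (215 to 263), against 162 CPM in subcluster 0. The gene ephb4a was highest in subcluster 0 with 363 CPM (337 to 391) and had 330.0 CPM in subcluster 1, and ephb4b was highest in the lymphatic-like cells with 317 CPM (249.6 to 398), against 90.6 CPM in subcluster 0.

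For unc5b, 43 of its UMIs lay in subcluster 2, at 26.0 CPM (18.8 to 35.0), 4 in subcluster 6, at 65.7 CPM (17.9 to 168), and 3 in each of subclusters 0 and 3, with none in subcluster 1. Subcluster 2 was led by collagen genes and subcluster 6 by CM genes such as ttn.1 and xirp1, while subcluster 5 had raised CM markers. Of their cells, 78.6%, 88.9% and 55.2% were marked as possible doublets.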

Marker gene expression analyses of the coronary EC subclustering identified arterial (*unc5b* and *efnb2*) (Adams et al., 1999; Gale et al., 2001; Navankasattusas et al., 2008), capillary (*fabp4a*) (van der Ark-Vonk et al., 2024), venous (*ephb4* and *sele*) (Adams et al., 1999; Sun et al., 2015; Wang et al., 1998) and lymphatic (*lyve1b* and *flt4*) (Jackson, 2004; Jerafi-Vider et al., 2021) ECs (Fig. 3D,E). These cell types increased from the initiation to the maturation stages (Fig. 3F) and displayed distinguishable gene expression signatures (Fig. 3G).

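Subcluster 1, with the highest fabp4a, held 2 cells at initiation, 1 at establishment, 22 at expansion and 110 at maturation. Subcluster 0, with the highest efnb2a and the higher sele of subclusters 0, 1 and 3, held 0, 2, 56 and 111 cells. Subcluster 3 held 0, 0, 4 and 43 cells, and the lymphatic-like subcluster 1, 0, 5 and 23. At initiation and establishment there are too few coronary ECs to give the share of any subtype: a count of 0 of 5 cells has an interval up to 52.2%. From expansion to maturation, the share of subcluster 1 among the coronary ECs rose from 13.2% (8.44% to 19.3%) to 29.7% (25.1% to 34.7%) and that of subcluster 3 from 2.40% (0.656% to 6.02%) to 11.6% (8.54% to 15.3%), while the intervals of subcluster 0 and of the lymphatic-like subcluster overlap. In subclusters 2, 5 and 6 the marker list of another cell type was raised by a mean log2 ratio of at least 1 over the other coronary ECs. The split is not sharp, since subcluster 1 had cmlc1 among its leading genes, with the CM list at 0.55, and subcluster 3 had angptl7, with the mesenchymal list at 0.66. Subclusters 2, 5 and 6 held 80 of the 167 coronary ECs at expansion and 83 of the 370 at maturation. The shares above include them. Of the 87 and 287 cells left without them, subcluster 0 held 56 at expansion and 111 at maturation, so its share fell. Subcluster 1 held 22 and 110 of these cells. The changes of share thus depend on whether subclusters 2, 5 and 6 are counted.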

In addition, these analyses identified *tppp3*, *hpn*, *ano7*, *gig2j* and *gjb10* as new markers showing high and restricted expression in coronary ECs (Fig. 3H). Specifically, *tppp3*, *hpn* and *ano7* were enriched in capillaries, while *gig2j* and *gjb10* were mainly expressed in coronary veins (Fig. 3I). 

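These 5 genes were left out of the clustering, so the coronary EC cluster was not defined by them. The study picked them as markers from these same libraries, so high levels in this cluster are not an independent test. The files give tppp3 the identifier LL0000030888, hpn LL0000012300 and gig2j LL0000011322. They list ano7 in capitals (LL0000001077) and gjb10 under its synonym cx34.4 (LL0000008465). In coronary ECs at maturation, tppp3 had 61.2 CPM (53.1 to 70.1), hpn 57.0 CPM (49.3 to 65.6), ano7 42.2 CPM (35.6 to 49.8), gig2j 133 CPM (121 to 146) and gjb10 13.9 CPM (10.2 to 18.5). Each was higher there than in the other named types of at least 30 cells, beyond the intervals, but not to the same degree. The nearest type was ECs for ano7, with 12.6 CPM (11.1 to 14.2), and mesenchymal cells for tppp3, with 8.65 CPM (6.86 to 10.8). For gjb10 it was EPDCs with 2.22 CPM, and for hpn and gig2j macrophages with 1.52 CPM of each, from 2 UMIs.

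At expansion, coronary ECs had 80.3 CPM of tppp3, 22.0 of hpn, 22.6 of ano7, 58.3 of gig2j and 44.6 of gjb10. At this stage mesenchymal cells had 19.9 CPM (17.6 to 22.3) of tppp3 and ECs 8.61 CPM (7.71 to 9.60) of ano7. In the ambient RNA of maturation, the levels were 1.43 CPM for tppp3, 0.136 for hpn, 0.0683 for ano7, 0.683 for gig2j and 0 for gjb10. Without possible doublets, hpn in coronary ECs at expansion moved most in proportion among these levels, to 38.1 CPM. The paper takes these genes as markers because their expression is high in coronary ECs and limited to them.

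**Figure D2:**
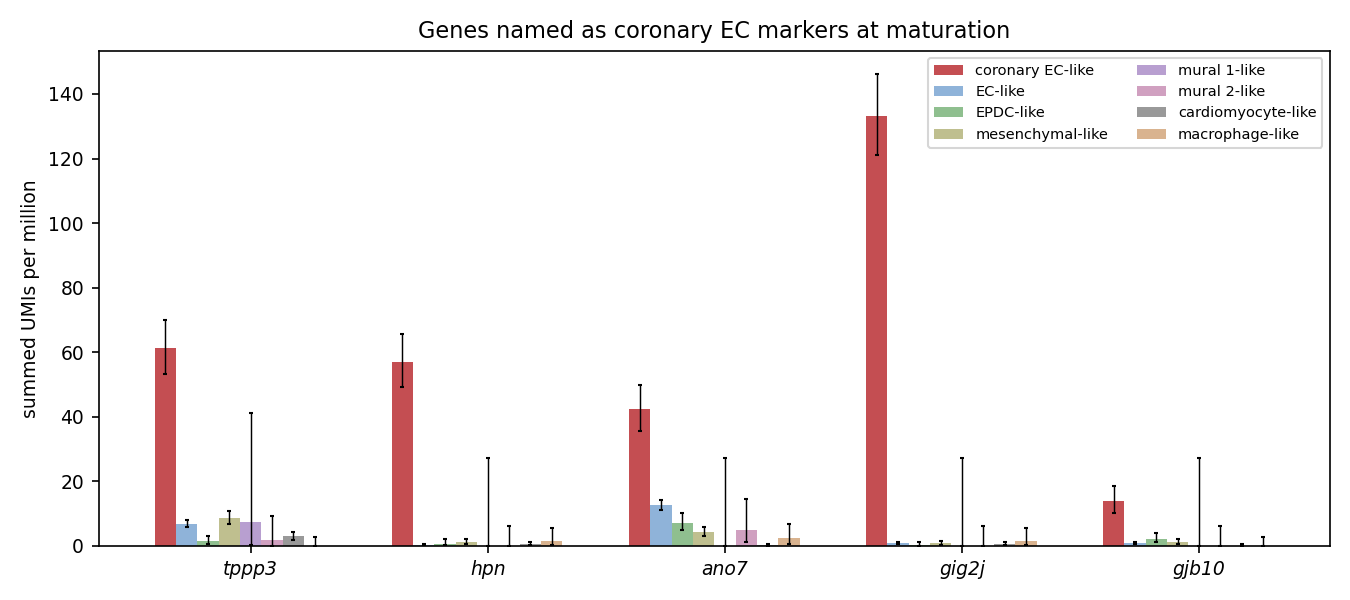
Summed UMIs per 1000000 (y axis) of 5 genes (x axis) in 8 cell types of the library of maturation. Bars give the level and error bars its exact Poisson 95% interval; coronary ECs have the highest bar for each gene, from 13.9 for gjb10 to 133 for gig2j.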

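Over all stages, tppp3 was highest in coronary EC subcluster 1, which had the most fabp4a, with 150.1 CPM (124 to 181), against 69.2 CPM (58.1 to 81.9) in subcluster 0. Subcluster 1 was not named as capillary and its capillary list was not raised, so levels in it do not decide the paper's placement of genes in capillaries. The gene ano7 had 70.3 CPM (52.5 to 92.2) in subcluster 1 and 40.2 CPM (31.8 to 50.1) in subcluster 0. For hpn, subclusters 1 and 0 could not be distinguished, with 67.6 CPM (50.2 to 89.2) and 65.7 CPM (54.8 to 78). The gene gig2j was highest in subcluster 0, with 159 CPM (142 to 178), and had 114 CPM (90.6 to 141) in subcluster 1. Subcluster 0 scored highest for the arterial list, with the venous list next, and was named as neither. The gene gjb10 had 27.5 CPM (20.6 to 35.9) in subcluster 0, 26.6 CPM in the collagen-led subcluster 2 and 8.12 CPM (2.98 to 17.7) in subcluster 1. In subcluster 3, with 47 cells, the 5 genes had between 0 and 5 UMIs. In the lymphatic-like subcluster, 5 UMIs of tppp3 and 14 of gig2j were counted, and none of hpn or ano7.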

Using *in situ* hybridization chain reaction (HCR) coupled with immunostaining on whole-mount ventricles, we observed that *tppp3* and *ano7* were expressed mainly in capillary-like vessels and some large veins (*etv2*:EGFP*^+^/−0.8flt1*:RFP^−^) (Fig. 3J,K). *gig2j* and *gjb10* were expressed in main dorsal veins (Fig. 3L-O). *hpn* levels were not clearly detectable by HCR.

### Manipulation of Vegfa signaling impairs coronary network formation

Vegfa is a key regulator of angiogenesis and its depletion leads to severe vascular and developmental defects as well as embryonic lethality across vertebrate species (Carmeliet et al., 1999; Hudlicka et al., 1992; Rossi et al., 2016; Taimeh et al., 2013), including zebrafish (Rossi et al., 2016). We have previously shown that *vegfaa* mutants can be rescued to adulthood, providing a unique model in which to study the role of Vegfaa in coronary development (Marín-Juez et al., 2016). At 14 mm (establishment stage), rescued *vegfaa^−/−^* exhibited defective LCA and main dorsal vein growth compared to wild-type (WT) fish (Fig. 4A-C). At 18 mm (expansion I), dorsal and ventral vessel expansion was severely reduced in rescued *vegfaa^−/−^* (Fig. 4D-H). In addition, we noticed that LCA localization was altered in several *vegfaa^−/−^* ventricles, with the LCA growing along the right ventricular curvature (Fig. 4F,I). At 24 mm (expansion II), the *vegfaa^−/−^* coronary network expanded and reached coverage levels similar to those in WTs (Fig. 4J-M). While at this stage the overall ventricular coverage was not significantly different, rescued *vegfaa^−/−^* ventricles exhibited a greater degree of variability (Fig. 4J,N). To further analyze these differences, we evaluated the coronary network distribution in WT and mutant ventricles. To assess their spatial distribution, we divided the ventral ventricular surface into four quadrants and measured vascular coverage in each of these areas. While WT fish displayed relatively uniform coronary network distribution among the four quadrants, rescued *vegfaa^−/−^* clustered coronaries in area I and displayed sparse coverage in area IV (Fig. 4J,N). At 28 mm (maturation), rescued *vegfaa^−/−^* exhibited incomplete and reduced coronary coverage, characterized by thinner vessels and a disorganized vascular network compared to WT siblings (Fig. 4O-R), consistent with previous findings (Marín-Juez et al., 2016). Vegfa regulates endothelial development and specification (Carmeliet et al., 1996; Jin et al., 2017). To analyze possible arterial phenotypes, we analyzed *vegfaa^−/−^ Tg(−0.8flt1:RFP)* ventricles. *vegfaa^−/−^* ventricles from establishment to maturation showed reduced and sparse RFP expression, suggesting either defects in arterialization or dysregulation of transgene expression (Fig. S8A-D).

**Fig. 4.**
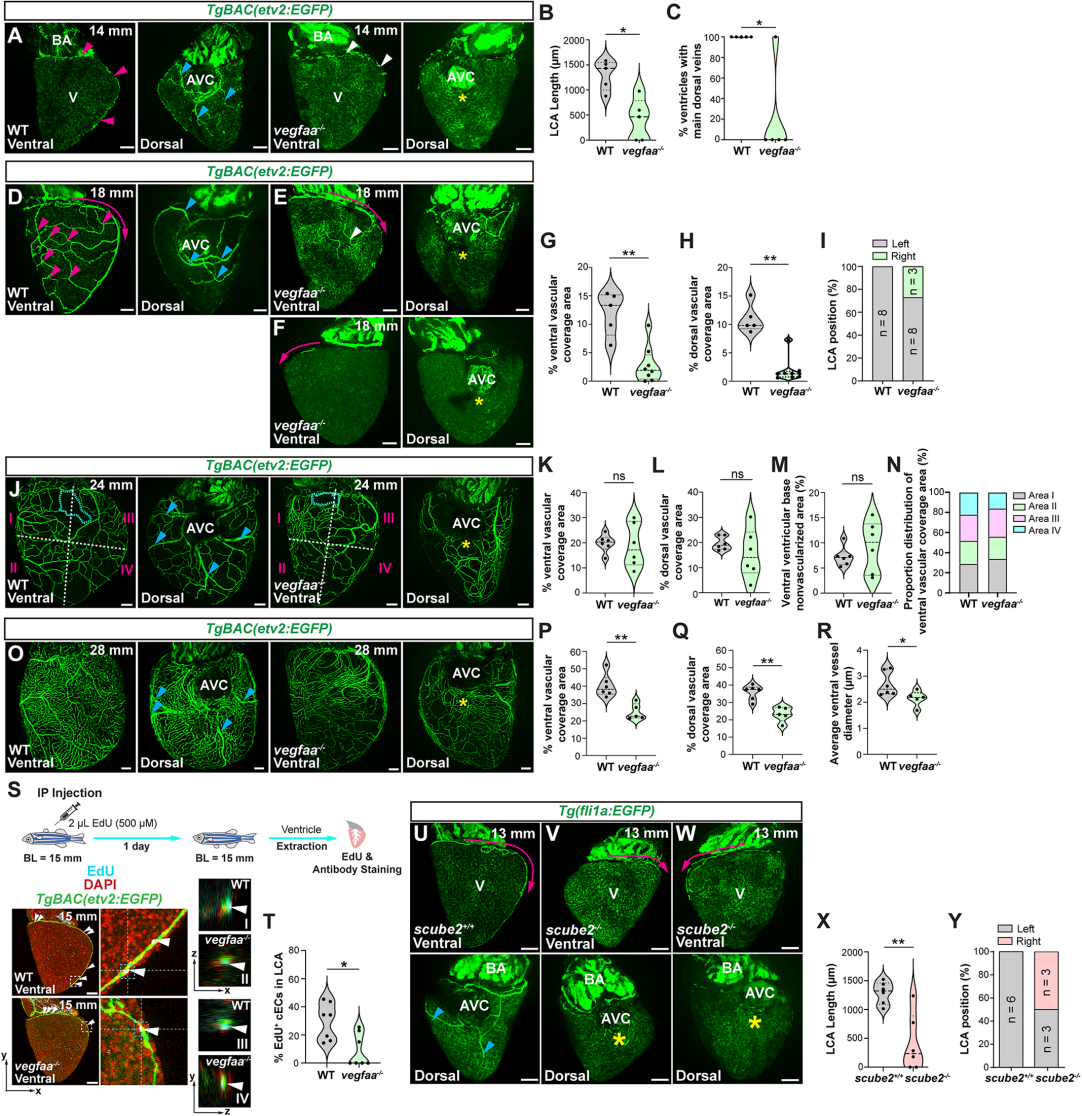
**Loss of Vegfa signaling impairs coronary network formation.** (A) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 14-mm-long WT and rescued *vegfaa*^−/−^. Magenta arrowheads point to the LCA, blue arrowheads point to main dorsal coronary veins, white arrowheads point to defective LCA, and yellow asterisk indicates absence of main dorsal coronary veins. (B,C) LCA length (B) and percentage of ventricles with main dorsal coronary veins (C) in WT and rescued *vegfaa*^−/−^ 14-mm-long zebrafish. (D-F) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 18-mm-long WT (D) and *vegfaa*^−/−^ (E,F). Magenta arrows indicate the direction and position of LCA growth. Magenta arrowheads point to coronary plexus branching points. Blue arrowheads point to main dorsal coronary veins. White arrowhead points to defective ventral vasculature. Yellow asterisks indicate absence of main dorsal coronary veins. (G-I) Percentage of the ventral (G) and dorsal (H) vessel coverage, and LCA position (I). (J) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 24-mm-long WT and rescued *vegfaa*^−/−^. Cyan dotted lines outline the nonvascularized area at the ventral ventricular base. Blue arrowheads point to main dorsal coronary veins. Yellow asterisk indicates absence of large dorsal coronary veins. White dashed lines divide the ventricular surface into four areas. (K-N) Percentage of the ventral (K) and dorsal (L) vessel coverage, ventral ventricular base nonvascularized area (M) and proportion distribution of ventral vascular coverage (N) in 24-mm-long WT and rescued *vegfaa*^−/−^. (O) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 28-mm-long WT and rescued *vegfaa*^−/−^. Blue arrowheads point to main dorsal coronary veins. Yellow asterisk indicates absence of large dorsal coronary veins. (P-R) Percentage of the ventral (P) and dorsal (Q) vessel coverage, and average ventral vessel diameter (R). (S) Whole-mount *TgBAC(etv2:EGFP)* ventricles of WT and rescued *vegfaa*^−/−^ ventricles from 15-mm-long zebrafish stained for EGFP (coronary ECs, green), EdU (proliferating cells, cyan) and DNA (DAPI, red). White arrowheads point to EdU^+^/EGFP^+^ cells in the LCA. *xz* axis orthogonal views of WT (I) and rescued *vegfaa*^−/−^ (II) ventricles and *yz* axis orthogonal views of WT (III) and rescued *vegfaa*^−/−^ (IV) ventricles are shown. Schematic summarizes the experimental protocol. BL, body length; IP, intraperitoneal. (T) Percentage of EdU^+^/EGFP^+^ cells in the LCA in 15-mm-long WT and rescued *vegfaa*^−/−^. (U-W) Whole-mount *Tg(fli1a:EGFP)* ventricles from *scube2^+/+^* (U) and *scube2^−/−^* (V,W) 13-mm-long zebrafish. Magenta arrows indicate the direction and position of LCA growth. Blue arrowheads point to main dorsal coronary veins, and yellow asterisks indicate absence of main dorsal coronary veins. (X,Y) LCA length (X) and percentage position (Y) in 13-mm-long *scube2^+/+^* and *scube2^−/−^*. Data in graphs are expressed as mean±s.e.m. ns, no significant difference. *P<0.05, **P<0.01 (two-tailed, unpaired Student's *t*-test). AVC, atrioventricular canal; BA, bulbus arteriosus; V, ventricle. Scale bars: 100 μm.

Since we observed a severe reduction in LCA growth in *vegfaa^−/−^* ventricles, we hypothesized that defective proliferation might be the underlying cause for this defect. To test this possibility, we performed EdU incorporation assays coupled with immunostaining in whole-mount *TgBAC(etv2:EGFP)* ventricles from 15 mm fish. We found a significant reduction in the percentage of EdU^+^ coronary ECs within the LCA of *vegfaa^−/−^* compared to WT (Fig. 4S,T). Moreover, our data indicate LCA mislocalization in some *vegfaa^−/−^* ventricles (Fig. 4F,I). This phenotype could be due to alterations in developmental patterning caused by defective Vegfa signaling. To test this possibility, we analyzed LCA development in *scube2*^−/−^ fish. Scube2 modulates Vegfa signaling to induce angiogenesis (Ali, 2020; Lin et al., 2017) and functions upstream of Sonic Hedgehog (Shh) signaling during developmental patterning (Kawakami et al., 2005; Woods and Talbot, 2005). At 13 mm, *scube2^−/−^* exhibited defective LCA and dorsal coronary vein growth, recapitulating *vegfaa^−/−^* phenotypes (Fig. 4U-X). Furthermore, 50% of *scube2^−/−^* display mislocalized LCA positioning, like *vegfaa^−/−^* ventricles (Fig. 4W,Y). Together, these data indicate that Vegfa signaling regulates LCA growth and localization.

As retinoic acid (RA) signaling regulates endothelial proliferation via Vegf and Shh pathways (Bohnsack et al., 2004; Lai et al., 2003), we next examined the expression of RA signaling-related genes in our scRNA-seq datasets. We found that several RA pathway components, including *aldh1a2*, *raraa*, *rarab*, *rxraa* and *rxrab* were highly expressed in ECs, coronary ECs, EPDCs, mesenchymal cells, mural cells and immune cell populations mainly during expansion stage. 

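Coronary ECs were too few at initiation and establishment for a comparison of stages, so the stage with the highest expression was taken for 5 other types: ECs, EPDCs, mesenchymal cells, mural cells 1 and macrophages. Of the 25 pairs of gene and type, 10 were highest at expansion, 9 at maturation, 4 at initiation and 2 at establishment. Without possible doublets, 6 pairs were highest at expansion, but the 5 pairs of macrophages have no value there because all macrophages of that stage were marked. With ambient RNA subtracted, 12 pairs were highest at expansion, among them all 5 of EPDCs. In EPDCs the subtraction raised aldh1a2 at that stage from 672 to 2455 CPM, which takes a high estimated share of ambient RNA. These cells had a median of 2144 genes, so the estimate, made from haemoglobin, may be too high. The 12 pairs thus rest in part on 1 type and stage. The gene aldh1a2 was highest in EPDCs, with 588 CPM at initiation, 805 at establishment, 672 at expansion and 647 at maturation. In ECs it had 276 CPM at initiation and 226 at expansion. The gene raraa had its highest level in EPDCs at expansion, with 488 CPM, and rose in ECs from 137 CPM at initiation to 226 at expansion and 288 at maturation. The gene rarab was highest in macrophages, with 4392 CPM at initiation, 1308 at establishment, 1976 at expansion and 1030 at maturation. The gene rxraa rose in ECs from 52.0 CPM at initiation to 162 at expansion and 162 at maturation. The gene rxrab stayed at or below 37.6 CPM in these 5 types. Mural cells 1 at maturation were 17 cells, so their levels there are poorly bounded. In coronary ECs at expansion, aldh1a2 had 72.8 CPM and raraa 126 CPM, but without possible doublets these levels were 3.81 and 55.3 CPM.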

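Few UMIs of cyp26a1 (identifier LL0000008555) and cyp26c1 were counted over all libraries. Mesenchymal cells had the most of cyp26a1, with 16 UMIs, 0.515 CPM (0.294 to 0.836), and ECs 9. For cyp26c1, 6 UMIs were counted in EPDCs, 0.360 CPM (0.132 to 0.785), and 6 in ECs. In the 548 coronary ECs no UMI of either gene was counted, which allows a level of up to 0.611 CPM. Without possible doublets, cyp26a1 in mesenchymal cells was at 0.327 CPM and cyp26c1 in EPDCs at 0.312 CPM. Another gene of this family, cyp26b1, had 152 CPM (128 to 179) in mural cells 2, 80.1 CPM (77.0 to 83.3) in mesenchymal cells, 21.0 CPM (17.1 to 25.4) in coronary ECs and 3.91 CPM in EPDCs.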

The expression of genes encoding RA-degrading enzymes (*cyp26a1* and *cyp26c1*) was not detectable (Fig. S9).

Recent studies have shown that VEGF can either promote or inhibit angiogenesis in a dose-dependent manner (Pontes-Quero et al., 2019). Similarly, stimulation of Vegfa signaling through *flt1* deletion enhances heart regeneration while strong Vegfaa overexpression impairs it (Karra et al., 2018; Wang et al., 2024). To assess how different levels of Vegfa signaling induction regulate coronary development, we analyzed *flt1* mutants and the *Tg(myl7:CreER)*; *Tg(βactin2:loxP-mTagBFP-STOP-loxP-vegfaa)* overexpression line [hereafter referred to as *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)*] at the different stages.

First, we analyzed *flt1^−/−^* at the expansion I stage (18 mm). At this stage, there was no difference in coronary coverage between *flt1^−/−^* and WT siblings (Fig. 5A-C). However, the directional expansion of the coronary network was altered. In *flt1^−/−^* fish, the coronary network predominantly expanded left to right, contrasting with the right-to-left pattern observed in WTs (Fig. 5A,D). At the expansion II stage (24 mm), vessel coverage remained similar in *flt1^−/−^* and WT siblings (Fig. 5E-G), yet the spatial distribution of the coronary network in *flt1^−/−^* fish was irregular. Specifically, areas I and III of the ventral ventricular surface appeared hypervascularized in *flt1^−/−^* (Fig. 5E,I), resulting in a significant reduction of the ventral ventricular base nonvascularized area (Fig. 5E,H). At the maturation stage (28 mm), no differences in total coronary coverage were observed between *flt1^−/−^* and WT siblings (Fig. S10A-D). *Tg(−0.8flt1:RFP)* expression was strongly upregulated in *flt1^−/−^* coronary ECs (Fig. S8E-G).

**Fig. 5.**
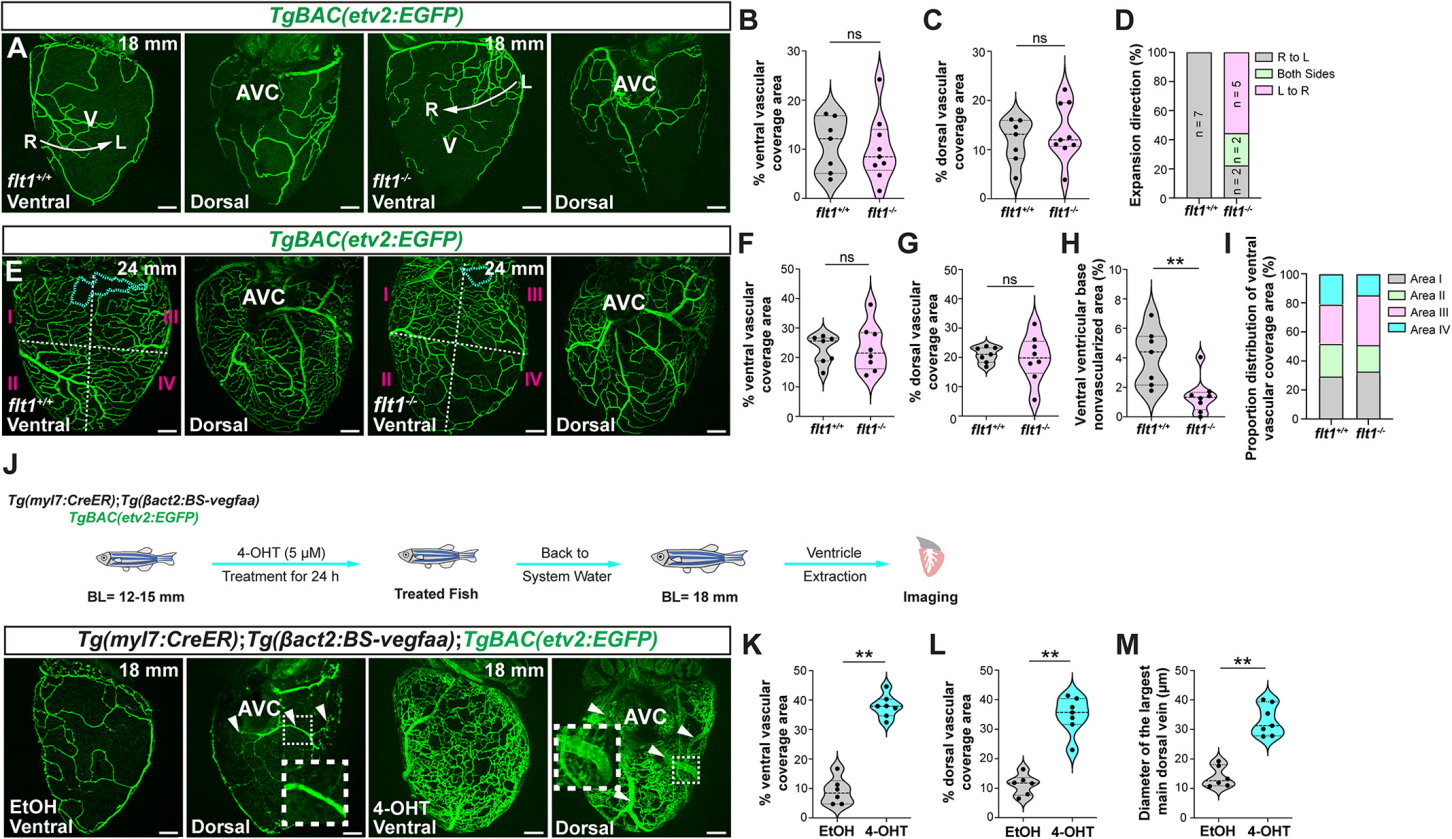
**Coronary network development in conditions of increased Vegfaa signaling.** (A) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 18-mm-long *flt1^+/+^* and *flt1^−/−^*. White arrows from R (right) and L (left) represent the direction of coronary network expansion. (B-D) Percentage of the ventral (B) and dorsal (C) vessel coverage, and direction of coronary network expansion (D) in 18-mm-long *flt1^+/+^* and *flt1^−/−^*. (E) Whole-mount *TgBAC(etv2:EGFP)* ventricles from 24-mm-long *flt1^+/+^* and *flt1^−/−^*. Cyan dotted lines outline the nonvascularized area at the ventral ventricular base. White dashed lines divide the ventricular surface into four areas. (F-I) Percentage of the ventral (F) and dorsal (G) vessel coverage, ventral ventricular base nonvascularized area (H) and proportion distribution of ventral vascular coverage (I) in 24-mm-long *flt1^+/+^* and *flt1*^−/−^. (J) Whole-mount *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)*; *TgBAC(etv2:EGFP)* ventricles from 18-mm-long control (EtOH, ethanol) and tamoxifen (4-OHT) treated (*vegfaa^OE^*) fish. Dotted boxes indicate the regions shown at higher magnification in insets. White arrowheads point to main dorsal coronary veins. Schematic summarizes the experimental protocol. BL, body length. (K-M) Percentage of the ventral (K) and dorsal (L) vessel coverage, and diameter of the largest main dorsal coronary vein (M) in 18-mm-long control and 4-OHT-treated zebrafish. Data in graphs are expressed as mean±s.e.m. ns, no significant difference. **P<0.01 (two-tailed, unpaired Student's *t*-test). AVC, atrioventricular canal; V, ventricle. Scale bars: 100 μm.

Next, to further test the effect of strong Vegfa signaling stimulation, we overexpressed *vegfaa* using the *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* line crossed with the *TgBAC(etv2:EGFP)*; *Tg(−0.8flt1:RFP)* background. Following tamoxifen administration, treated ventricles displayed pronounced hypervascularization and distorted vascular architecture compared to control ventricles (Fig. 5J-L). Moreover, *vegfaa* overexpression led to a threefold dilation of the main dorsal coronary veins (Fig. 5J,M). As no distinctive LCA could be observed after *vegfaa* overexpression, we analyzed *Tg(−0.8flt1:RFP)* ventricles. As expected, based on observations in *flt1^−/−^* ventricles, RFP expression was strongly upregulated in all coronary vessels, preventing us from assessing arterial identity (Fig. S8H). Interestingly, *−0.8flt1*:RFP was ectopically expressed in endocardial cells in recombined *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* ventricles, likely reflecting the strong induction of Vegfaa in these fish (Fig. S8H). These data further support that the changes in *−0.8flt1*:RFP expression observed upon Vegfa manipulation result, at least in part, from altered *vegfaa* expression levels, rather than reflecting changes in specification.

Lastly, we examined Vegf receptor expression across distinct coronary EC subtypes in our scRNA-seq datasets. *flt1* and *kdrl* were expressed in all coronary ECs with lower expression in lymphatic ECs, *kdr* was expressed in all clusters and *flt4* expression was largely restricted to lymphatic ECs (Fig. S11).

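At maturation the lymphatic-like subcluster held 23 cells and the other coronary ECs 347, and these receptor genes were left out of the clustering and of the lymphatic markers. The gene flt1 had 17.1 CPM (3.53 to 50.0) in the lymphatic-like cells, from 3 UMIs, and 408 CPM in the others, a log2 difference of -3.95 with 10 CPM added to each side. The gene kdrl had 131 CPM (83.2 to 197) against 677, a log2 difference of -2.28. The gene kdr had 251 CPM (182 to 337) against 625, a log2 difference of -1.28, so it too was lower in the lymphatic-like cells. The gene flt4 had 456 CPM (362 to 568), from 80 UMIs, against 1.87 CPM, from 6 UMIs, a log2 difference of 5.30. Outside the lymphatic-like cells and over all stages, flt1 was lowest in subcluster 3, with 148 CPM, and highest in subcluster 0, with 596 CPM. Without possible doublets the log2 difference of flt1 was -4.92, the largest move among the 4 genes.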

Collectively, our results show that Vegfa signaling does not simply control coronary vessel growth, but also dictates specific aspects of network patterning, including LCA positioning, directional expansion across the ventricle, and regional distribution of vessel density.

### Spatiotemporal dynamics of coronary vessel–CM interactions during heart development

Previous studies have shown that coronary vessels act as scaffolds for growing CMs during development and regeneration in zebrafish (Marín-Juez et al., 2019). To profile this interaction, we used double-transgenic *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP*) fish to label coronary ECs and growing cortical CMs, respectively (Gupta and Poss, 2012; Kikuchi et al., 2010; Marín-Juez et al., 2019). At 14 mm, we observed that *gata4*:GFP^+^ CMs emerged along the ventricular base, the left ventricular curvature and near the AVC region (Fig. 6A), consistent with previous reports (Gupta et al., 2013). Exclusively at this stage, we observed *gata4*:GFP^+^ cells with epicardial morphology sparsely distributed over the ventricle (Fig. 6A). We performed Caveolin-1 (Cav-1) staining, an epicardial marker, on *Tg(gata4*:*GFP)* ventricular sections and found that these cells were Cav-1^+^, indicating epicardial identity (Fig. S12A). At 18 mm, *gata4*:GFP^+^ cortical CMs populated the ventral surface, paralleling the coronary network expansion and showing an intimate association with the developing vasculature (Fig. 6B,B′). To assess the spatial relationship between coronary vessels and CM growth, we quantified ventral CM coverage relative to coronary vessel proximity, grouping distances into 0-15 μm, 15-30 μm and >30 μm. The majority of growing CMs were located within 0-15 μm of developing coronaries (Fig. 6C), suggesting close spatial coordination.

**Fig. 6.**
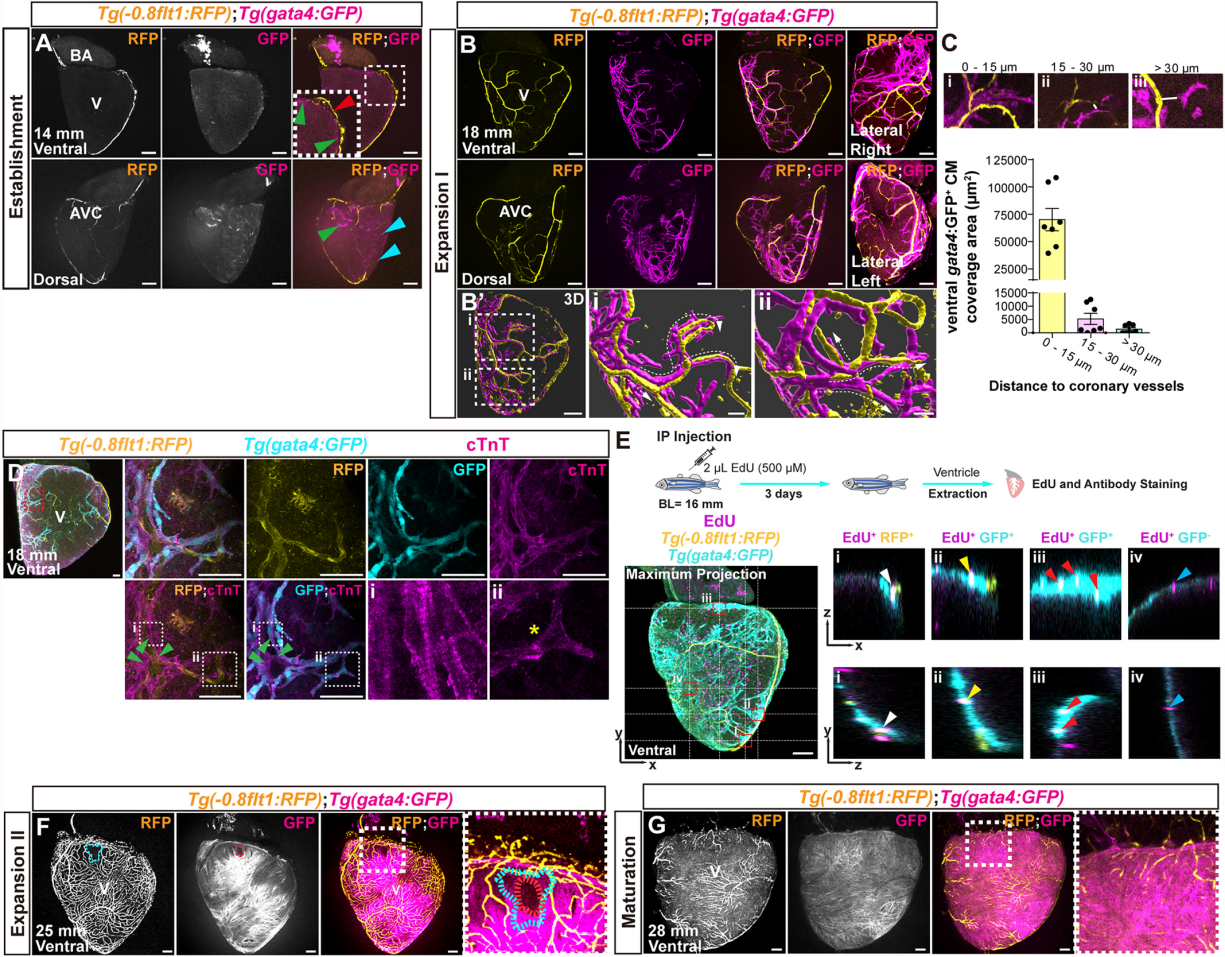
**Coronary vessel–CM interactions during development.** (A) Whole-mount *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricle from a 14-mm-long zebrafish. Red arrowhead points to the LCA. Green arrowheads point to GFP^+^ cortical CMs. Inset shows magnified view of the boxed region. Cyan arrowheads point to morphologically distinct GFP^+^ cells. (B,B′) Whole-mount a *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricle from an 18-mm-long zebrafish showing expanding GFP^+^ cortical CMs in close proximity to developing coronary vessels (B) and a 3D reconstruction of the ventral ventricular surface (B′). High-magnification images of the ventral 3D reconstruction are shown (i,ii). White dashed arrows indicate CM growth expansion toward the vascular front. (C) Ventral ventricular cortical coverage area of *gata4*:GFP^+^ CMs located at 0-15, 15-30 and >30 µm from the nearest RFP^+^ coronary vessel. Example images are shown for each of the categories with the relevant distance marked by white bars (i-iii). (D) Whole-mount *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricle from an 18-mm-long zebrafish stained for RFP (coronary ECs, yellow), GFP (growing cortical CMs, cyan) and cardiac troponin T (cTnT, sarcomeres, magenta). Green arrowheads point to *gata4*:GFP^low^ CMs displaying well-organized sarcomeres. Yellow asterisk marks *gata4*:GFP^+^ CMs at the expanding vascular front lacking defined sarcomeres. (E) Whole-mount *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* zebrafish ventricle stained for RFP (coronary ECs, yellow), GFP (growing cortical CMs, cyan) and EdU (proliferating cells, magenta). *xz* and *yz* orthogonal views show proliferating coronary ECs (i; EdU^+^/RFP^+^, white arrowheads), proliferating CMs in close proximity to coronaries (ii; EdU^+^/GFP^+^, yellow arrowheads), proliferating CMs near an expanding vascular front (iii; EdU^+^/GFP^+^, red arrowheads) and GFP^−^ proliferating cells in the trailing region behind the expanding vascular front (iv; EdU^+^/GFP^−^, blue arrowheads). Schematic summarizes the experimental protocol. BL, body length. (F,G) Whole-mount *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricles from 25-mm (F) and 28-mm (G) -long zebrafish. Dotted lines outline the nonvascularized area (cyan) and lack of cortical CM (*gata4*:GFP^+^) coverage (red) at ventral ventricular base. Dashed boxes indicate regions shown at higher magnification to the right. AVC, atrioventricular canal; BA, bulbus arteriosus; V, ventricle. Scale bars: 100 μm.

Next, we performed whole-mount cardiac troponin T (cTnT) staining in *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricles to analyze sarcomere arrangement. CMs trailing behind the expanding front displayed defined sarcomeres arranged perpendicularly to near coronaries, indicating CM orientation and structural maturation. In contrast, CMs at the expanding front exhibited poorly defined sarcomeres (Fig. 6D). To test whether the spatial proximity between CMs and coronary ECs reflects coordinated growth dynamics, we performed EdU incorporation assays combined with immunostaining. We observed EdU^+^ cells in both expanding coronary vessels and adjacent CMs, indicating synchronized proliferation (Fig. 6Ei). EdU^+^ CMs were consistently localized near developing coronary vessels (Fig. 6Eii). Moreover, EdU^+^ CMs were enriched at the expanding front (Fig. 6Eiii), whereas most EdU^+^ cells behind were *gata4*:GFP^−^ (Fig. 6Eiv). These findings suggest that coronary vessels and neighboring CMs undergo coordinated proliferation specifically at the myo-vascular expanding front.

At the expansion II stage (25 mm), *gata4*:GFP^+^ CMs continued to expand over the ventricular surface (Fig. 6F). Notably, the ventral ventricular base, the last area to be vascularized (Fig. 1R-U), was also the last area to be populated by *gata4*:GFP^+^ CMs, further indicating coronary-CM coordination (Fig. 6F). At the maturation stage (28 mm), the entire ventricular surface was populated by both cortical CMs and coronary vessels (Fig. 6G). Overall, these data show that the developing coronary network functions as a vascular scaffold for cortical CMs, with the spatial expansion of these CMs mirroring that of developing coronaries (Fig. S13A).

To better understand this interaction, we first performed secondary CM subclustering of our scRNA-seq datasets and identified seven CM subtypes. 

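The 11623 CMs formed 14 subclusters at the resolution of 0.8 and 9 at 0.4. The subclusters differed in depth: the largest, subcluster 0 with 2274 cells, had a median of 353 genes per cell, and subcluster 2 with 1649 cells had a median of 2418. Those with a median under 500 genes, a limit set after the subclusters had been seen, held 24.2% of the CMs at initiation, 44.9% at establishment, 54.8% at expansion and 74.1% at maturation. Subcluster 7 was led by endocardium genes such as aqp8a.1 and spock3 and subcluster 13 by genes that include krt91, krt15 and dcn, with 63.8% and 71.7% of their cells marked as possible doublets.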

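CM subcluster 9, with 316 cells, was the only one that met the rule for a name by acta2, hey2, actn1 and smoc1. It had 616 CPM (592 to 642) of acta2, 49.1 (42.2 to 56.7) of hey2, 75.5 (66.9 to 84.8) of actn1 and 285 (268 to 303) of smoc1. The subclusters numbered 10 to 13 had fewer cells. Subcluster 12, with 218 cells and a median of 448 genes per cell, had 46.8 CPM (31.1 to 67.7) of hey2 and 281 of acta2, but 13.4 of smoc1 and 1 UMI of actn1, so 2 of its markers were detected and it stayed unnamed.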

Primordial CMs (pCMs) were the least abundant and characterized by high expression of *acta2*, *hey2*, *actn1* and *smoc1* (Carey et al., 2024; Tsedeke et al., 2021) (Fig. 7A,B). 

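The marker lists fixed before the counts were seen include none for trabecular or for cortical CMs alone, so no subcluster was given either name and all are compared by number. The gene myl7 ranged from 14427 CPM (14151 to 14706) in subcluster 13 to 66677 CPM (66458 to 66897) in subcluster 1, and actc1a from 1138 CPM in subcluster 5 to 6486 CPM in subcluster 0. The highest levels of myl7 occurred in subclusters 0, 1, 6 and 11, with 64182, 66677, 61532 and 50184 CPM, whose cells had medians of 353, 484, 717 and 363 genes.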

Trabecular CMs (tCMs) with three subclusters (tCMs-1, tCMs-2 and tCMs-3) were the most abundant subtype and displayed strong expression of the canonical myocardial markers *myl7* and *actc1a*, which are associated with contractile differentiated CMs (Carey et al., 2024) (Fig. 7A,B). Cortical CMs (cCMs) with two subclusters (cCMs-1 and cCMs-2) expressed lower levels of *myl7* and *actc1a*, and lacked expression of *tbx5a*, as previously described (Carey et al., 2024; Sánchez-Iranzo et al., 2018) (Fig. 7A,B). 

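UMIs of tbx5a were counted in each CM subcluster. Its level was lowest in subcluster 10, with 25.5 CPM (14.3 to 42.1) from 15 UMIs, and highest in subcluster 3, with 159.6 CPM (151 to 168). Subcluster 10 was led by EC genes such as fabp11a, aqp8a.1 and nppc and by no gene of the CM list. In the ambient RNA of the libraries tbx5a had 23.1 CPM at initiation, 12.4 at establishment, 11.2 at expansion and 9.46 at maturation. The intervals of the subclusters other than 10 lie above each of these levels. The interval of subcluster 10 reaches the ambient level of initiation alone, a stage with 5 of its 270 cells, and lies above those of the later stages. Among subclusters with a median of at least 1000 genes per cell, tbx5a was lowest in the primordial-like subcluster 9, with 54.4 CPM (47.2 to 62.4). Subclusters 13, 5 and 7, which had the least myl7, had 59.5, 78.8 and 79.1 CPM of tbx5a.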

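No subcluster took its name from the combined set of actn1, smoc1, tbx5a, gata6 and mef2d. The primordial-like subcluster 9 had the highest mean log2 fold of this set, 1.31, below that of its own markers, 3.27. It had 71.2 (62.9 to 80.3) CPM of gata6 and 276 (259.7 to 294) of mef2d. Among the unnamed subclusters, subcluster 2, with 1649 cells, came nearest with a mean log2 fold of 0.16. It had 24.0 (22.2 to 26.0) CPM of actn1, 10.4 (9.19 to 11.8) of smoc1, 112 (108 to 116) of tbx5a, 52.0 (49.2 to 54.9) of gata6 and 204 (199 to 209.8) of mef2d. In subcluster 2, 0.970% of the cells were marked as possible doublets, against 6.33% in subcluster 9.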

We also identified a CM population that co-expressed markers of both primordial (*actn1*, *smoc1*) and trabecular (*tbx5a*, *gata6*, *mef2d*) CMs. Given this hybrid expression profile, we designated this cluster as primordial-trabecular CMs (p-tCMs), suggesting a transitional or intermediate CM state (Fig. 7A,B). Across developmental stages, we observed dynamic shifts in CM subtype abundance. Both pCMs and p-tCMs increased from initiation to expansion stages then declined at maturation. tCMs followed a similar trend. In contrast, cCMs expanded progressively from initiation to maturation (Fig. 7C), consistent with cortical wall formation (Gupta and Poss, 2012).

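The primordial-like subcluster 9 held 53 CMs at initiation, 113 at establishment, 115 at expansion and 35 at maturation. As a share of the CMs of each stage, these were 5.82% (4.39% to 7.55%), 3.64% (3.01% to 4.36%), 2.44% (2.02% to 2.92%) and 1.21% (0.845% to 1.68%). Its count thus rose from initiation to expansion while its share fell, because the libraries held different numbers of CMs. Subclusters with a median under 500 genes made up a growing part of these CMs. The CMs outside them were 690, 1710, 2130 and 748 cells from initiation to maturation, and among these the share of subcluster 9 fell less. Subcluster 2, nearest to the combined set among the unnamed ones, held 165, 1087, 331 and 66 cells, a share of 18.1% (15.7% to 20.8%) at initiation, 35.0% (33.3% to 36.7%) at establishment, 7.02% (6.30% to 7.78%) at expansion and 2.28% (1.77% to 2.90%) at maturation. Subcluster 3, the next in size with a median above 1000 genes, held 45.8% of the CMs at initiation, 3.51% at establishment, 13.6% at expansion and 0.138% at maturation.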

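The share among the CMs rose at each step from initiation to maturation in 2 subclusters. These were subcluster 1, from 6.48% (4.97% to 8.28%) to 22.6% (21.1% to 24.2%), and subcluster 4, from 1.87% (1.09% to 2.97%) to 23.7% (22.1% to 25.2%). Their median numbers of genes per cell were 484 and 352, so depth and stage run together in them. Subcluster 6, with a median of 717 genes, held 70 CMs at expansion and 574, or 19.8%, at maturation. None of these was given a name, since no list for cortical CMs was fixed.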

**Fig. 7.**
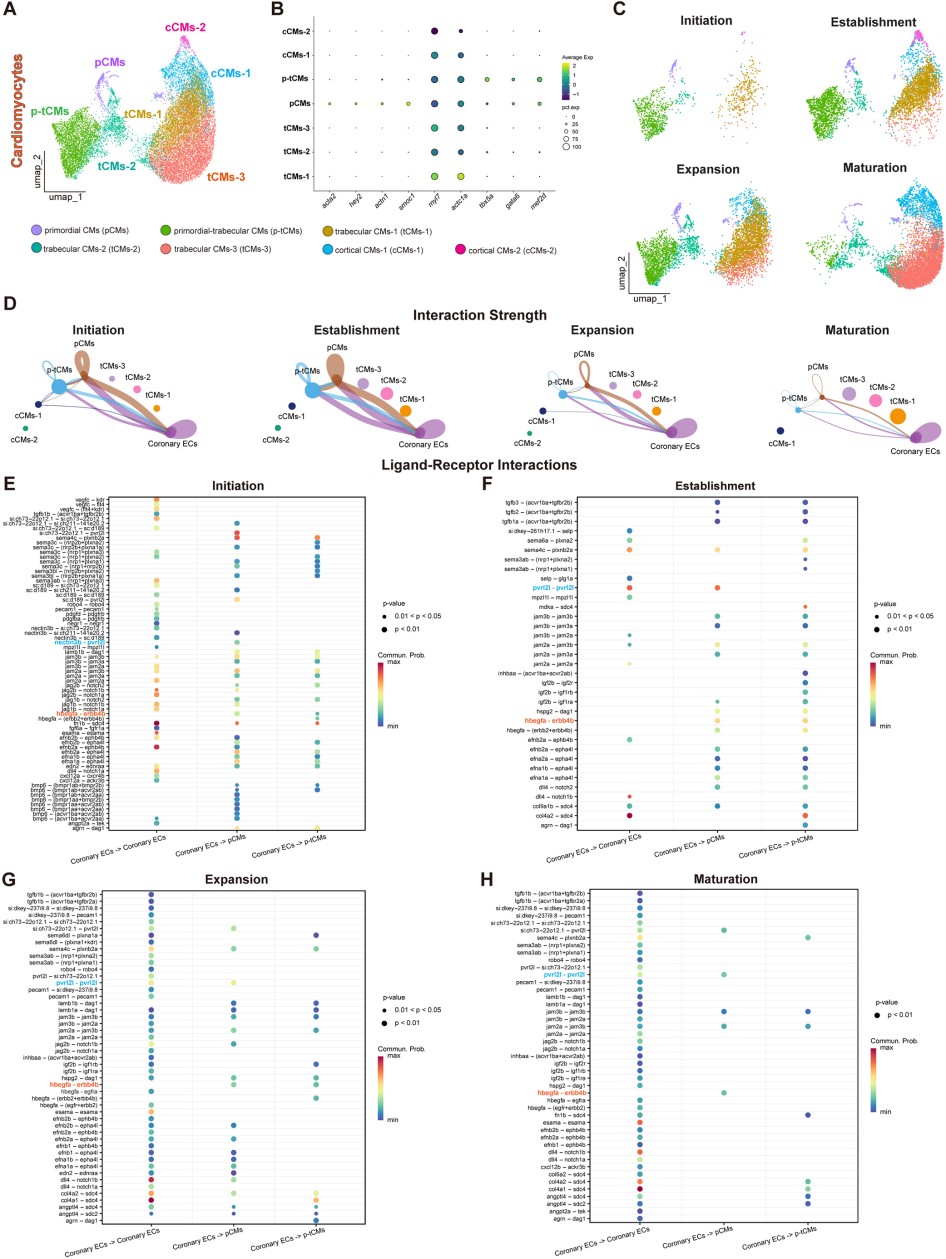
**Coronary vessel–CM molecular interactions during cardiac development.** (A-C) Combined UMAP plot (A) and split UMAP plots (C) of CMs visualizing seven subtypes identified across cardiac development, and dot plot showing average expression and abundance of selected marker genes corresponding to each subtype (B). (D) Circle plots showing differential cell–cell communication networks between coronary ECs and CM subtypes across cardiac development. Each node in the circle plot represents a cell cluster, with the node size being proportional to cell number. Edges connect nodes, indicating communication between cell clusters. Edge width represents communication strength. (E-H) Potential ligand–receptor interactions within coronary ECs, and between coronary ECs with primordial CMs (pCMs) and primordial-trabecular CMs (p-tCMs) across developmental stages of initiation (E), establishment (F), expansion (G) and maturation (H). *nectin3b-pvrl2l/pvrl2l-pvrl2l* and *hbegfa-erbb4b* interactions are highlighted in blue and orange text, respectively.

Next, we performed cell–cell communication analyses between coronary ECs and the seven CM clusters (Figs S6D and S14A,B). 

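The genes hbegfa, erbb4b, nectin3b and pvrl2l were followed from coronary ECs to each CM subcluster. For a pair of a ligand and a receptor, a score between 0 and 1 was computed from the product of their average expression, divided by the sum of 0.5 and that product. The average is the trimean of the log-normalized values, which is 0 where too few of the cells have a UMI. The senders were 5 coronary ECs at initiation, 6 at establishment, 167 at expansion and 370 at maturation, so the early scores rest on few cells. For hbegfa and erbb4b, the highest score of any receiving subcluster at initiation was 0.408, in the primordial-like subcluster 9, next to 0.399 in subcluster 8. At establishment it was 0.490, in subcluster 8, with 0.470 in subcluster 2 and 0.456 in subcluster 9. It was 0.627 at expansion, in subcluster 9, with 0.418 in subcluster 2. At maturation it was 0.692 in subcluster 13, which had 3 cells there, and 0.405 in subcluster 9. Subclusters with a median under 500 genes scored 0 at each stage.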

Coronary ECs appeared to mainly interact with pCMs and p-tCMs. The interaction strength between these cell types increased gradually from initiation to establishment then decreased at later stages (Fig. 7D). We also found interactions among pCMs, p-tCMs and cCMs-1 throughout development (Fig. 7D). Other cardiac components, including EPDCs, also appeared to interact with coronary ECs and CMs. Likewise, macrophage interactions with coronary ECs and CMs were observed throughout development (Fig. S14C).

As we found that coronary ECs mainly interact with pCMs and p-tCMs, we performed ligand–receptor analysis between these cell types. 

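Receptor expression set which subclusters could score. The gene erbb4b (LL0000009757) was highest in the primordial-like subcluster 9, with 181 CPM (167 to 195) over all stages, followed by subcluster 2 with 146 CPM (141 to 151), subcluster 8 with 127 CPM (118 to 137) and subcluster 7 with 102 CPM (93.0 to 112). In subclusters 0, 1, 4, 6, 11 and 12 it was at or below 3.35 CPM. In CMs of the subclusters with a median under 500 genes together, erbb4b had 27.7 CPM at initiation, 9.85 at establishment, 13.4 at expansion and 1.79 at maturation, against 94.8, 146, 105 and 29.8 CPM in the other CMs. The level thus differed between stages, which the subclusters hold in different proportions. Part of the order of the subclusters over all stages may therefore reflect stage.

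**Figure D3:**
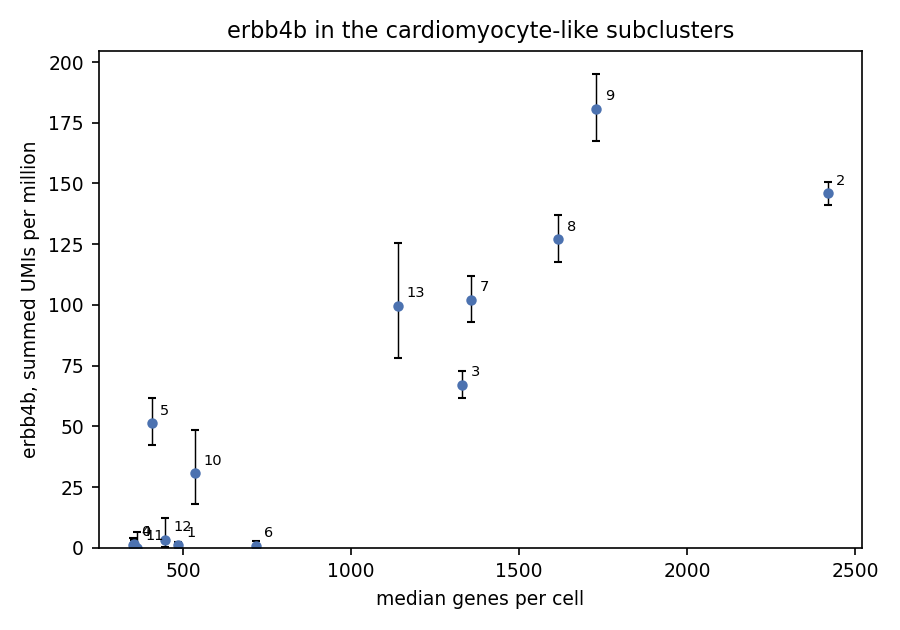
Level of erbb4b in summed UMIs per 1000000 (y axis) against the median number of genes per cell (x axis) in the 14 CM subclusters, which are given by number. Points give the level over all stages and error bars its exact Poisson 95% interval; subcluster 9 is highest with 181, and subclusters with few genes lie at or below 51.4.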

Within coronary ECs, we observed higher number of ligand–receptor pairs at expansion and maturation stages (Fig. 7G,H). Coronary EC-pCM ligand–receptor pairs decreased gradually from initiation to maturation stages, while coronary EC-p-tCM ligand–receptor pairs increased from initiation to establishment stages (Fig. 7E-H). 

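The ligand hbegfa (LL0000011959) had 308 CPM (154 to 551) in coronary ECs at initiation, from 11 UMIs, and 289 CPM (139 to 532) at establishment, from 10 UMIs. It had 602 CPM (563 to 643) at expansion and 620.4 CPM (594 to 648) at maturation, from 877 and 2100 UMIs. In ECs it fell over the same stages, from 501 CPM to 294, 159 and 90.4 CPM. The intervals of the receptor erbb4b in the primordial-like subcluster 9 overlap between initiation, with 175 CPM (147 to 206), and maturation, with 192 CPM (141 to 255), and it had 158 CPM at establishment and 223 CPM at expansion. The score of hbegfa and erbb4b from coronary ECs to subcluster 9 rose from initiation to establishment and to expansion and fell back at maturation. To subcluster 2, it was 0.302, then 0.470 at establishment, its highest, and 0.418 and 0.305, but with a plain mean or a trimmed mean its highest stage was expansion. With a plain mean in place of the trimean, the score to subcluster 9 was 0.520, 0.554, 0.677 and 0.629.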

Notably, the *hbegfa–erbb4b* interaction was predicted to be strong between coronary ECs, and pCMs and p-tCMs, from initiation to establishment stages (Fig. 7E-H). EC-secreted HB-EGF promotes CM proliferation, survival and maturation (Iwamoto and Mekada, 2006; Iwamoto et al., 2003). In addition, the *nectin3b*–*pvrl2l* heterophilic interaction was predicted exclusively during initiation stage, between coronary ECs and pCMs (Fig. 7E), whereas the *pvrl2l*–*pvrl2l* homophilic interaction observed in coronary ECs and coronary ECs-pCMs peaked at the establishment stage (Fig. 7F-H). 

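The score of nectin3b and pvrl2l from coronary ECs to the primordial-like subcluster 9 was 0.267 at initiation and 0 at the 3 later stages. The senders at initiation had 4 UMIs of nectin3b, 112 CPM (30.5 to 287), and those at establishment 1 UMI. At expansion and maturation nectin3b had 19.2 CPM (12.8 to 27.8) and 15.1 CPM (11.2 to 19.8), in too few of the cells for a trimean above 0. With a plain mean the score was 0.536 at initiation, 0.214 at establishment, 0.202 at expansion and 0.170 at maturation, so the restriction to initiation depends on the kind of average. For pvrl2l (LL0000022955) on both sides, the score to subcluster 9 was 0.671 at establishment, 0.756 at expansion and 0.661 at maturation, and within coronary ECs 0.703, 0.721 and 0.614. With a plain mean the score within coronary ECs was 0.769 at establishment and 0.741 at expansion, so the stage of its peak depends on the average too. At initiation it was 0 because none of the 5 coronary ECs had a UMI of pvrl2l, which allows a level of up to 84.0 CPM in them. The senders had 6 UMIs at establishment, 174 CPM (63.7 to 378), and 426 CPM (393 to 461) at expansion and 381 CPM (361 to 402) at maturation. In subcluster 9, pvrl2l had 393 CPM at initiation, 266 at establishment, 499 at expansion and 477 at maturation.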

Pvrl2l (nectin-2-like) mediates Ca^2+^-independent cell–cell adhesion, suggesting a role in supporting physical integration and alignment of coronary ECs and CMs during vessel expansion (Kinugasa et al., 2012; Takai et al., 2003). To assess whether subtype-specific interactions correlate with proliferation, we examined cell cycle-related gene expression. Proliferation markers including *mki67*, *pcna*, *aurka* and *mcm5* were enriched from initiation to expansion stages, particularly in pCMs and p-tCMs (Fig. S15).

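Summed over mki67, pcna, aurka, aurkb, ccnb1 and mcm5, CMs had 37.6 CPM (33.7 to 41.9) at initiation, 23.3 (21.6 to 25.1) at establishment, 18.5 (16.6 to 20.6) at expansion and 8.06 (6.41 to 10.0) at maturation. Most of these UMIs were of pcna, with 24.9, 17.7, 14.4 and 5.11 CPM. Subclusters with a median under 500 genes made up 24.2% of the CMs at initiation and 74.1% at maturation. The sum was not taken without them, so its fall cannot be told apart from this shift. In the primordial-like subcluster 9 the sum was 32.4 (21.2 to 47.5) CPM at initiation, 34.9 (26.6 to 44.9) at establishment and 15.3 (8.54 to 25.2) at expansion. At maturation no UMI was counted in its 35 cells, which allows up to 12.2 CPM. The other CMs had 38.2 (34.0 to 42.6), 22.6 (20.9 to 24.5), 18.7 (16.7 to 20.9) and 8.26 (6.57 to 10.3) CPM. The primordial-like cells were thus higher than the other CMs beyond the intervals at establishment, and at the other stages they were not. No subcluster took the name of primordial-trabecular CMs, so any such cells are counted among the other CMs here. Averaged over each cell's own CPM, the sum in all CMs at expansion moved most, to 14.8 CPM.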

Altogether, these data identify complex signaling interactions between coronary ECs and CMs during cardiac development.

### Impaired coronary vessel formation via Vegfaa manipulation disrupts CM expansion

Next, we used our genetic models for Vegfa signaling manipulation to test how alterations in coronary development affect CM growth. We focused on the expansion stage, characterized by strong coronary-cortical CM interplay and active growth. At this stage, *vegfaa^−/−^* fish did not follow the typical right-to-left CM expansion, displaying instead a more symmetric growth pattern (Fig. 8A,B). CM expansion was also altered in both *flt1^−/−^* and *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* tamoxifen-treated (*vegfaa^OE^*) ventricles (Fig. 8C,D). While ventral CM coverage was unchanged between WT and *vegfaa^−/−^* fish, it appeared to be increased in *flt1^−/−^* ventricles (Fig. 8A-C,E), consistent with previous studies showing enhanced CM regeneration in these mutants (Wang et al., 2024). Interestingly, inducing higher *vegfaa* levels using the *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* line led to a significant reduction in total CM coverage (Fig. 8D,E). Next, we analyzed differences in CM distribution. In WT fish, CM coverage was predominant in areas I and II, mirroring the coronary expansion pattern (Fig. 8A,F). In contrast, *vegfaa^−/−^* and *flt1^−/−^* fish displayed reduced CM coverage in these areas with increased coverage of areas III and IV. *vegfaa* overexpression using the *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* line shifted CM expansion distribution toward areas I and III, indicating alterations in regional expansion (Fig. 8D,F). It is possible that *vegfaa* overexpression in *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* fish impairs the mitogenic potential of Vegfaa, leading to mislocalized and restricted CM expansion as reported during regeneration (Karra et al., 2018). These data suggest that precise coronary developmental patterning, orchestrated by Vegfa signaling, is essential for regulating CM growth and expansion to populate the ventricular surface.

**Fig. 8.**
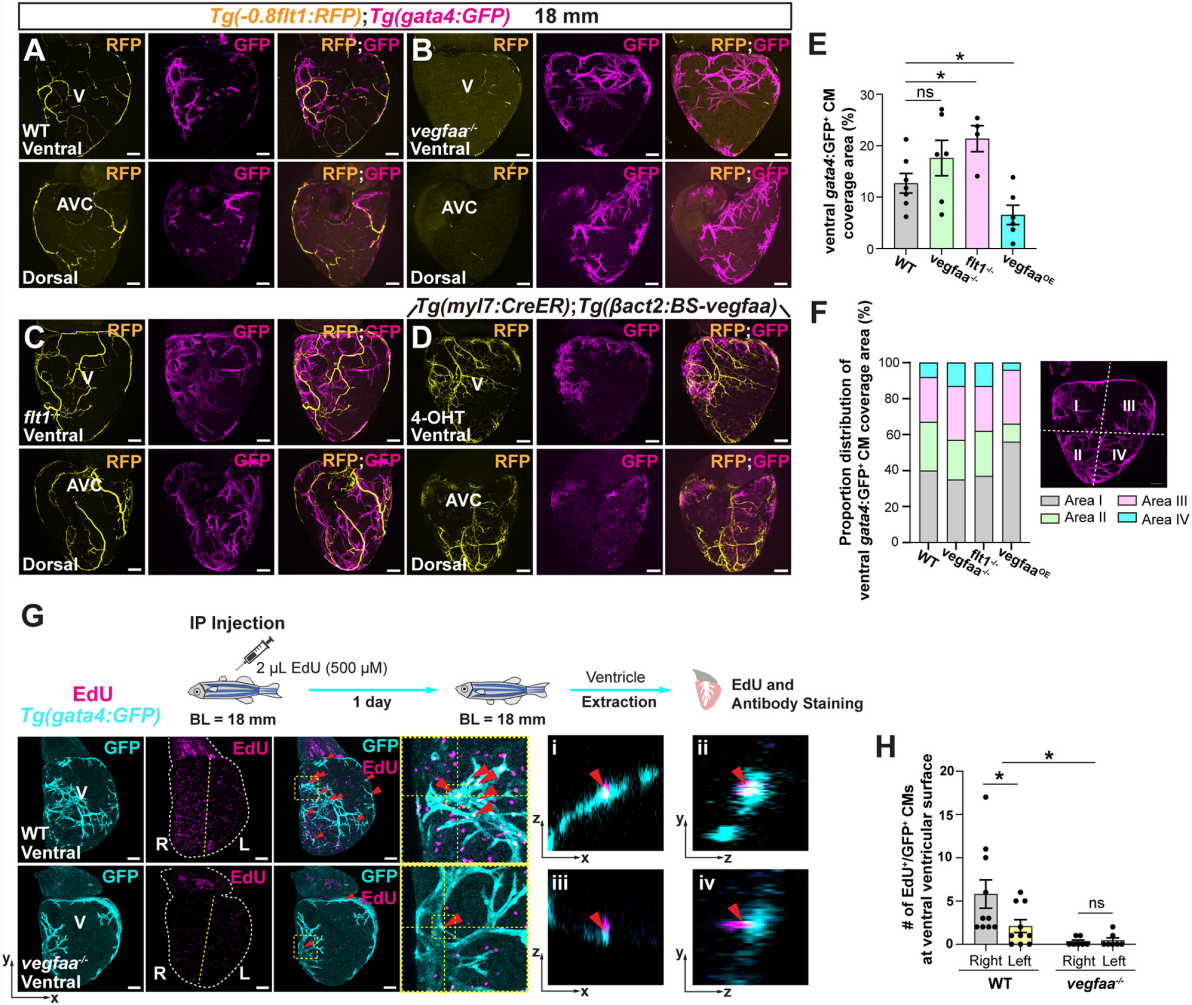
**Manipulation of Vegfa signaling disrupts coronary–CM interactions.** (A-D) Whole-mount *Tg(−0.8flt1:RFP)*; *Tg(gata4:GFP)* ventricles from 18-mm-long WT (A), rescued *vegfaa*^−/−^ (B), *flt1^−/−^* (C) and *Tg(myl7:creER)*; *Tg(βact2:BS-vegfaa)* treated with 4-OHT (*vegfaa^OE^*) (D). (E,F) Percentage (E) and proportion distribution (F) of ventral *gata4*:GFP^+^ CM coverage area in 18-mm-long WT, rescued *vegfaa*^−/−^, *flt1^−/−^* and *Tg(myl7:creER)*; *Tg(βact2:BS-vegfaa)* treated with 4-OHT (*vegfaa^OE^*). (G) Whole-mount *Tg(gata4:GFP)* ventricles from 18-mm-long WT and *vegfaa*^−/−^ stained for GFP (growing cortical CMs, cyan) and EdU (proliferating cells, magenta). Yellow dashed lines divide the ventral ventricular surface into right (R) and left (L) sides. Red arrowheads point to EdU^+^/GFP^+^ cells. Dashed boxes indicate regions shown at higher magnification to the right. Orthogonal views of WT in the *xz* axis (i) and *yz* axis (ii) and *vegfaa*^−/−^ in the *xz* axis (iii) and *yz* axis (iv) are shown. (H) Number of EdU^+^/GFP^+^ CMs on the right and left sides of the ventral ventricular surface in WT and rescued *vegfaa*^−/−^ 18-mm-long zebrafish. Data in graphs are expressed as mean±s.e.m. ns, no significant difference. *P<0.05 (two-tailed, Mann–Whitney *U* test). Schematic summarizes the experimental protocol. BL, body length; IP, intraperitoneal; AVC, atrioventricular canal; V, ventricle. Scale bars: 100 μm.

To further determine whether CM proliferation was affected under conditions of impaired coronary development, we performed EdU incorporation assays coupled with immunostaining in *Tg(gata4:GFP) vegfaa^−/−^* mutants. In WT fish, EdU^+^ CMs were significantly enriched on the right side of the ventral ventricular surface. This spatial asymmetry was lost in *vegfaa^−/−^* fish accompanied by a significant reduction in the total number of EdU*^+^* CMs (Fig. 8G,H).

Overall, these findings indicate that coronary vessel development is coupled with CM expansion, and that disruption of coronary growth through impaired Vegfa signaling compromises cortical myocardial expansion.

## DISCUSSION

We assemble a developmental roadmap for coronary vasculature formation and show how coronary vessels play an instructive role in shaping the ventricular wall through cellular and molecular interactions. Our findings highlight both conserved and species-specific aspects of coronary vasculature development, provide new molecular tools for investigating coronary vessel identity and reveal how coronary vessel–CM interactions are modulated by angiogenic signaling levels.

This study reveals a dual-origin model of coronary vessel formation in zebrafish, identifying the emergence of coronary sprouts from both the BA and the AVC. Our data indicate that the earliest vessel arises from the BA, followed by a second vessel sprouting from the AVC. Previous studies have shown that the coronary vasculature initiates from the AVC endothelium in zebrafish (Harrison et al., 2015), while in giant danio (*Devario malabaricus*), the coronary vasculature has a similar dual origin (Shifatu et al., 2018). Also, more recently Mizukami et al. showed in zebrafish that the hypobranchial artery expands caudally to reach the BA at 36 dpf (Mizukami et al., 2023), further supporting our observations. Interestingly, this pattern parallels the coronary vessel emergence in the human embryonic heart, where the early coronary plexus forms around the peritruncal region of the outflow tract (Bogers et al., 1989; Silva-Junior et al., 2009; Tomanek, 2005).

Based on anatomical landmarks and quantitative mapping, we have defined four stages of coronary network development: initiation, establishment, expansion and maturation. The coronary network expands in a dorsal-to-ventral and right-to-left direction, suggesting that either internal cardiac architecture or local vascular cues guide this process. These patterns of coronary vessel expansion are consistent with those observed in mammals (Chen et al., 2014; Red-Horse et al., 2010).

Despite growing interest in coronary vessel biology, the venous portion of the coronary network has remained uncharacterized owing to the lack of specific markers (Gancz et al., 2019; Harrison et al., 2015, 2019; Marín-Juez et al., 2016). Here, we developed a *TgBAC(sele:EGFP)* line that is specifically expressed in coronary venous ECs. Using this tool, we monitored coronary vein development and observed that venous vessels emerge early and expand progressively following the dorsal-to-ventral and right-to-left expansion pattern typical of coronary growth. Notably, *sele*:EGFP expression was undetectable in *−0.8flt1*:RFP^high^ arterial vessels, allowing for the first time venous and arterial coronary vessels to be distinguished in zebrafish.

Further scRNA-seq analyses identified arterial, venous, capillary and lymphatic ECs. The relative abundance of these endothelial populations changed across developmental stages, with all subtypes showing progressive expansion from the initiation to the maturation stages, paralleling our *in vivo* data. In addition to known markers, our dataset identified new subtype-specific marker genes. Specifically, *tppp3*, *hpn* and *ano7* were enriched in capillaries and *gig2j* and *gjb10* in coronary veins.

Our data highlight the central role of Vegfa signaling in orchestrating multiple aspects of coronary development. Loss of *vegfaa* impairs LCA formation, EC proliferation, and spatial patterning, resulting in hypovascularization and disorganized vessel architecture. Conversely, increased Vegfa signaling via *flt1* deletion or *vegfaa* overexpression leads to regional hypervascularization, increased vessel density, and disrupted spatial organization. These phenotypes align with previous studies showing that Vegfa regulates angiogenesis in a dose-dependent manner, establishing vascular hierarchy and morphogenetic fidelity (Karra et al., 2018; Wang et al., 2024).

To further investigate how alterations in coronary network formation affect CM development, we analyzed CM growth in these Vegfa signaling gain- and loss-of function models. In *vegfaa* mutants, directional CM expansion was lost, and overall proliferation reduced. In *flt1* mutants, we observed enhanced CM coverage, consistent with observations in cardiac regeneration (Wang et al., 2024). Interestingly, stronger *vegfaa* overexpression reduced CM coverage, suggesting that excessive Vegfaa decouples endothelial-CM developmental programs, as previously proposed during heart regeneration (Wang et al., 2024). It is worth noting that the coronary vasculature in these animals was strongly perturbed, raising the possibility that instructive angiocrine signals might also be impaired in these vessels. These data underscore the need for precisely tuned angiogenic signaling to maintain the coordinated growth of endothelial and myocardial tissues.

Finally, our scRNA-seq analyses identified stage-specific shifts in CM populations, including primordial, trabecular and cortical subtypes, recapitulating previous lineage-tracing analyses reporting late emergence of trabecular-derived cortical CMs (Gupta and Poss, 2012). We also observed a marked increase in cortical CMs throughout development, mirroring that of the coronary plexus, further supporting the coupling between cortical CM growth and coronary network expansion. Interestingly, the pCM and p-tCM subtypes showed the strongest interactions with coronary ECs, suggesting that developing coronaries might signal to pCMs and p-tCMs to support cortical CM expansion. In addition, ligand–receptor interaction analyses revealed signaling axes, such as *hbegfa–erbb4b* (paracrine cues) and *pvrl2l–pvrl2l* (cell–cell adhesion), known to regulate myocardial proliferation and endothelial behavior (Iwamoto and Mekada, 2006; Iwamoto et al., 2003; Kinugasa et al., 2012; Takai et al., 2003). These data support a model in which coronary ECs act as both instructive and structural components, actively shaping the cardiac microenvironment through temporally and spatially regulated signaling programs. The extent to which the interaction between coronaries and CMs is direct or mediated through intermediate factors, or involves both mechanisms, warrants further investigation.

## MATERIALS AND METHODS

### Zebrafish lines and manipulations

All experimental procedures involving zebrafish (*Danio rerio*) were conducted in strict adherence to institutional and national animal welfare regulations. In this study, zebrafish were raised in system water with 20 fish per 3-l tank. We used the previously published lines *TgBAC(etv2:EGFP)^ci1^* (Proulx et al., 2010), *Tg(−0.8flt1:RFP)^hu5333^* (Bussmann et al., 2010), *Tg(dll4:TagRFP)^sfc7^* (Marín-Juez et al., 2016), *Tg(lyve1b:dsRed)^nz101^* (Okuda et al., 2012), *Tg(fli1a:EGFP)^y1^* (Lawson and Weinstein, 2002), *Tg(myl7:CreER)^pd10^* (Kikuchi et al., 2010), *Tg(βactin2:loxP-mTagBFP-STOP-loxP-vegfaa)^pd262^* (Karra et al., 2018), *Tg(gata4:GFP)^ae1^* (Heicklen-Klein and Evans, 2004), *vegfaa^bns1^* (Rossi et al., 2016), *flt1^bns29^* (Matsuoka et al., 2016) and *scube2^as404^* (Tsao et al., 2022). To induce recombination in juvenile fish, *Tg(myl7:CreER)*; *Tg(βact2:BS-vegfaa)* fish were bathed in 5 µM tamoxifen (4-OHT; Sigma-Aldrich, H7904) for 24 h in dark conditions as described previously (Karra et al., 2018) and put them back in system water after treatment.

### Generation of the *TgBAC(sele:EGFP)* zebrafish line

To generate *TgBAC(sele:EGFP)* fish, the BAC clone DKEY-51E6 containing *sele* was modified by Red/ET recombineering technology (Gene Bridges) as previously described (Bussmann and Schulte-Merker, 2011; Suster et al., 2011).

### Histological analyses

O-dianisidine staining was performed as described (Detrich et al., 1995). Ventricular section and whole-mount immunostaining were performed as previously described (Bakis et al., 2023; Marín-Juez et al., 2016). Primary antibodies used were: anti-GFP (Aves Labs, CGFP-1020; 1:500), anti-tRFP (Evrogen/Sapphire North America, AB233; 1:500), anti-Caveolin-1 (BD Transductions Laboratories, 610407; 1:100), anti-cTnT (Developmental Studies Hybridoma Bank, ct3; 1:100). Secondary antibodies used were Alexa Fluor 488 Goat Anti-Chicken IgG (H+L) (Thermo Fisher Scientific, A-11039; 1:750), Alexa Fluor 568 Goat Anti-Mouse IgG (H+L) (Thermo Fisher Scientific, A-11004; 1:750), Alexa Fluor 568 Goat Anti-Rabbit IgG (H+L) (Thermo Fisher Scientific, A-11036; 1:750) and Alexa Fluor 647 Goat Anti-Rabbit IgG (H+L) (Thermo Fisher Scientific, A-21244; 1:750). DAPI (4′,6-diamidino-2-phenylindole) was used as a nuclear counterstain. For HCR RNA-FISH (Molecular Instruments), the manufacturer's protocol for whole-mount zebrafish embryos and larvae was followed with modifications during sample preparation and fixation as previously described (Bakis et al., 2023). EdU staining was performed by using the Click-iT™ EdU Cell Proliferation Kit for Imaging with Alexa Fluor™ 555 dye (Invitrogen, C10338) following the manufacturer's instructions. EdU (2 µl, 500 µM) was injected intraperitoneally 1 day or 3 days before the extraction of the heart, depending on the experiment.

### Imaging and quantification

Anesthetized fish were dissected, and ventricles were extracted and immediately put in freshly prepared 1× PBS (Sigma-Aldrich, P4417) for at least 5 min and rinsed three times followed by 4% paraformaldehyde treatment for 5 min. Ventricles were then mounted on a glass-bottom dish (ibidi, 80206) using 1.5% low melting agarose (Sigma-Aldrich, A4018). The ventricles were submerged in agarose without touching the bottom surface of the dish, and were later flipped to image both sides of ventricles. Imaging was performed on a Leica TCS SP8 laser scanning confocal microscope. O-dianisidine staining was imaged using a Nikon SMZ18 stereomicroscope. Quantifications were performed using ImageJ/Fiji from maximum projected confocal images. 3D reconstruction was performed using Imaris 10.2 (Oxford Instruments). Vascular coverage area quantifications were carried out using Tubeness (ImageJ/Fiji).

### Single-cell dissociation

One pool of ventricles per developmental stage – initiation (10 mm) 25 ventricles, establishment (14 mm) 18 ventricles, expansion (18 mm) 12 ventricles and maturation (28 mm) 5 ventricles – was prepared using WT zebrafish. Euthanized fish were dissected, and ventricles were extracted in calcium-, magnesium-free HBSS (Sigma-Aldrich, H9394) supplemented with 20 U/ml heparin (Sigma-Aldrich, H3393). Ventricles were washed in fresh HBSS and transferred into 1 ml of 1 mg/ml of collagenase (Gibco, 17101015) dissolved in HBSS for approximately 30 min digestion on a thermal mixer at 32°C and 700 rpm. Ventricles were mechanically disrupted by pipetting every 10 min. Samples were centrifuged at 2000 rpm (∼376 ***g***) for 5 min at room temperature (RT) and supernatants discarded. Cells were digested with 1 ml 1× TrypLE Express Enzyme (Gibco, 12605010) for 15 min on a thermal mixer at 32°C and 700 rpm and pipetted every 5 min. Enzymatic digestion was stopped by adding 1 ml of 20% fetal bovine serum (Thermo Fisher Scientific, A3160701) in HBSS to extracts. Tissue extracts were strained through a 70 μm cell strainer and centrifuged at 2000 rpm (∼376 ***g***) for 5 min at RT. The supernatants were discarded, and pellets were washed with 1 ml of 20% fetal bovine serum in HBSS. After centrifugation at 2000 rpm (∼376 ***g***) for 5 min at RT, cells were resuspended in 80 μl of 20% fetal bovine serum in HBSS and strained through a 40 μm cell strainer. Cells were counted and viability (>85%) was assessed using 0.4% Trypan Blue (Sigma-Aldrich, T8154). Cells were kept on ice and immediately processed for scRNA-seq.

### scRNA-seq and analysis

For scRNA-seq, 14,000 cells were used for each sample and the Chromium Next GEM Single Cell 3′ Reagent Kit v3.1 (10x Genomics, PN-1000269) was used following the manufacturer's protocol. Each sample was indexed individually using the Dual Index Kit TT Set A (10x Genomics, PN-1000215). After quality control, libraries were run on a NovaSeq 6000 system (Illumina) at a depth of approximately 300 M reads/sample. FASTQ files were processed individually in 10x Genomics Cloud Analysis using the Cell Ranger Count v6.1.2 pipeline and reads were aligned to GRCz11 v4.3.2 reference genome (Lawson et al., 2020). Filtered gene expression matrices were imported and further processed in Seurat v4 (Hao et al., 2021). Samples were integrated to create a single aggregated Seurat object, and low-quality cells containing <200 unique features were removed. Batch effect correction was performed using the ‘data integration’ and ‘ScTransform’ functions in Seurat. To increase the retrieval of CMs characterized with high mitochondrial RNA content, an initial filtering was applied to remove cells with >40% mitochondrial RNA (Carey et al., 2024). 

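Mitochondrial UMIs were counted over the 12 protein-coding genes whose names start with mt-. Of the called cells, 8051 at initiation, 11714 at establishment, 18511 at expansion and 13197 at maturation had at least 200 genes and at most 40% mitochondrial UMIs. The further limit of 12% for cells of clusters named as other than CMs removed cells mostly at maturation, where 12798 cells were left after the removal of blood cells and 11611 after this limit. Clusters without a name were not held to it. The files also list mitochondrial transcripts under other names. With these counted too, an alternative chosen after the data had been seen, 3197 cells were left at initiation, 6963 at establishment and 10549 at expansion. By far the largest loss was at maturation, where the number left is given with the shares of cell types.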

After initial clustering and annotation of CMs, non-CM cells with >12% mitochondrial RNA were excluded from further analysis. The remaining cells were then re-clustered and annotated based on the expression of marker genes. Following normalization, data visualization was performed in Seurat, incorporating previously published R code with modifications (Carey et al., 2024). 

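Table S1 gives the number of raw cells of each library and their median UMIs and genes. When that number of barcodes was taken from the top of the ranking by UMIs in the deposited counts, the median was 12054 UMIs and 1181 genes per barcode at initiation, 4861 and 723 at establishment, 4144 and 1272 at expansion and 3625 and 590.5 at maturation. Of the barcodes taken in this way, 0.295% at initiation, 1.61% at establishment, 11.3% at expansion and 22.6% at maturation did not pass the test against ambient RNA. The paper's medians in Table S1, rounded to whole numbers, are 12054 UMIs and 1181 genes at initiation, 4635 and 723 at establishment, 4090 and 1272 at expansion and 3326 and 616 at maturation.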

Quality control metrics are listed in Table S1. The number of cells retained at each filtering step is listed in Table S2. All marker genes in each cluster are listed in Table S3. The potential ligand–receptor interactions in each developmental stage are listed in Table S4 (initiation), Table S5 (establishment), Table S6 (expansion) and Table S7 (maturation).

### Statistical analysis

Data were statistically analyzed and graphics were created in GraphPad Prism v.10. When two groups were compared, comparative statistics were performed using two-tailed, unpaired Student's *t*-test or Mann–Whitney *U*-test for non-parametric tests. Data were considered significant at *P*<0.05. The number of samples are mentioned in the graphs and/or represented by dots in the graphs. The *P*-values are indicated in the figure legends. Data in graphs are expressed as mean±s.e.m.

## Supplementary Material

10.1242/develop.205065_sup1 Supplementary information

Table S1. Summary of scRNA-seq QC Metrics

Table S2. Number of cells retained

Table S3. All markers at each cluster

Table S4. Initiation all interactions

Table S5. Establishment all interactions

Table S6. Expansion all interactions

Table S7. Maturation all interactions

# Supplementary material for: Developmental single-cell atlas of coronary vessel growth and cardiomyocyte interaction in zebrafish
**Source:** Development. 2026 Jan 22;153(2):dev205065. doi: 10.1242/dev.205065
**Supplement:** Supplementary information

Supplementary Figure 1

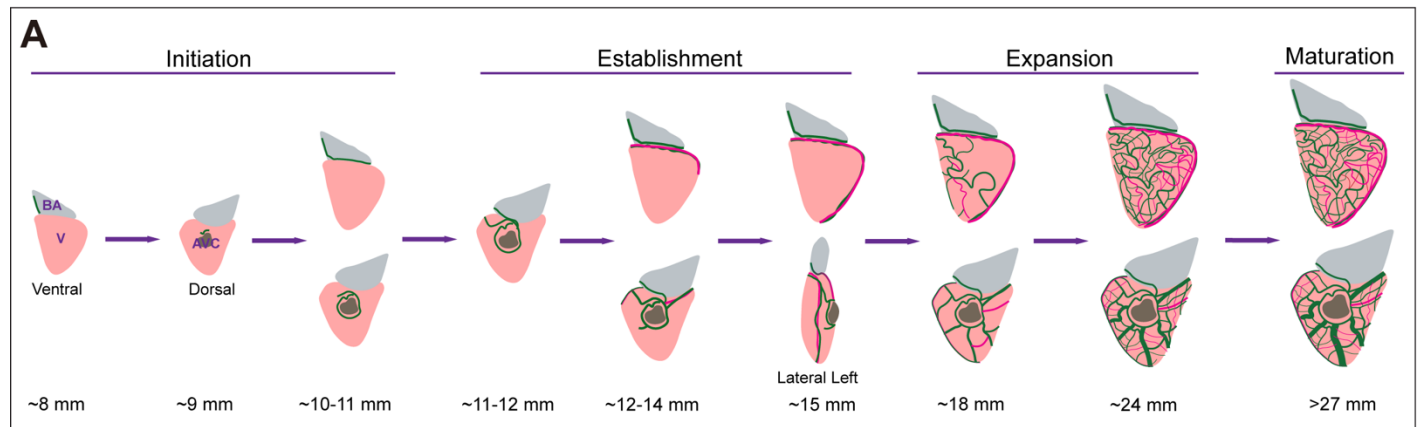

**Fig. S1. Schematic diagram of coronary network development (Related to Figure 1)**

(A) Schematic representation of coronary vessel development from the initiation to maturation stages corresponding to zebrafish body length.

Supplementary Figure 2

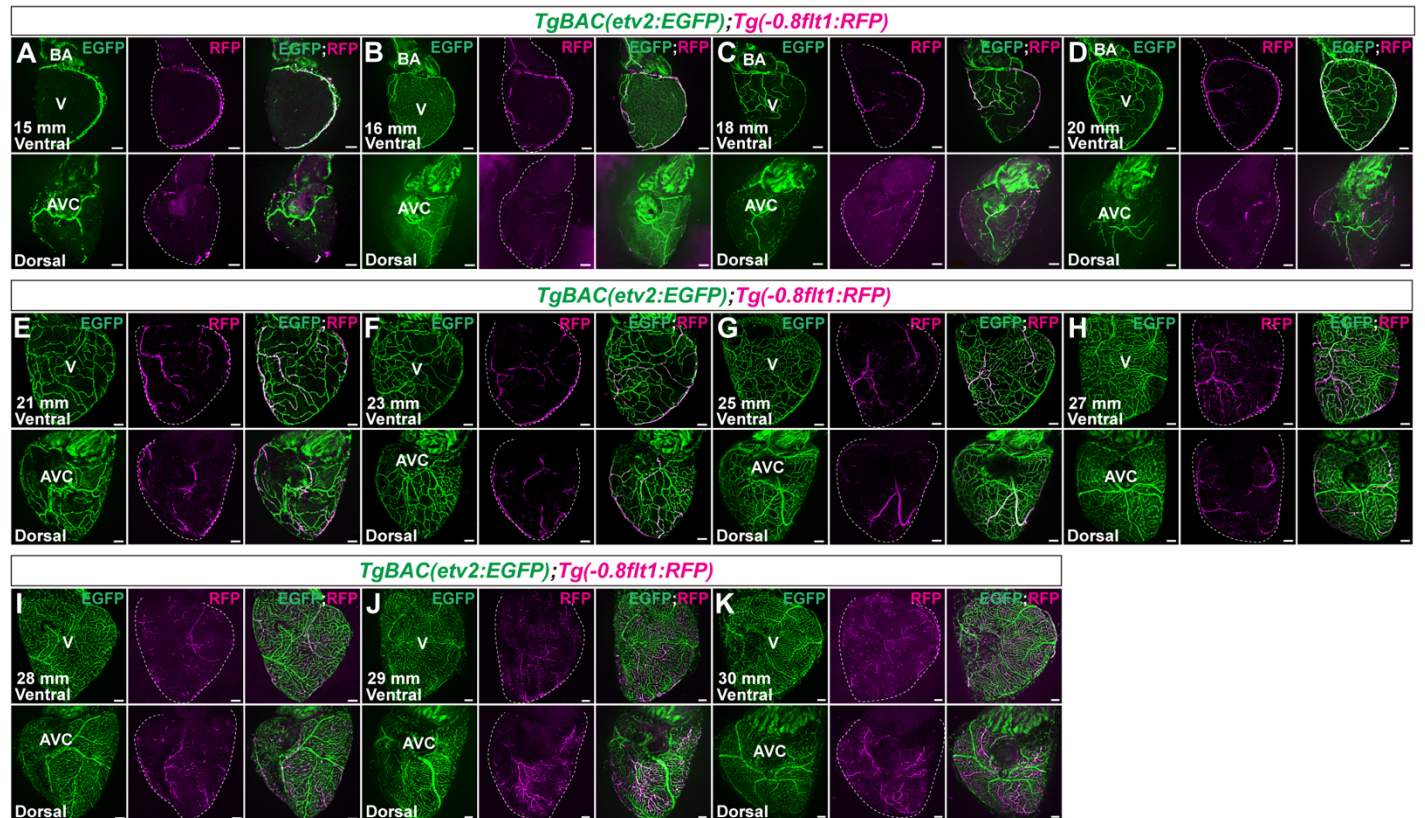

**Fig. S2. Characterization of coronary development from the expansion to maturation stages (Related to Figure 1)**

(A-K) Wholemount images of *TgBAC(etv2:EGFP); Tg(-0.8flt1:RFP)* ventricles from 15- to 20-mm (expansion I stage) (A-D), 21- to 27-mm (expansion II stage) (E-H), and 28- to 30-mm (maturation stage) (I-K) long zebrafish. Scale bars: 100 μm.

Supplementary Figure 3

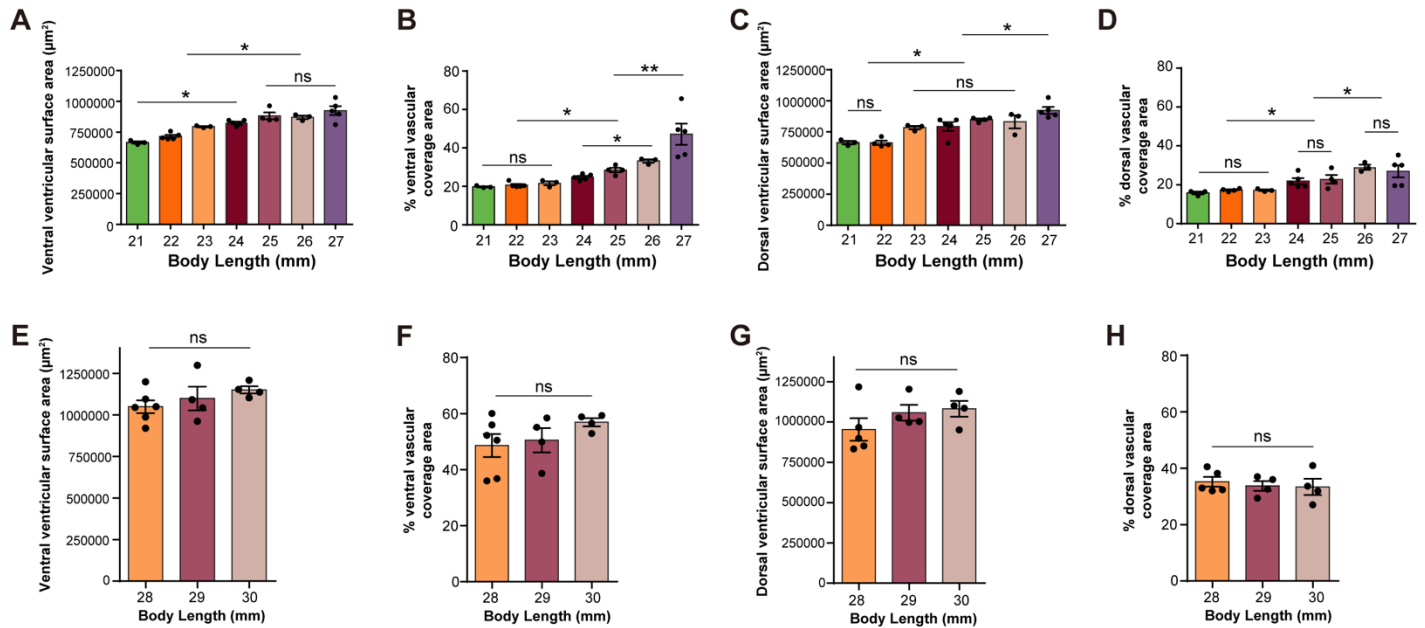

**Fig. S3. Coronary network growth quantification during the expansion II and maturation stages (Related to Figure 1)**

(A-D) Quantification of ventral (A) and dorsal (C) ventricular surface areas, percentage of ventral (B) and dorsal (D) vessel coverage in 21- to 27-mm-long zebrafish (expansion II stage).

(E-H) Quantification of ventral (E) and dorsal (G) ventricular surface areas, percentage of ventral (F) and dorsal (H) vessel coverage in 28- to 30-mm-long zebrafish (maturation stage).

Data in graphs expressed as mean ± SEM. ns, no significant difference, \*p < 0.05, \*\*p < 0.01.

Supplementary Figure 4

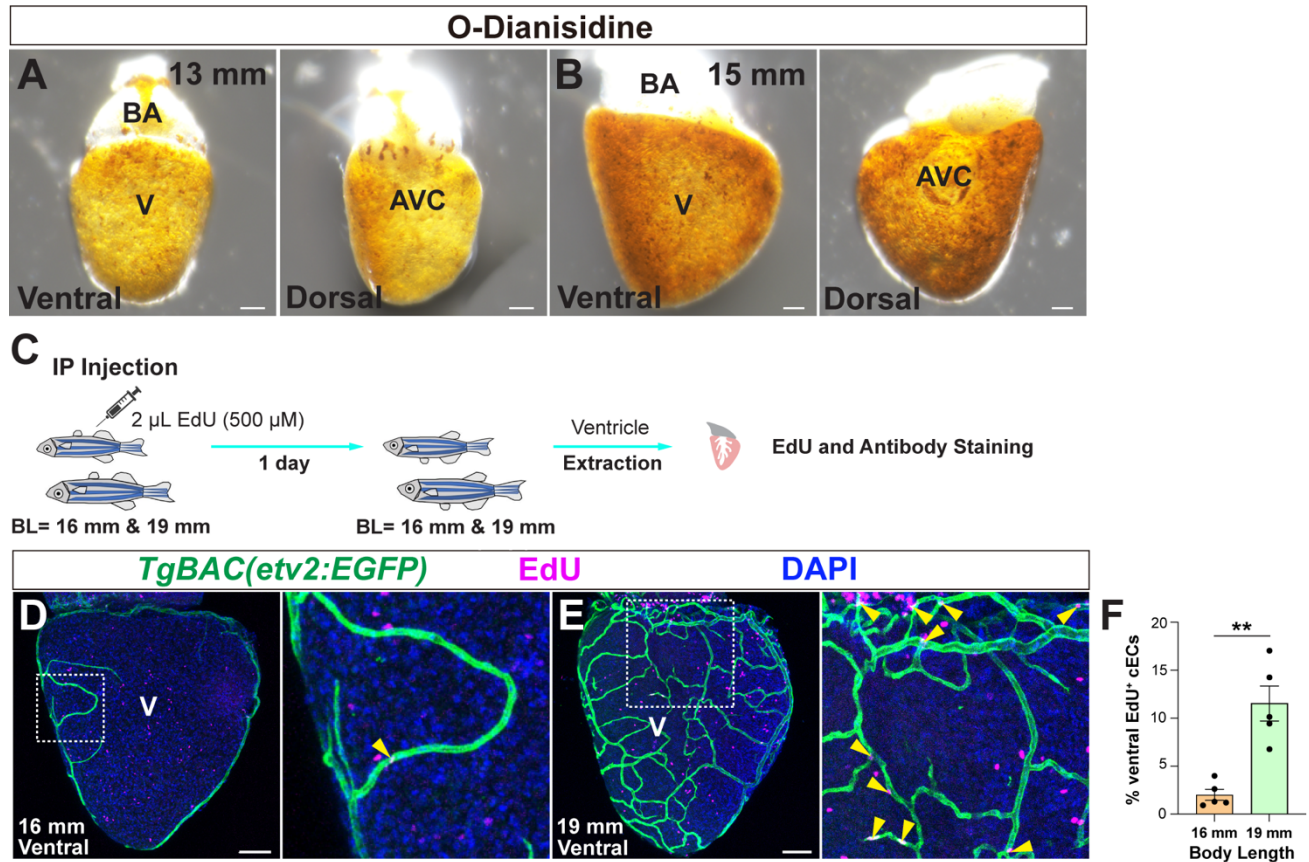

**Fig. S4. O-Dianisidine and EdU stainings (Related to Figure 1)**

(A) Wholemount ventricles from 13- and 15-mm-long zebrafish stained with O-Dianisidine.

(C) Schematic diagram of EdU administration and antibody staining. BL, body length.

(D-E) Wholemount images of *TgBAC(etv2:EGFP)* ventricles from 16- (D) and 19- (E) mm-long zebrafish stained for EGFP (coronary ECs, green), EdU (proliferating cells, magenta) and DNA (blue). Yellow arrowheads point to EdU<sup>+</sup> cECs.

(F) Percentage ventral EdU<sup>+</sup> cECs in 16- and 19-mm-long zebrafish.

Data in graphs expressed as mean  $\pm$  SEM. \*\* $p < 0.01$ . Scale bars: 100  $\mu$ m.

## Supplementary Figure 5

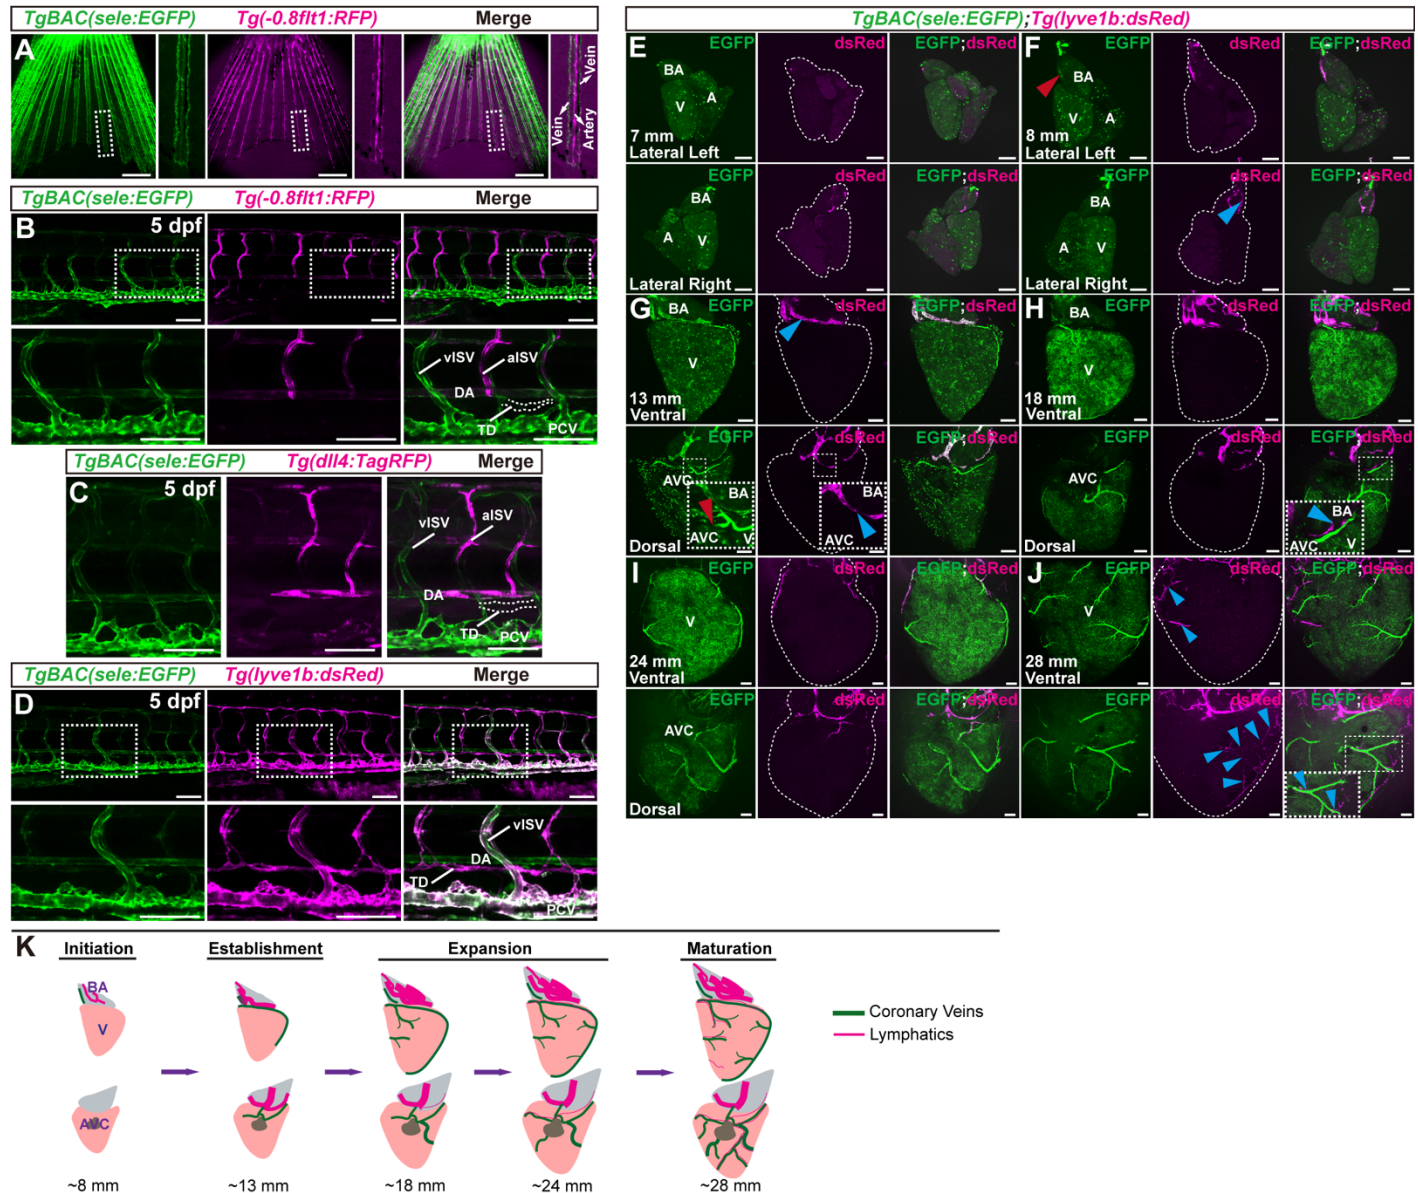**Fig. S5. *TgBAC(sele:EGFP)* expression (Related to Fig. 2)**

(A) Images of an adult *TgBAC(sele:EGFP)*; *Tg(-0.8flt1:RFP)* zebrafish fin. Insets show high-magnification images of a fin ray. EGFP<sup>+</sup>/RFP<sup>low</sup> signal is detected in veins and EGFP<sup>+</sup>/RFP<sup>high</sup> labels arterial vessels.

(B-D) Images of zebrafish trunk vasculature in *TgBAC(sele:EGFP)*; *Tg(-0.8flt1:RFP)* (B), *TgBAC(sele:EGFP)*; *Tg(dll4:TagRFP)* (C) and *TgBAC(sele:EGFP)*; *Tg(lyve1b:dsRed)* (D) at 5 days post-fertilization (dpf). alSV, arterial intersegmental vessels; viSV, venous intersegmental vessels; DA, dorsal aorta; TD, thoracic duct; PCV, posterior cardinal vein.

(E,F) Wholemount images of *TgBAC(sele:EGFP); Tg(Iyve1b:dsRed)* hearts from 7- (E) and 8- (F) mm-long zebrafish. Red arrowhead points to a *sele:EGFP*<sup>+</sup> vessel, blue arrowhead points to *Iyve1b:dsRed*<sup>+</sup> lymphatic vessels on the BA.

(G,H) Wholemount images of *TgBAC(sele:EGFP); Tg(Iyve1b:dsRed)* ventricles from 13- (G) and 18- (H) mm-long zebrafish. Red arrowhead points to *sele:EGFP*<sup>+</sup> vessels extending from the AVC, blue arrowheads point to *Iyve1b:dsRed*<sup>+</sup> lymphatic vessels in the junction between the BA and the ventricular base.

(I,J) Wholemount images of *TgBAC(sele:EGFP); Tg(Iyve1b:dsRed)* ventricles from 24- (I) and 28- (J) mm-long zebrafish. Blue arrowheads point to *Iyve1b:dsRed*<sup>+</sup> lymphatic vessels on the ventricular surface.

(K) Schematic diagram of coronary vein and lymphatic development.

Scale bars: 1000  $\mu$ m (A), 500  $\mu$ m (B-D), 100  $\mu$ m (E-K).

Supplementary Figure 6

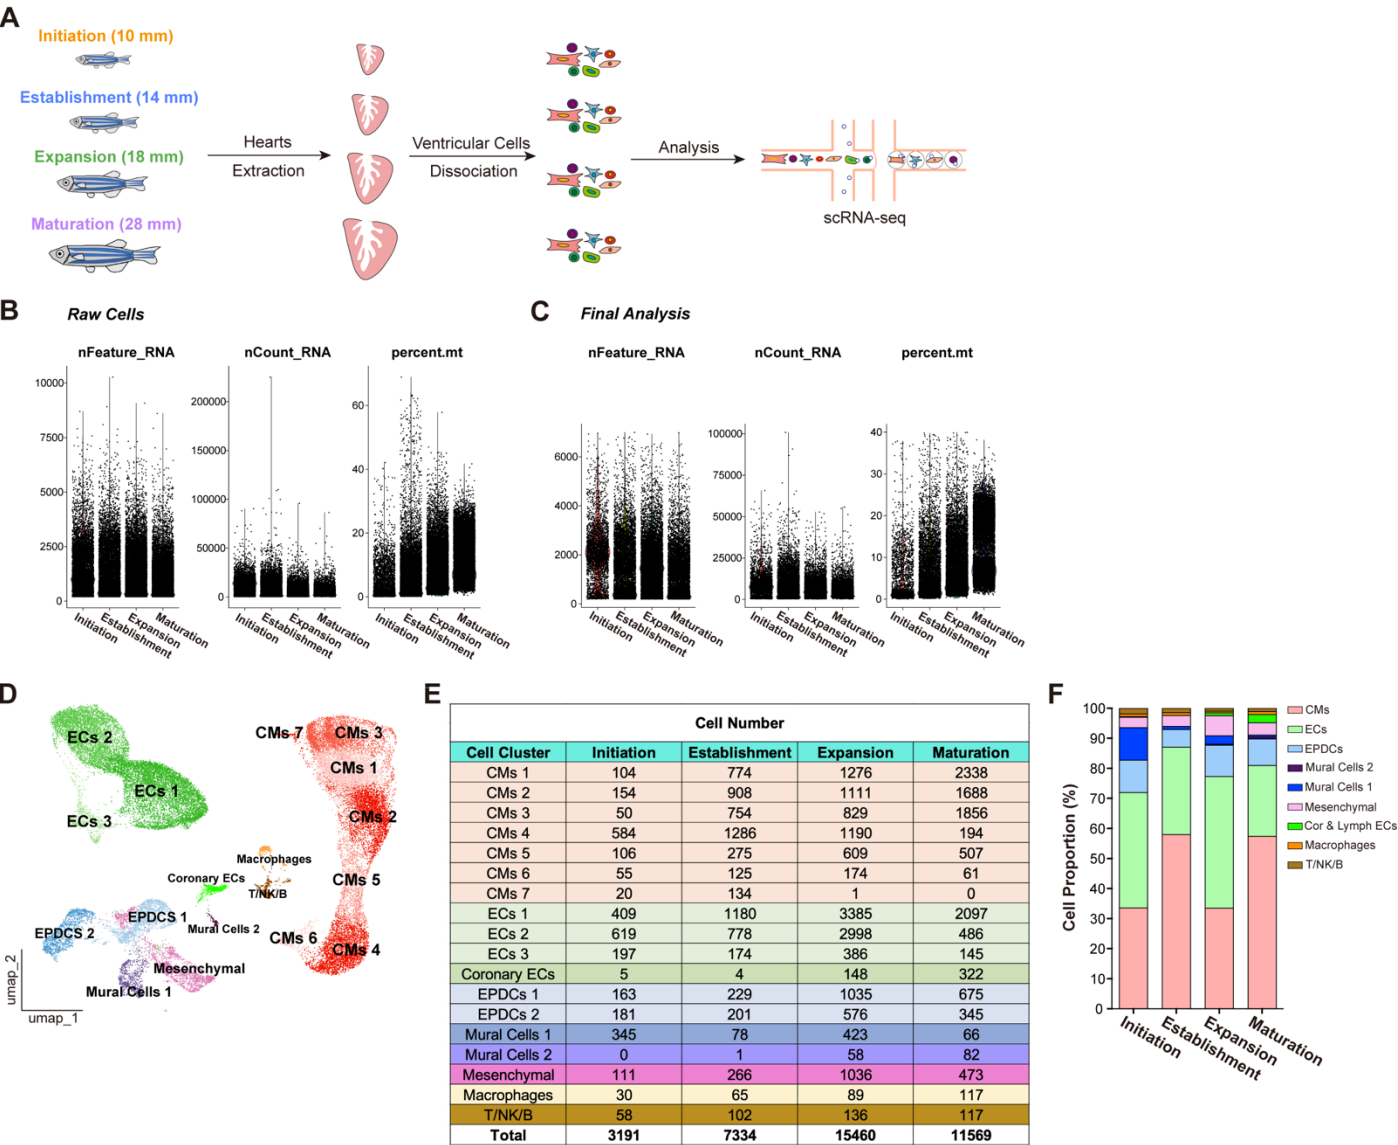

**Fig. S6. scRNA-seq analysis during heart development (Related to Figure 3)**

- (A) Experimental workflow of ventricular cell dissociation from zebrafish hearts at four different stages of coronary development for scRNA-seq analysis.
- (B,C) Quality control metrics of scRNA-seq data in raw cells (B) and final analysis (C).
- (D) Combined UMAP plot visualizing eighteen cell clusters identified using aggregated data of four coronary developmental stages.
- (E,F) Cell number per cluster (E) and cell proportion percentage (F) at each stage.

**A**

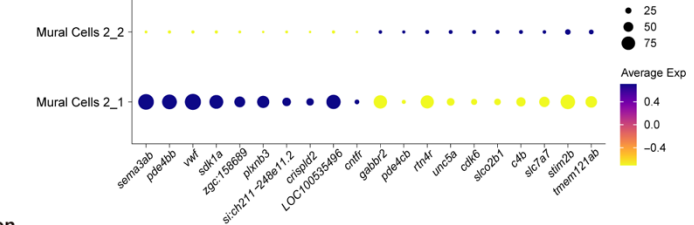

**(B)** Dot plot showing average expression and abundance of top ten marker genes in ECs.

(C) Combined UMAP plots of EPDCs showing six subclusters identified using aggregated data from all stages analysed and followed by split UMAP plots showing these subclusters at each stage.

(D) Dot plot showing average expression and abundance of top ten marker genes in EPDCs.

(E) Combined UMAP plots of Mural Cells 2 showing two subclusters identified using aggregated data from all stages analysed and followed by split UMAP plots showing these subclusters at each stage.

(F) Dot plot showing average expression and abundance of top ten marker genes in Mural Cells 2.

Supplementary Figure 8

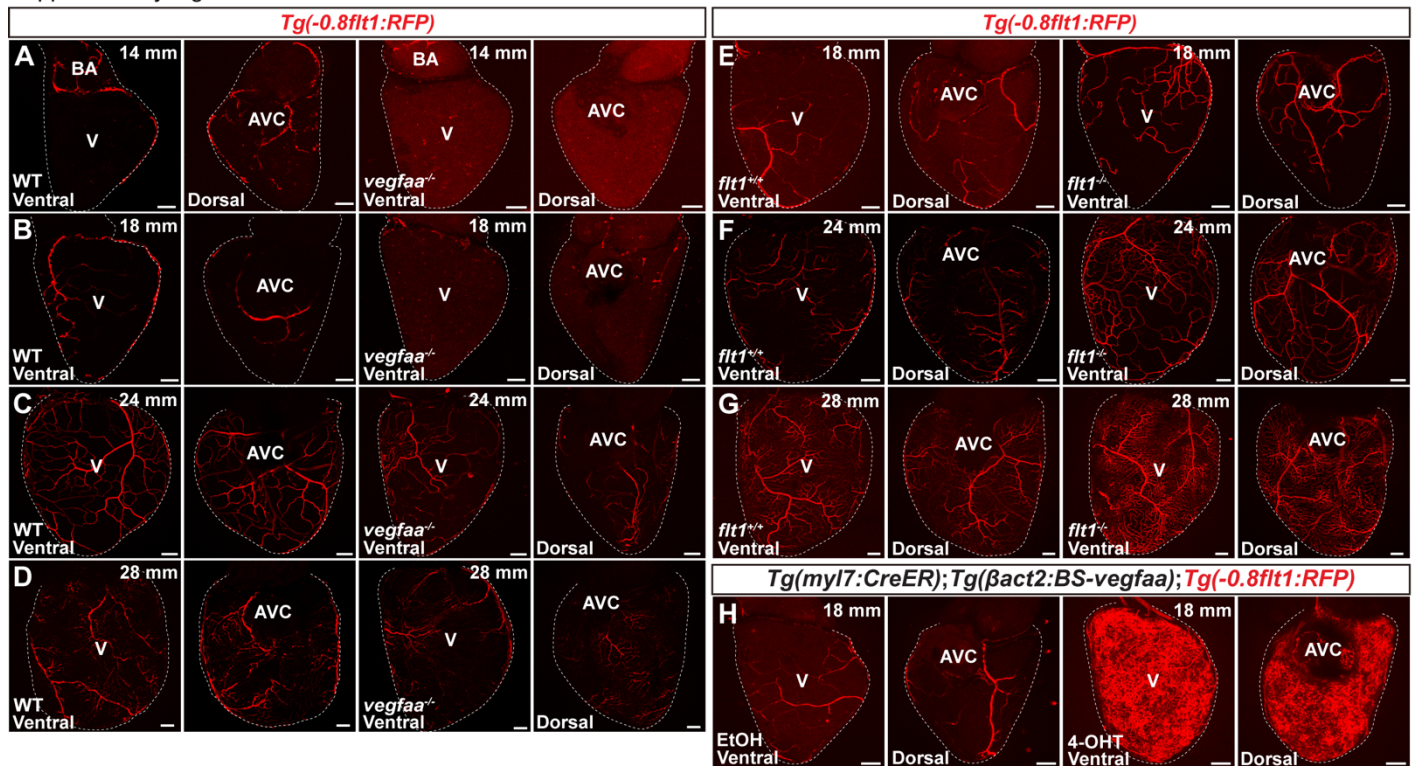

**Fig. S8. Manipulation of Vegfa signaling alters *-0.8flt1:RFP* expression (Related to Fig. 4 and 5)**

(A-D) Wholemount images of *Tg(-0.8flt1:RFP)* ventricles from 14- (A), 18- (B), 24- (C) and 28- (D) mm-long WT and rescued *vegfaa*<sup>-/-</sup>.

(E-G) Wholemount images of *Tg(-0.8flt1:RFP)* ventricles from 18- (E), 24- (F) and 28- (G) mm-long *flt1*<sup>+/+</sup> and *flt1*<sup>-/-</sup>.

(H) Wholemount images of *Tg(myf7:CreER); Tg(βact2:BS-vegfaa); Tg(-0.8flt1:RFP)* ventricles from 18-mm-long control and tamoxifen (4-OHT) treated (*vegfaa*<sup>OE</sup>) fish.

Scale bars: 100 μm.

## Supplementary Figure 9

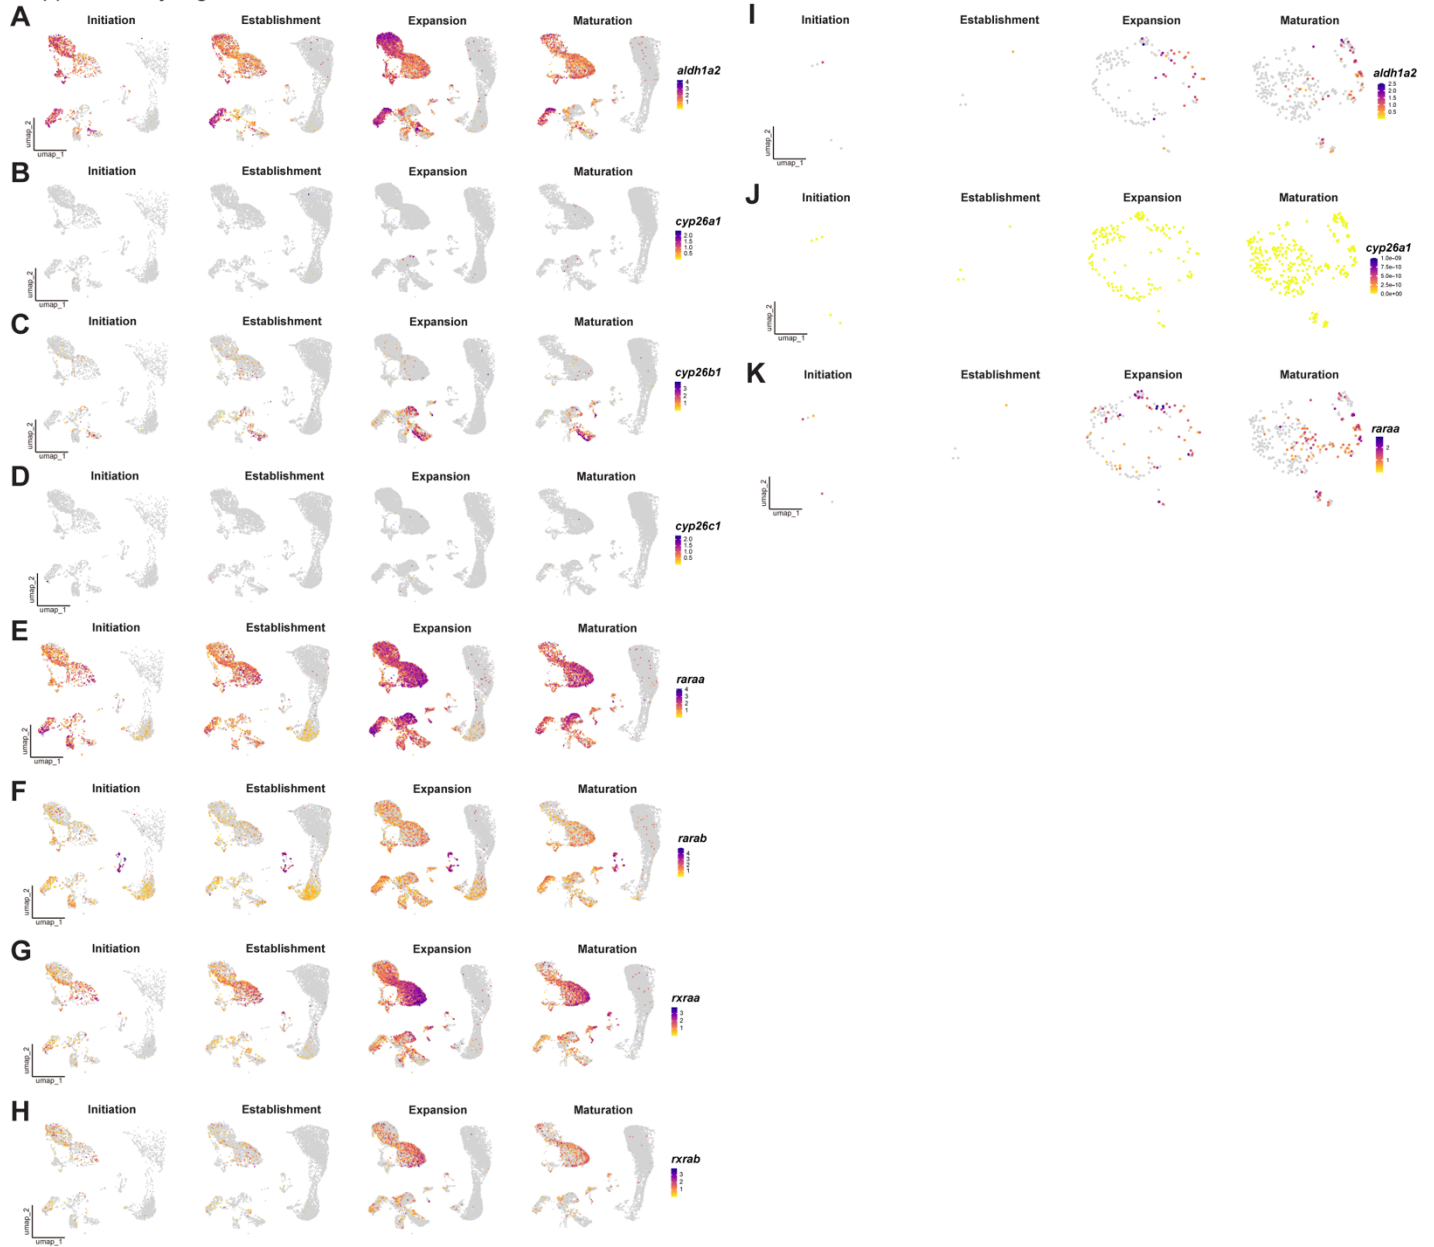

**Fig. S9. Expression analysis of genes encoding components of retinoic acid (RA) signaling across all cell types during coronary development (Related to Figure 4)**

(A-H) UMAP plots showing *aldh1a2* (A), *cyp26a1* (B), *cyp26b1* (C), *cyp26c1* (D), *raraa* (E), *rarab* (F), *rxraa* (G) and *rxrab* (H) expression in all ventricular cells during different stages of coronary development.

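The UMAP plots of this figure colour each cell by its own value, so a few cells with single UMIs can be seen where the summed level is low. The cells marked as possible doublets can carry RNA of more than 1 type: in coronary ECs at expansion the level of rxrab was 11.0 CPM with these cells and 0 without them. The levels of rarab and rxraa in coronary ECs were 50.8 and 102 CPM at expansion and 50.2 and 97.5 CPM at maturation.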

(I-K) UMAP plots showing *aldh1a2* (I), *cyp26a1* (J) and *raraa* (K) expression in coronary ECs during different stages of coronary development.

Supplementary Figure 10

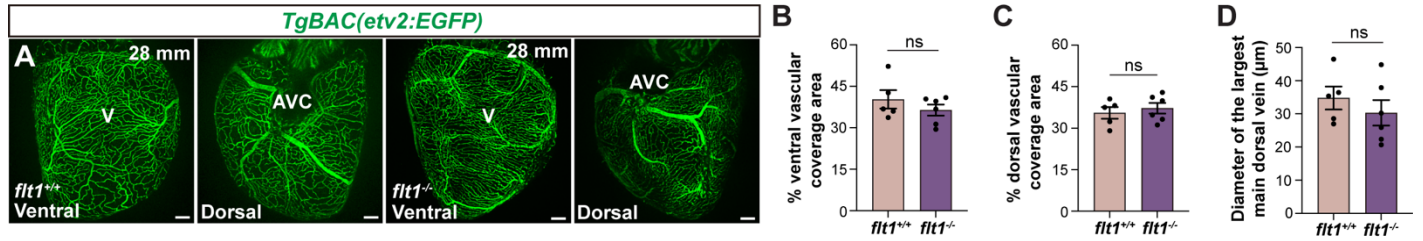

**Fig. S10. *flt1* mutant phenotypes at maturation stage (Related to Figure 5)**

(A) Wholemount images of *TgBAC(etv2:EGFP)* ventricles from 28-mm-long *flt1*<sup>+/+</sup> and *flt1*<sup>-/-</sup>.

(B-D) Quantification of ventral (B) and dorsal (C) percentage of vessel coverage, and diameter of the largest main dorsal coronary vein (D) in 28-mm-long *flt1*<sup>+/+</sup> and *flt1*<sup>-/-</sup>.

Data in graphs expressed as mean  $\pm$  SEM. ns, no significant difference. Scale bars: 100  $\mu$ m.

Supplementary Figure 11

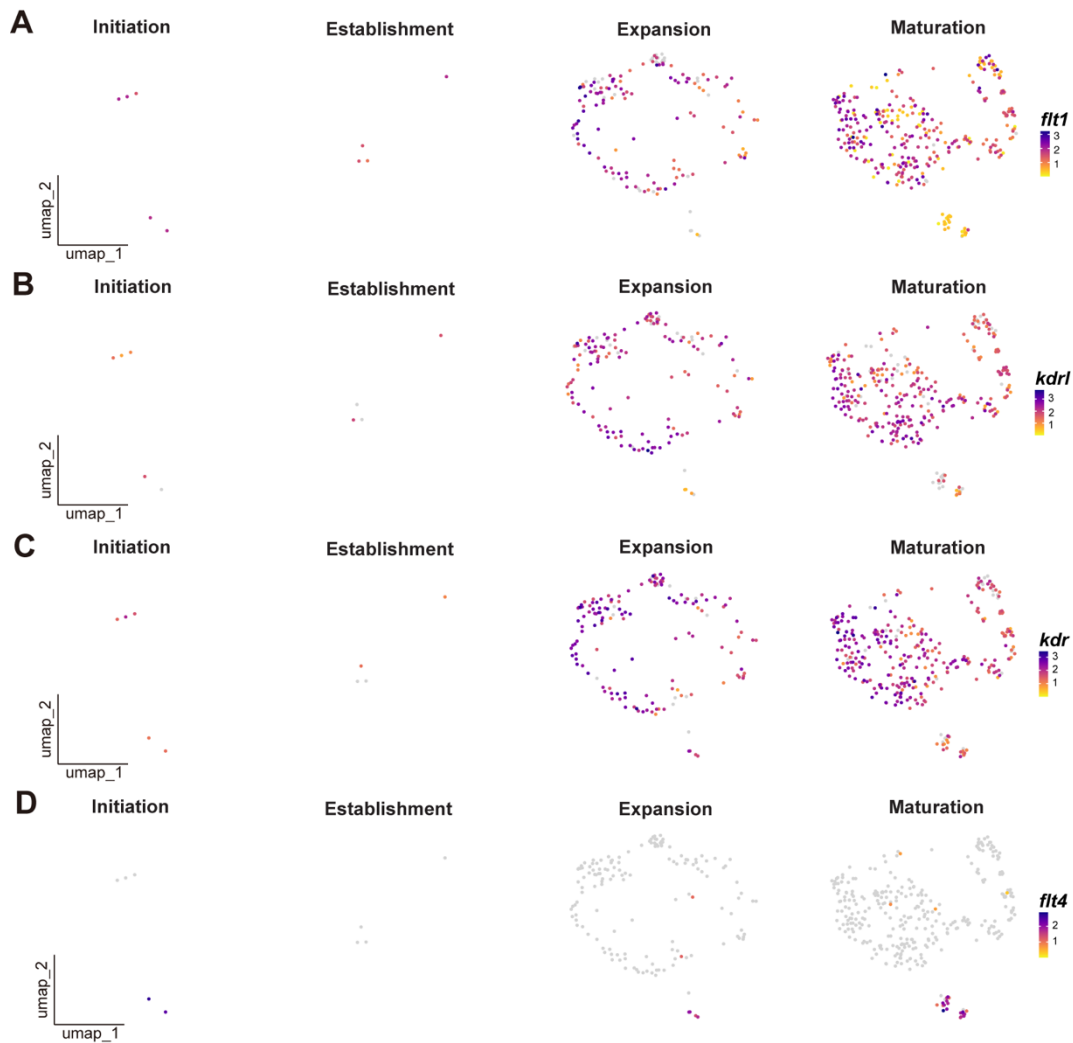

**Fig. S11. Expression analysis of genes encoding Vegf receptors in coronary ECs during coronary development (Related to Figure 4 and 5)**

(A-D) UMAP plots showing *flt1* (A), *kdrl* (B), *kdr* (C) and *flt4* (D) expression in coronary ECs during different stages of coronary development.

Supplementary Figure 12

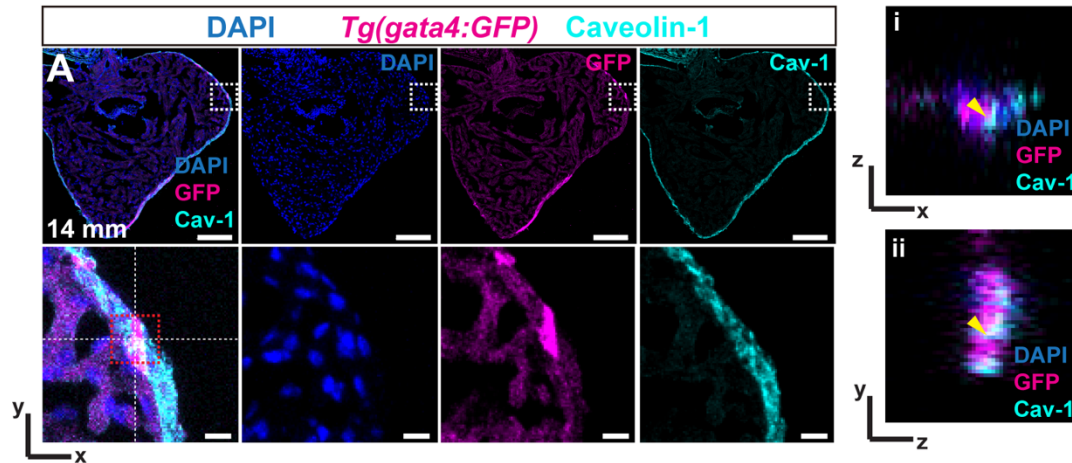

**Fig. S12. Non-cardiomyocyte *gata4:GFP*<sup>+</sup> expression in 14 mm long zebrafish (Related to Fig. 6)**

(A) *Tg(gata4:GFP)* ventricular section from a 14-mm-long zebrafish stained for epicardium (Caveolin-1, cyan), *gata4:GFP* (magenta) and DNA (blue). Orthogonal views in xz (i) and yz (ii) axes. Yellow arrowheads point to co-localization of DAPI<sup>+</sup>, GFP<sup>+</sup> and Cav-1<sup>+</sup> signals.

Supplementary Figure 13

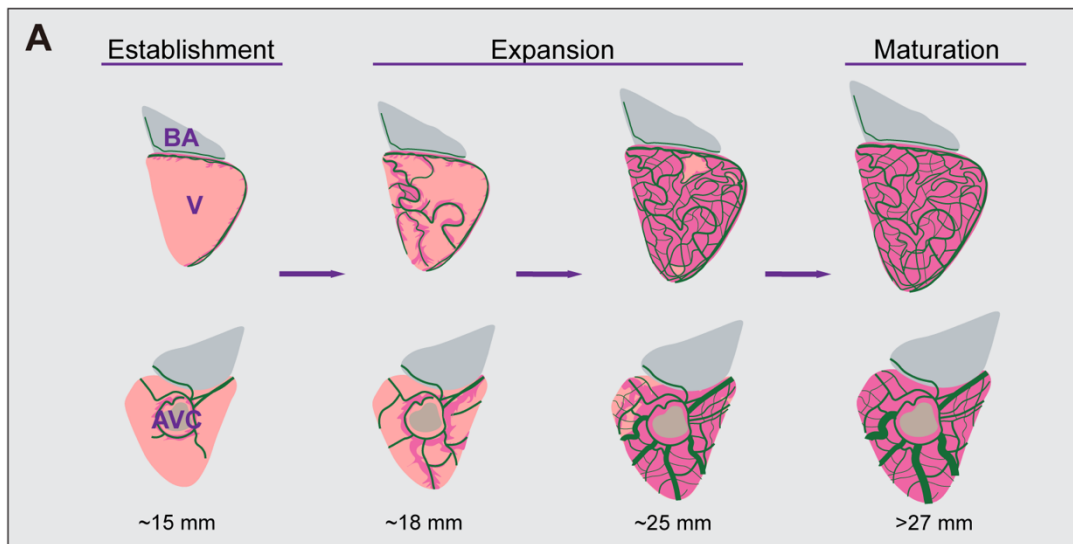

**Fig. S13. Schematic diagram of CM growth and expansion (Related to Fig. 6)**

(A) Schematic representation showing cortical CM growth and expansion in coordination with coronary vessels.

Supplementary Figure 14

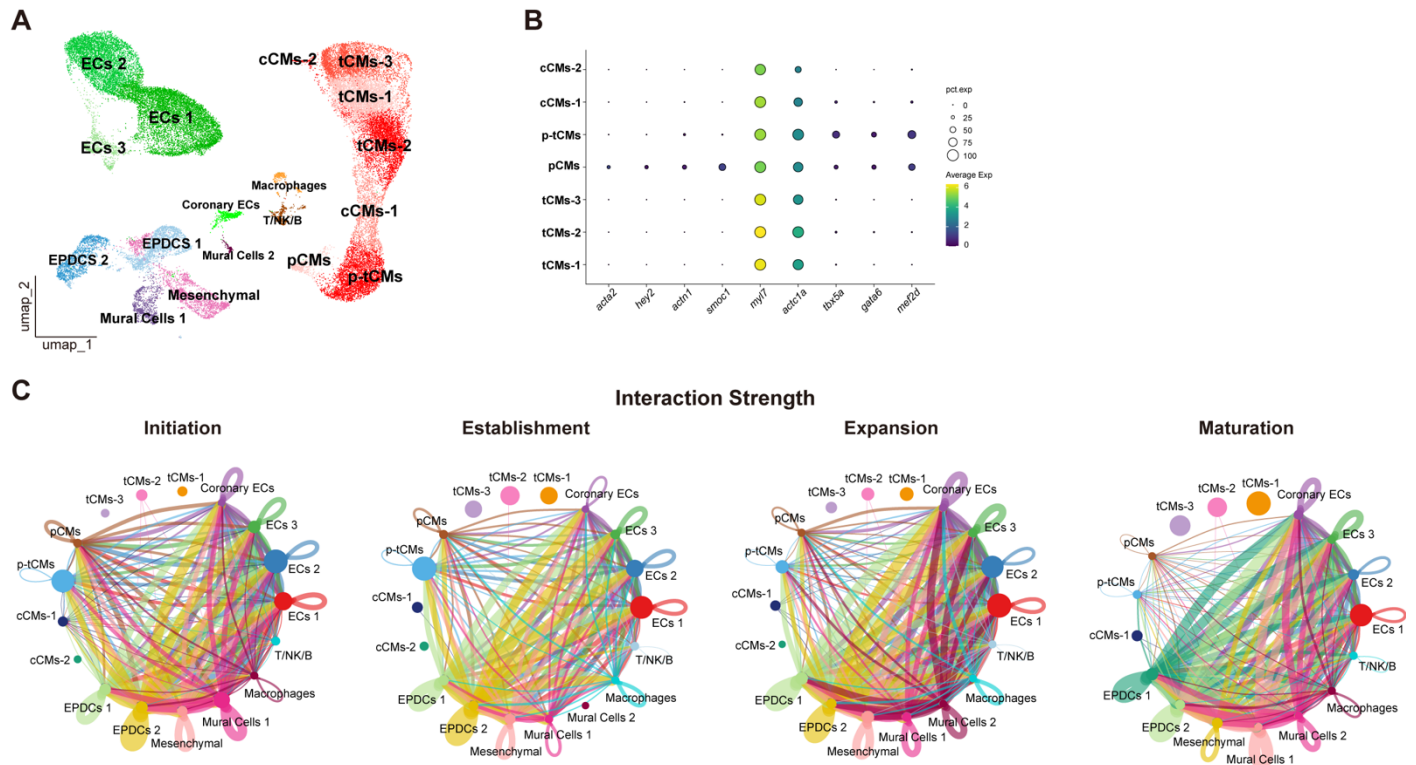

**Fig. S14. Identification of CM clusters and analysis of cell-cell interaction strength among all ventricular components (Related to Fig. 7)**

(A,B) Combined UMAP plot visualizing eighteen cell clusters, including seven CM subtypes identified using aggregated data of four coronary developmental stages (A) and dot plot showing average expression and abundance of selected CM marker genes corresponding to CM subtypes (B). pCMs, primordial CMs; p-tCMs, primordial-trabecular CMs; tCMs, trabecular CMs; cCMs, cortical CMs.

(C) Circle plots showing differential cell-cell communication networks between all ventricular components during coronary development. Each node in the circle plot represents a cell cluster, with the node size being proportional to cell number. Edges connect nodes, indicating communication between cell clusters. Edge width represents communication strength.

Supplementary Figure 15

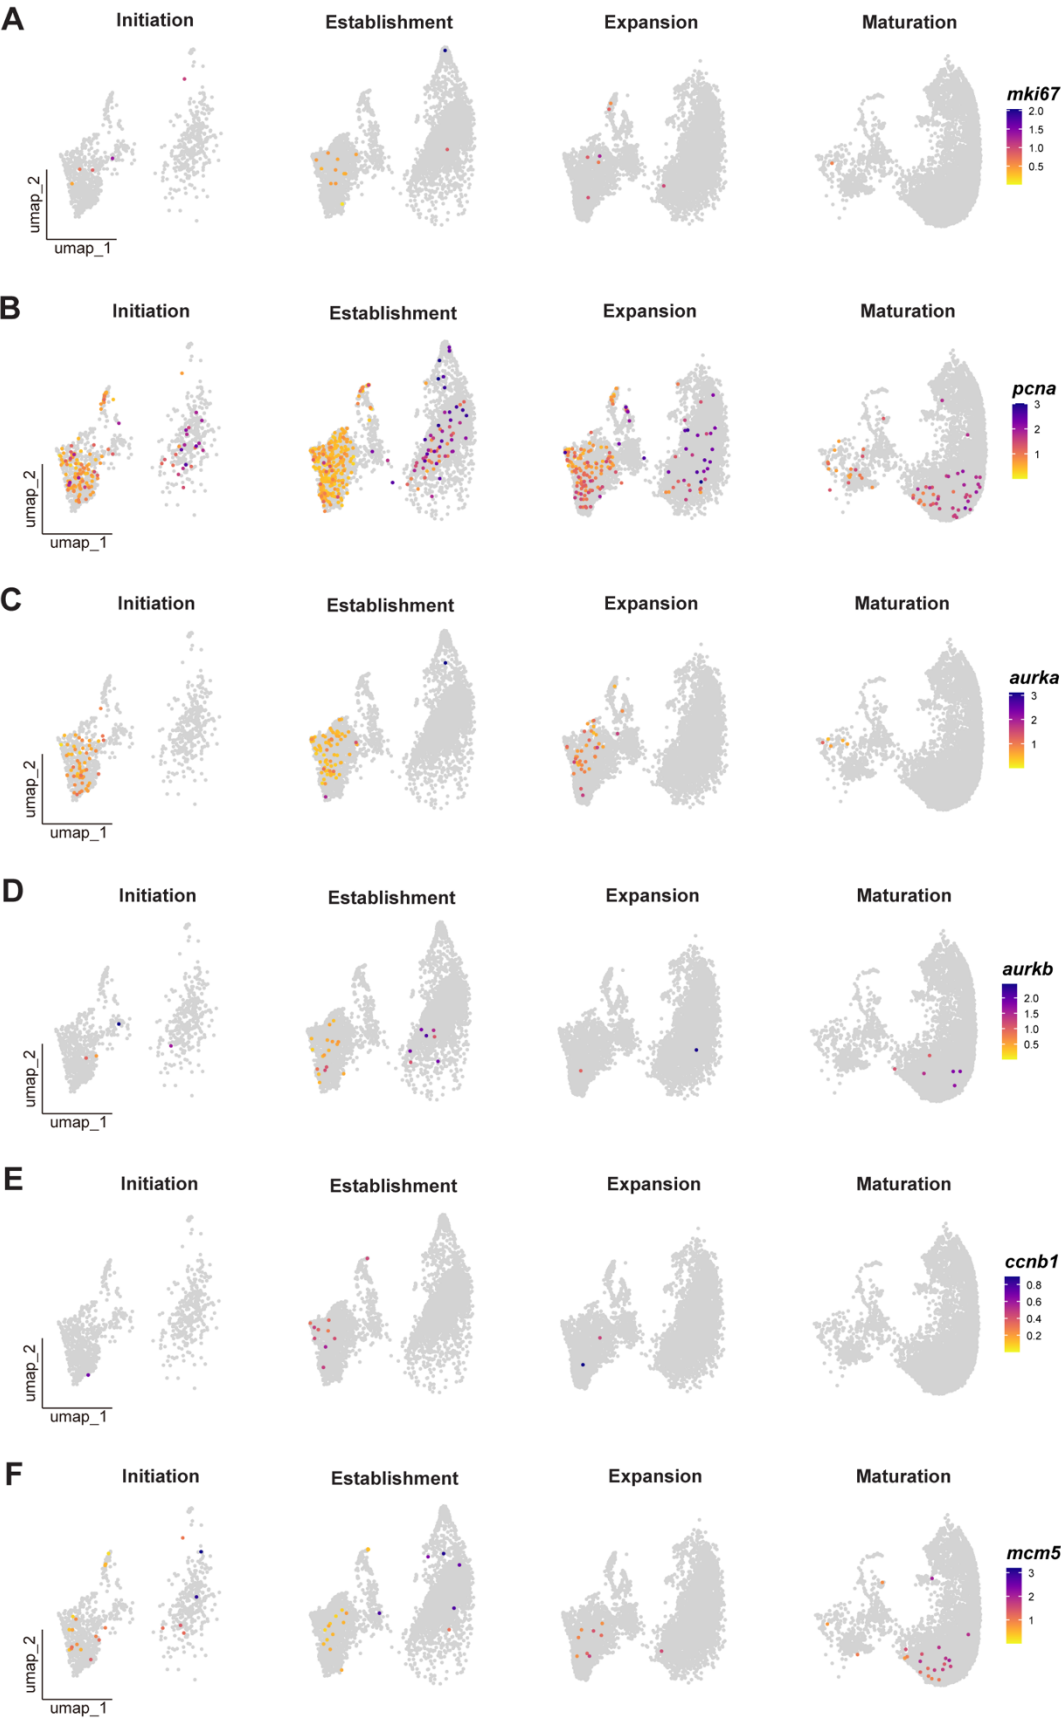

**Fig. S15. Expression analysis of genes encoding cell-cycle regulators in CMs during coronary development (Related to Fig. 7)**

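Single genes of this set were counted in few CMs. In all CMs, mki67 had 0.555 CPM at initiation (0.180 to 1.30), 0.433 at establishment, 0.497 at expansion and 0.0983 at maturation, the last from 1 UMI. The gene aurka had 7.88, 2.90, 2.92 and 0.492 CPM, and mcm5 had 3.55, 0.967, 0.497 and 1.77 CPM. In the primordial-like subcluster, mki67 was counted at expansion alone, with 3 UMIs, and its 0 UMIs at initiation allow up to 3.74 CPM.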

(A-F) UMAP plots showing *mki67* (A), *pcna* (B), *aurka* (C), *aurkb* (D), *ccnb1* (E) and *mcm5* (F) expression in CMs during different stages of coronary development.

**Table S1. Summary of scRNA-seq QC Metrics**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

**Table S2. Number of cells retained**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

**Table S3. All markers at each cluster**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

**Table S4. Initiation all interactions**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

### **Table S5. Establishment all interactions**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

### **Table S6. Expansion all interactions**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

### **Table S7. Maturation all interactions**

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205065#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

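The deposited data are single-cell RNA sequencing counts of 4 libraries, each from 1 pool of zebrafish ventricles: 25 ventricles at initiation (10 mm, 1.5 months), 18 at establishment (14 mm, 2 months), 12 at expansion (18 mm, 2.5 months) and 5 at maturation (28 mm, 8 months). The paper states that 14000 cells per sample were used with a 10x Chromium 3' kit. The authors counted the reads with Cell Ranger against GRCz11 with the annotation of Lawson and colleagues. The paper's methods and the headers of the files name different versions of Cell Ranger, and the headers name 7.1.0. The versions may differ in whether reads of introns are counted, which would change all UMI and gene counts, and the files do not tell. The files hold raw UMI counts per gene and barcode for 36351 genes, without normalization and before the selection of cells. With 1 library per stage there are no replicates, so no test between stages was made and no p-value is given. Intervals are exact binomial (Clopper-Pearson) or exact Poisson intervals at 95% and cover counting error only. Where a count is 0, the level it allows is that of 3 counts.

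Cells were selected after the method of Cell Ranger 6. The 99th percentile of the UMIs of the top 3000 barcodes, divided by 10, gave the first limit. Up to 20000 further barcodes with at least 500 UMIs were then tested against the ambient profile of the barcodes ranked 45001 to 90000, with 10000 simulations and a false discovery rate of 0.01. Cells with under 200 genes or over 40% mitochondrial UMIs were removed, as the paper's methods state. The paper's text names no step for doublets or ambient RNA, so both were kept. Doublets were scored after the method of Scrublet, with 0.8% of the cells marked per 1000 cells called, which marked 616 cells at initiation, 1376 at establishment, 3184 at expansion and 1798 at maturation.

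A first clustering of the merged libraries was used to remove blood cells and cells over the mitochondrial limit. The libraries were then log-normalized and integrated in Seurat 5.3.0 by reciprocal principal components, with 2000 variable genes, 30 components, 20 neighbours and Louvain clustering at a resolution of 0.8. The paper used Seurat v4 with SCTransform, which was not repeated. The 27 genes reported as results were left out of the variable genes. Clusters were named from 20 lists with 148 marker entries written before the counts were seen, of which 145 are in the files. The lists came from the paper's Fig. 3 and Fig. 7, from general knowledge and, for coronary ECs and endocardium, also from Table S3, which the study picked from these libraries and of which a shortened copy was at hand. A name needed a mean log2 fold of at least 0.25 over the other cells, with 10 CPM added, and at least 3 markers found in 10% of the cells, and clusters with few UMIs for their libraries also needed a marker among their 10 leading genes. Red blood cells and thrombocytes were removed, cells of clusters named as other than CMs were held to 12% mitochondrial UMIs, and the rest was clustered again. Subclusters of coronary ECs, CMs, ECs, EPDCs and mural cells 2 were made in the same way on the integrated values, and a name for them also needed a marker among the 10 leading genes.

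These choices were made after the clusters had been seen: the minimum of 0.25, lowered from 0.5, the naming of ECs by either of 2 lists, the exemption of unnamed clusters from the limit of 12%, the marker among the 10 leading genes of a subcluster, the limit of 500 genes for CM subclusters with few genes and the choice of coronary EC subclusters with genes of other types. The removal of blood cells after the second clustering also came to need a blood marker among the 10 leading genes, after a cluster of 432 cells led by myh6 had been seen to score 1.10 in the red blood cell markers. Without this rule those cells would have been removed as blood, and with it the final cells at initiation are further from the number in Table S1. The rule was applied to all alternatives as well. A trial clustering of coronary ECs without integration had also been looked at. The test of erbb4b against depth was first taken over all stages together and was put within each stage after its value had been seen. Mitochondrial UMIs were counted over the 12 names that start with mt-, which leaves out transcripts listed under other names. The names ano7, fabp4a, gjb10 and vmhc were matched through the gene table, and elna, foxs1 and mmp13a.1 are not in the files. No list was fixed for trabecular CMs, although the paper's text names tbx5a, gata6 and mef2d for them, which were entered only in the list of primordial-trabecular CMs.

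The clusters depend on the kernel that the OpenBLAS library picks for the processor. The kernel was set to Haswell so that the work can be repeated elsewhere. This setting was fixed before its output was seen, but a full analysis with the kernel native to the first machine had been worked out before, and with it the results of all tests had been seen. That first analysis had cell numbers nearer to those of Fig. S6E for EPDCs and mesenchymal cells and also named neutrophil, Schwann and T/NK/B cells. It was not kept because it depends on the machine. The Sandybridge and Nehalem kernels were added as alternatives afterwards, and the reported analysis stands apart from both in EPDCs, mesenchymal cells and the smallest clusters.

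The genes in the text were fixed by a rule set before the counts were seen: those that the paper's text names for its single-cell data, the markers of its subtypes, and the leading genes of a cluster, which are given only to say what the cluster is. The genes ctrb1 and myh6 and the lists of neutrophil and Schwann cell markers were followed further after they had been seen to lead a cluster. Expression was given as summed UMIs per 1000000. Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs. The share of ambient RNA in a cell type was estimated from 13 haemoglobin genes. Pair scores were the product of ligand and receptor averages over the sum of 0.5 and that product. The numbers of ligand and receptor pairs in Fig. 7 were not computed, because the copies of Tables S4 to S7 at hand are shortened and no database of such pairs was at hand. Lists of 4 atrial, 5 ventricular and 13 acinar genes were written before the tests that use them, but after the clusters led by myh6 and ctrb1 had been seen.

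The alternatives were another selection of cells, no integration, resolutions of 0.4 and 1.6, no limit of 12%, removal of marked doublets, subtraction of ambient RNA, the mean over cells' own CPM, thinning to 500 and 2000 UMIs and other averages in the scores. They made 84 planned entries, and 27 were added later.

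The steps were tested on simulated data, first run after the steps had been used on the real counts. In 1000 simulated cells with 200 genes changed, all 100% had the right direction, with a median absolute error of 0.0850 on the log2 scale, and the largest error among 4621 unchanged genes was 0.617. Of 2000 cells thinned to few UMIs, 96.2% of those tested were called at expansion, with 27 of 18065 empty droplets. At maturation 826 of 2000 were not tested, because they had fewer UMIs than the 1623 of the last tested barcode, and 81.6% of the 711 tested were called, with 0 of 19289 empty droplets. In the first versions of this simulation few or none of the thinned cells at maturation were called. The simulation was then changed, to hold more deep cells and to draw as many times as the real analysis does, and cells too small to be tested were counted apart. The calling itself was left as it was. Of 800 simulated doublets, 45.4% were among as many highest scores, against 10.0% by chance, so the marks miss many doublets. Thinning changed a share by at most 1.38 percentage points. The work used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3.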

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

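The tests chosen only after the result was seen are the doublet test of the myh6-led cells and the comparison of ctrb1 between CMs and ECs, and the atrial and acinar tests were chosen after the pattern, though not their value, had been seen. The paper's text reports neither of the following signals, which lie in cells or genes it does not discuss, and each stood above the limit that a count of 0 allows.

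A cluster led by myh6, which stayed without a name, held 314 of the 3644 clustered cells at initiation, 8.62% (7.73% to 9.58%), against 46 cells at establishment, 50 at expansion and 22 at maturation. The gene myh6 had 12408 CPM in the cells of initiation and 31.6 CPM in the CMs of that stage. Doublets are argued against at initiation, since 7.32% of the cells were marked, but they stay open for the few cells of establishment and expansion, of which 41.3% and 98.0% were marked. Atrial tissue in the ventricle pool may be the source: a list of 5 ventricular genes was lower relative to a list of 4 atrial genes by a log2 difference of -2.53. In the ventricular list, myh7 had 24.7 CPM against 2123 in the CMs, irx1a 0.531 against 31.9 and hey2 1.33 against 6.66, while irx1b and irx4a had no UMI in these cells and 0.111 CPM each in the CMs. In the atrial list, nr2f1a had 17.3 CPM against 0.333 and nppa 3984 against 1227, tbx5a differed little with 239.8 against 203, and nr2f1b was at 0 in both. The ventricular CMs thus express 2 of the 4 atrial genes, nppa and tbx5a, too. A part of the ventricle with an atrial-like program, such as the border to the atrium, stays open, as does a difference between the stages in dissection, and neither was tested. The unnamed cluster led by scn4ab also had myh6, tnnc1b and chrm2a among its 10 leading genes. It held 41 cells at initiation, 47 at establishment, 132 at expansion and 101 at maturation. Counting it too would make the contrast between the stages less steep.

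The gene ctrb1, which encodes a pancreatic protease precursor, had 206 CPM in CMs at maturation (197 to 215), from 2094 UMIs, against 3.66 CPM at initiation, 16.0 at establishment and 38.8 at expansion. It also had 43.6 CPM in the ambient droplets of maturation. Pancreatic tissue in the pool is argued against: among the 13 other genes of acinar cells, the highest ambient level was 0.171 CPM, for prss1. Ambient RNA alone would give all types a like level, but the level in CMs was 11.5 times that in ECs, which had 18.0 CPM, while EPDCs had 6.87 CPM. A transcript of CMs that reaches the ambient RNA from them is therefore a candidate explanation. Reads of another transcript counted on this gene stay open, since the files hold no reads, as does a difference between the stages.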

How the results depend on the processing

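The alternatives chosen only after the data were examined are the counting of unnamed clusters as CMs, the stricter minimum for a name, the naming of ECs by the endocardium list alone, the count of mitochondrial UMIs over all mitochondrial names and the other kernels of the linear algebra library. The others were set before the data were examined. With 1 library per stage, a value counts as moved when it left the 95% interval of its count, and a score or a count of subclusters when it moved by more than 1.5 times. The cause was not tested for any of these moves, unless a sentence says so.

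Coronary ECs had a higher share at expansion and maturation than at initiation and establishment under each of the alternatives, and the share of mural cells 1 fell, rose and fell again under each of them. Mural cells 2 had higher shares at expansion and maturation than at both early stages under each of them too, intervals aside. They fell from expansion to maturation only with all mitochondrial names counted, where few cells were left at maturation. Without possible doublets they were 12 of 14149 cells at expansion, 0.0848%, which cannot be told apart from the 0 of 3309 cells at initiation. CMs had a slightly lower share at maturation than at initiation in the reported analysis, within overlapping intervals. Their share at maturation was the higher of the 2 at both other resolutions, without possible doublets, with the Nehalem kernel, with unnamed clusters counted as CMs and with all mitochondrial names counted. Macrophages had a higher share at maturation than at initiation except with all mitochondrial names counted. EPDCs had a lower share at maturation than at initiation in the reported analysis, but a higher one at a resolution of 0.4, with the cells of Table S1 by UMI rank, with both other kernels and with all mitochondrial names counted.

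EPDCs and mesenchymal cells depend most plainly on the processing, since 1 cluster of 2572 cells stood at 1.47 for mesenchymal and 1.40 for EPDC markers and changes its name with small changes of the clustering. The clusters depend on the kernel with which the OpenBLAS library does the linear algebra, although the cells and settings are the same. The reported analysis used the Haswell kernel. With the Sandybridge kernel, 14 values moved and 18 did not. CMs made up 40.0% at establishment, and EPDCs 8.93% at initiation, 6.31% at establishment, 11.4% at expansion and 10.9% at maturation. Mural cells 1 came to 0.284% at maturation, and mesenchymal cells to 2.52% at initiation, 3.15% at establishment, 4.42% at expansion and 3.35% at maturation. Macrophages came to 0.368% at initiation, 0.458% at establishment, 0.417% at expansion and 0.896% at maturation. With the Nehalem kernel, 14 values moved and 18 did not. CMs made up 26.2% at maturation, and EPDCs 8.97% at initiation, 6.30% at establishment, 11.4% at expansion and 10.9% at maturation. Mural cells 1 came to 0.284% at maturation, and mesenchymal cells to 2.54% at initiation, 3.12% at establishment, 4.40% at expansion and 3.34% at maturation. Macrophages came to 0.338% at initiation, 0.443% at establishment, 0.399% at expansion and 0.888% at maturation.

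With the number of raw cells of Table S1 taken by UMI rank in place of the test against ambient RNA, 18 values moved and 22 did not. CMs made up 44.3% at establishment, 27.0% at expansion and 23.9% at maturation, and ECs 36.4% at initiation, 30.4% at establishment, 44.5% at expansion and 34.2% at maturation. Coronary ECs came to 3.93% at maturation, and EPDCs to 8.98% at initiation, 6.41% at establishment, 11.9% at expansion and 13.2% at maturation. Mural cells 1 made up 0.0542% at maturation, and mural cells 2 1.20% at maturation. Mesenchymal cells came to 3.44% at initiation, 3.53% at establishment, 5.63% at expansion and 4.76% at maturation.

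Without integration of the libraries, 9 values moved and 27 did not. CMs made up 38% at initiation, 51.3% at establishment, 24.0% at expansion and 17.8% at maturation, and EPDCs 6.29% at initiation, 3.89% at establishment and 3.91% at expansion. Mural cells 1 came to 0.0258% at maturation, and macrophages to 0.999% at maturation.

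At a resolution of 0.4, 19 values moved and 22 did not. CMs made up 29.5% at initiation, 50.7% at establishment, 32.7% at expansion and 44.2% at maturation, and EPDCs 8.99% at initiation, 6.12% at establishment, 11.0% at expansion and 10.7% at maturation. Mural cells 1 came to 0.276% at maturation, and mesenchymal cells to 2.54% at initiation, 3.24% at establishment, 4.77% at expansion and 3.52% at maturation. Macrophages came to 2.31% at initiation, 2.34% at establishment, 1.68% at expansion and 3.20% at maturation. The number of EPDC subclusters was 6 in place of 10 and that of CM subclusters 9 in place of 14.

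At a resolution of 1.6, 11 values moved and 21 did not. CMs made up 28.6% at expansion and 27.2% at maturation, and EPDCs 7.76% at initiation, 5.48% at establishment, 7.22% at expansion and 5.00% at maturation. Mural cells 1 came to 0.276% at maturation, and mesenchymal cells to 3.78% at initiation, 3.99% at establishment, 8.49% at expansion and 9.28% at maturation.

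When cells other than CMs were kept up to 40% mitochondrial UMIs, with the cell types of the first clustering, 17 values moved and 15 did not. CMs made up 37.9% at initiation, 54.8% at establishment, 26.3% at expansion and 17.3% at maturation, and ECs 24.8% at establishment and 28.9% at maturation. Coronary ECs came to 1.15% at expansion and 3.80% at maturation, and EPDCs to 6.15% at initiation, 3.33% at establishment and 4.14% at expansion. Mural cells 1 made up 0.0781% at maturation, and mural cells 2 1.47% at maturation. Mesenchymal cells came to 13.1% at expansion and 13.2% at maturation, and macrophages to 0.383% at initiation and 0.652% at establishment. In that clustering 1 cluster of 3093 cells was named mesenchymal at 1.76 against 1.69 for EPDC markers, with tcf21, an EPDC marker, among its 10 leading genes and no mesenchymal one, so the shares of both types rest on this name.

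Without cells marked as possible doublets, 26 values moved and 20 did not. CMs made up 44.5% at establishment, 30.0% at expansion and 27.6% at maturation, and ECs 29.6% at establishment and 41.6% at expansion. Coronary ECs came to 0.452% at expansion and 2.48% at maturation, and EPDCs to 2.29% at establishment, 3.14% at expansion and 2.63% at maturation. Mural cells 1 made up 0.377% at establishment and 1.52% at expansion, and mural cells 2 0% at establishment, 0.0848% at expansion and 0.709% at maturation. Mesenchymal cells came to 4.59% at establishment, 9.84% at expansion and 9.31% at maturation, and macrophages to 0.423% at initiation, 0.392% at establishment, 0% at expansion and 0.651% at maturation. Coronary ECs among all endothelial cells came to 1.08% at expansion and 8.26% at maturation. The share of macrophages at expansion became 0 by construction, since all 114 of them were marked, and the mark may be less specific in small clusters for this reason. The summed cell cycle genes in CMs became 21.0 CPM at establishment, and the pairs of retinoic acid gene and cell type that were highest at expansion became 6 of 25. The 5 pairs of macrophages have no value at expansion then, so none of them could be highest there.

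Among the added alternatives, counting unnamed clusters with a gene of the CM list among their 10 leading genes as CMs, which leaves out the cluster led by myh6, gave 29.5% at initiation, 52.5% at establishment, 33.5% at expansion and 44.1% at maturation. A minimum mean log2 fold of 0.5 for a name and the naming of ECs by the endocardium list alone moved none of their 4 shares each. With all mitochondrial names counted, 1201 cells were left at maturation, so each share there rests on fewer cells. CMs made up 22.7% at initiation and 64.7% at maturation, and ECs 36.2% at initiation, 41.8% at expansion and 9.66% at maturation. Coronary ECs came to 3.58% at maturation, and EPDCs to 4.42% at expansion and 6.91% at maturation. Mural cells 1 made up 0% at maturation, and mural cells 2 0.209% at expansion and 0.166% at maturation. Mesenchymal cells came to 12.7% at expansion and 2.75% at maturation, and macrophages to 0.512% at expansion and 0.166% at maturation.

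The scores of ligand and receptor pairs depend on the kind of average. With a plain mean, the score of hbegfa and erbb4b at maturation was 0.629 to the primordial-like CMs and 0.518 to CM subcluster 2. That of nectin3b and pvrl2l to the primordial-like CMs was 0.536 at initiation, 0.214 at establishment, 0.202 at expansion and 0.170 at maturation. With a mean that leaves out the lowest and highest 10% of the cells, it was 0.543, 0.201, 0.0206 and 0.0113. The reported score of this pair is 0 at the 3 later stages, so its limit to initiation holds with the trimean alone.

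For genes, the mean over each cell's own CPM moved 18 of the 53 levels, the removal of possible doublets 16 and the subtraction of ambient RNA 13. The summed cell cycle genes in CMs became 14.8 CPM at expansion with the former and 10.1 CPM at maturation with the latter. The share of cells with a UMI moved in 33 of 53 results when cells were thinned to 500 UMIs and in 25 when they were thinned to 2000, since this share depends on depth by construction. The cells called changed by less than 1.5 times with a minimum of 1000 UMIs per further barcode, to 8333 at initiation, 11198 at establishment, 17320 at expansion and 14992 at maturation. At maturation this minimum could not change the number, since the barcode ranked 30000, past the last one tested, had 1734 UMIs.

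The depth sets the following limits. At initiation and establishment there were 5 and 6 coronary ECs, so the levels of their genes, the shares of their subtypes and the scores from them are poorly bounded. At maturation 9864 barcodes were taken by their UMIs and the next 20000 were tested against ambient RNA. The barcode ranked 30000 had 1734 UMIs, so smaller cells of this stage were not tested and are missing from the counts.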

Differences from the paper's values

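Among the alternatives named in this part, the other kernels of the linear algebra library and the counting of unnamed clusters as CMs were chosen after seeing the values. Of 36 cell numbers per type and stage read from Fig. S6E, 14 were more than 1.5 times apart from those found here, and of the 32 values of Tables S1 and S2, 1 was.

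The median number of genes per final cell at maturation is 558 in the paper's table and was 911 here. It was within 1.5 times the paper's value without possible doublets (684). The other alternatives set before the data were examined did not close the gap: with the raw cells of Table S1 by UMI rank (1236), without integration (910.5), at a resolution of 0.4 (911), at a resolution of 1.6 (911) and with other cells kept up to 40% mitochondrial UMIs (898).

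The number of CMs at maturation is about 6600 in Fig. S6E, read by eye, and was 2891 here. It was within 1.5 times the paper's number at a resolution of 0.4 (5129), but not with the other alternatives set before the data were examined: with the raw cells of Table S1 by UMI rank (2208), without integration (2072), at a resolution of 1.6 (3162), without possible doublets (2843) and with other cells kept up to 40% mitochondrial UMIs (2218). With unnamed clusters that had a gene of the CM list among their 10 leading genes counted as CMs, an alternative chosen after seeing the values, the number was 5112, also within 1.5 times.

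The number of mural cells 1 at maturation is about 66 in Fig. S6E, read by eye, and was 17 here. None of the alternatives set before the data were examined closed the gap: with the raw cells of Table S1 by UMI rank (5), without integration (3), at a resolution of 0.4 (32), at a resolution of 1.6 (32), without possible doublets (14) and with other cells kept up to 40% mitochondrial UMIs (10).

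The number of EPDCs at initiation is about 340 in Fig. S6E, read by eye, and was 181 here. It came within 1.5 times the paper's number with the raw cells of Table S1 by UMI rank (290), at a resolution of 0.4 (319) and at a resolution of 1.6 (275), and not without integration (222), without possible doublets (166) and with other cells kept up to 40% mitochondrial UMIs (225). At establishment the number of EPDCs is about 430 in Fig. S6E, read by eye, and was 204 here. The gap was closed with the raw cells of Table S1 by UMI rank (439), at a resolution of 0.4 (459) and at a resolution of 1.6 (408), but not without integration (281), without possible doublets (152) and with other cells kept up to 40% mitochondrial UMIs (286). At expansion the number of EPDCs is about 1600 in Fig. S6E, read by eye, and was 592 here. It came within 1.5 times the paper's number with the raw cells of Table S1 by UMI rank (1807), at a resolution of 0.4 (1878) and at a resolution of 1.6 (1230), and not without integration (673), without possible doublets (444) and with other cells kept up to 40% mitochondrial UMIs (742). At maturation the number of EPDCs is about 1000 in Fig. S6E, read by eye, and was 353 here. The gap was closed with the raw cells of Table S1 by UMI rank (1221) and at a resolution of 0.4 (1247), but not without integration (359), at a resolution of 1.6 (580), without possible doublets (271) and with other cells kept up to 40% mitochondrial UMIs (391). With the Sandybridge and Nehalem kernels of the linear algebra library, chosen after seeing the values, the numbers of EPDCs from initiation to maturation were 315, 469, 1938 and 1266 and 318, 469, 1938 and 1266, each within 1.5 times the paper's number.

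The number of mesenchymal cells at initiation is about 110 in Fig. S6E, read by eye, and was 205 here. It came within 1.5 times the paper's number with the raw cells of Table S1 by UMI rank (111), at a resolution of 0.4 (90) and at a resolution of 1.6 (134), and not without integration (192), without possible doublets (172) and with other cells kept up to 40% mitochondrial UMIs (233). At establishment the number of mesenchymal cells is about 270 in Fig. S6E, read by eye, and was 431 here. The gap was closed with the raw cells of Table S1 by UMI rank (242), without integration (403), at a resolution of 0.4 (243), at a resolution of 1.6 (297) and without possible doublets (304), but not with other cells kept up to 40% mitochondrial UMIs (466). At expansion the number of mesenchymal cells is about 1000 in Fig. S6E, read by eye, and was 2027 here. It came within 1.5 times the paper's number with the raw cells of Table S1 by UMI rank (853), at a resolution of 0.4 (813), at a resolution of 1.6 (1448) and without possible doublets (1393), and not without integration (2053) and with other cells kept up to 40% mitochondrial UMIs (2350). At maturation the number of mesenchymal cells is about 470 in Fig. S6E, read by eye, and was 1312 here. The gap was closed with the raw cells of Table S1 by UMI rank (439) and at a resolution of 0.4 (409), but not without integration (1311), at a resolution of 1.6 (1077), without possible doublets (958) and with other cells kept up to 40% mitochondrial UMIs (1686). With the Sandybridge and Nehalem kernels of the linear algebra library, chosen after seeing the values, the numbers of mesenchymal cells from initiation to maturation were 89, 234, 753 and 389 and 90, 232, 750 and 388, each within 1.5 times the paper's number. The numbers of EPDCs and mesenchymal cells with other cells kept up to 40% mitochondrial UMIs rest on a cluster that is a near tie between both names.

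The paper's type of T/NK/B cells had no cluster of that name here, against about 58 cells at initiation, about 100 at establishment, about 140 at expansion and about 120 at maturation in Fig. S6E, read by eye. With the raw cells of Table S1 by UMI rank there were 36, 75, 125 and 88, within 1.5 times the paper's numbers at the last 3 stages, and at a resolution of 1.6 there were 53, 96, 171 and 147, within 1.5 times at each stage. The other alternatives set before the data were examined had no such cluster. With the Sandybridge kernel there were 67, 132, 213 and 212, and with the Nehalem kernel 68, 133, 215 and 213. In the reported analysis the unnamed cluster of 535 cells, with the T/NK/B list second, held 54, 105, 172 and 204 cells. Its T/NK/B markers were not tried for a name, so the missing name is not evidence that these cells are absent.

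The paper states 5 EC subclusters, 6 of EPDCs, 2 of mural cells 2 and 7 of CMs. The numbers here were 14, 10, 4 and 14. At a resolution of 0.4 they were 10, 6, 3 and 9, of which the last 3 are within 1.5 times the paper's numbers.

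The paper states that CMs increased over the stages. The number of CMs rose to 4717 at expansion and was 2891 at maturation, and their share was 25.9%, 42.1%, 27.8% and 24.9%. The number fell from expansion to maturation under each of the alternatives, from 5585 to 5129 at a resolution of 0.4. For macrophages, which the paper also states to have increased, the number rose at each stage, but the share was lower at expansion than at establishment, with 0.672% against 0.95%, within overlapping intervals.

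The paper states that the EC subpopulations increased from initiation to expansion. The number of cells did in 11 of 14 subclusters. As a share of the ECs, 7 subclusters were higher at expansion and 5 were lower, beyond the intervals.

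Of the coronary EC markers, the paper names sele and ephb4 for venous cells, and sele and ephb4b were highest in the lymphatic-like subcluster, with 2720 and 317 CPM, while ephb4a was highest in subcluster 0, with 363 CPM. It gives unc5b and efnb2 as arterial. The level of unc5b was highest in subcluster 6, with 65.7 CPM from 4 UMIs, and in subcluster 2, with 26.0 CPM from 43 UMIs. These were led by CM genes and by collagen genes. In subcluster 0, which had the most efnb2a, it was 1.53 CPM from 3 UMIs. The paper places hpn in capillaries, and hpn had 67.6 CPM in subcluster 1, which had the most fabp4a, and 65.7 CPM in subcluster 0. Neither was named as capillary, and the capillary list had a mean log2 fold of -0.32 in subcluster 1, so these levels do not decide the placement.

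The paper states that cortical CMs lacked tbx5a. No subcluster was named as cortical, and tbx5a was above its highest ambient level of 23.1 CPM, beyond the interval, in each CM subcluster but the one numbered 10. Subcluster 10 had 25.5 CPM and was led by EC genes. Its interval lies above the ambient levels of the stages that held most of its cells. It names primordial CMs as the least abundant subtype, and subclusters 10 to 13 had fewer cells than the primordial-like one.

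The paper states that primordial CMs increased to expansion, and their number here was 53, 113, 115 and 35, while their share of the CMs was 5.82%, 3.64%, 2.44% and 1.21%. The share fell less among the CMs outside the subclusters with a median under 500 genes.

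The paper states that the pair of hbegfa and erbb4b was predicted to be strong from initiation to establishment, and that the pair of pvrl2l with itself peaked at establishment. Here the score of hbegfa and erbb4b to the primordial-like CMs was highest at expansion, with 0.627 against 0.456 at establishment, and with the other averages it was highest at expansion too. To CM subclusters 2, 3, 7 and 8 it was highest at establishment, with 0.470, 0.148, 0.421 and 0.490. For subclusters 2 and 3 this holds with the trimean alone. To subcluster 2 the plain mean gave 0.546 at establishment and 0.610 at expansion, and the trimmed mean 0.528 and 0.568. The score of pvrl2l with itself was highest at expansion, with 0.756 against 0.671 to the primordial-like CMs and 0.721 against 0.703 within coronary ECs. Within coronary ECs it peaked at establishment with a plain mean, at 0.769 against 0.741 at expansion, and with a mean that leaves out the lowest and highest 10% of the cells, at 0.769 against 0.726. The paper's probabilities come from another model over many pairs and are not on the scale of these scores.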

Other observations

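The tests chosen only after the result was seen are both tests of erbb4b in CMs with few genes, the doublet tests of the collagen-led and CM-led coronary EC subclusters and of the mural cells, the doublet tests of the neutrophil-like and Schwann-like cells, and the tests of barcodes past the number of cells loaded, and the others were chosen after the pattern, though not their value, had been seen.

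CM subclusters with a median under 500 genes per cell had less erbb4b than the others, with 9.85 against 146 CPM at establishment and 1.79 against 29.8 CPM at maturation. Depth alone is argued against, since CPM is taken per UMI: the intervals lay apart within each stage, and the log2 difference nearest to 0 was -1.48, at initiation. Droplets of ambient RNA in place of cells are argued against at maturation: by their haemoglobin, the share of ambient RNA in these subclusters was 30.5% there, the highest of the stages. The earlier removal of red blood cells can lower this share. It took 52 cells at maturation after the first clustering but 4358 at initiation, so the lower shares of the earlier stages decide less. When cells were thinned to 1000 UMIs each, those of the few-gene subclusters still had a median of 226 genes at maturation against 315 in the others. Damaged CMs that kept abundant transcripts, and CMs of another state, both remain open and were not tested.

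Of the coronary ECs, subcluster 2 was led by collagen genes. Doublets may explain it: 78.6% of its cells were marked, against 24.2% in subclusters 0, 1, 3 and 4, which are not all free of genes of other types. As the partner, mesenchymal cells are a candidate, with markers raised by a mean log2 ratio of 1.67. For pericyte-like mural cells, whose markers were raised by 0.67, this cannot be told apart from the rise of the other lists, which was 0.89 for mural cells 1, 0.82 for ECs, 0.73 for EPDCs and 0.33 for CMs, while the log2 ratio of the coronary EC list was -0.68. Attached cells of the vessel wall that were not dissociated stay open as well. The subcluster led by CM genes, found at expansion, had 88.9% of its cells marked, so doublets of a coronary EC with a CM are a candidate explanation. All 114 macrophages at expansion were marked too, so a high share of marked cells in a small cluster is weak evidence by itself. Subclusters 2, 5 and 6 together held 47.9% of the coronary ECs at expansion and 22.4% at maturation, and the rest came to 87 and 287 cells. No biological explanation was tested.

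The mural cells 2 of expansion lay in the subclusters numbered 1 and 2. Endocardium markers were raised in these by mean log2 ratios of 1.04 and 2.48 over the subclusters of maturation, so doublets of a mural cell with an EC are a candidate explanation, and a difference between the stages stays open.

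The largest unnamed cluster, led by mitochondrial and CM genes, had a median of 2234 UMIs per cell at maturation and held 17.5% of the cells there. Ambient RNA in place of cells is argued against: the CM markers were raised over the ambient droplets relative to the endocardium markers by a log2 difference of 1.55. At maturation the CM markers in it were lower than in named CMs, with a median log2 ratio of -1.25, whereas at initiation they were higher, by 0.47. Whether they are CMs with few genes detected cannot be told apart from mixtures of CM debris with ambient RNA, since the ratio differs between the libraries. The next unnamed cluster had endocardium markers raised over the ambient droplets by log2 ratios between 2.58 and 2.90, with medians between 342 and 398 genes per cell. No biological explanation was tested.

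Cells with neutrophil and with Schwann cell markers had no named cluster in the reported analysis, but had 1 each with both other kernels, which were chosen after the data had been seen, and at a resolution of 1.6. With the raw cells of Table S1 by UMI rank, a Schwann cell cluster was named, with 38 cells at expansion, but no neutrophil cluster. With the Sandybridge kernel, 57 of 11604 cells at maturation were neutrophil-like. Ambient RNA is argued against: the markers were higher than in the ambient droplets by a mean log2 ratio of 6.46, with 6606 CPM of mmp9 against 7.82 in the droplets and 1817 CPM of lyz against 2.12. Doublets of the other types are argued against as well, since the markers were above their highest level in any other type by a mean log2 ratio of 5.56, although 36.8% of the cells were marked. The Schwann-like cells were 39 of 17036 cells at expansion. Their markers stood above the ambient droplets by a mean log2 ratio of 4.35, with 1232 CPM of mpz and 174 CPM of sox10 against 0.197 CPM of each in the droplets. They stood above the highest other type by 3.23, although plp1b had 149.7 CPM in another type against 268 CPM here and 66.7% of the cells were marked. The study picked none of these markers, and whether the cells come from the ventricle or its surroundings was not tested.

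The paper says that 14000 cells were used for each sample, but its raw cells in Table S1 were 4856 more at expansion and 1426 more at maturation. Of the barcodes ranked past 14000 within the paper's number at expansion, 67.3% passed the test against ambient RNA, which argues against ambient barcodes as the whole explanation there. At maturation 32.5% passed, so ambient barcodes may explain most of these. The barcodes tested at both stages were taken by UMI rank and are not the paper's own cells, whose median UMIs differ. The rates therefore bear on the paper's surplus only indirectly. The 19949 and 14992 cells called here are above 14000 too, and the test does not bear on these, since they were selected by their UMIs or by that same test. The number of cells loaded may also differ from the number stated, which no table can test.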
